# Histone macroH2A1 is a stronger regulator of hippocampal transcription and memory than macroH2A2 in mice

**DOI:** 10.1038/s42003-022-03435-4

**Published:** 2022-05-19

**Authors:** Gurdeep Singh, Gilda Stefanelli, Klotilda Narkaj, Mark A. Brimble, Samantha D. Creighton, Timothy A. B. McLean, Meaghan Hall, Krista A. Mitchnick, Jacqueline Zakaria, Thanh Phung, Anas Reda, Amanda M. Leonetti, Ashley Monks, Lara Ianov, Boyer D. Winters, Brandon J. Walters, Andrew M. Davidoff, Jennifer A. Mitchell, Iva B. Zovkic

**Keywords:** Neuroscience, Chromatin

## Abstract

Histone variants H2A.Z and H3.3 are epigenetic regulators of memory, but roles of other variants are not well characterized. macroH2A (mH2A) is a structurally unique histone that contains a globular macrodomain connected to the histone region by an unstructured linker. Here we assessed if mH2A regulates memory and if this role varies for the two mH2A-encoding genes, *H2afy* (mH2A1) and *H2afy2* (mH2A2). We show that fear memory is impaired in mH2A1, but not in mH2A2-deficient mice, whereas both groups were impaired in a non-aversive spatial memory task. However, impairment was larger for mH2A1- deficient mice, indicating a preferential role for mH2A1 over mH2A2 in memory. Accordingly, mH2A1 depletion in the mouse hippocampus resulted in more extensive transcriptional de-repression compared to mH2A2 depletion. mH2A1-depleted mice failed to induce a normal transcriptional response to fear conditioning, suggesting that mH2A1 depletion impairs memory by altering transcription. Using chromatin immunoprecipitation (ChIP) sequencing, we found that both mH2A proteins are enriched on transcriptionally repressed genes, but only mH2A1 occupancy was dynamically modified during learning, displaying reduced occupancy on upregulated genes after training. These data identify mH2A as a regulator of memory and suggest that mH2A1 supports memory by repressing spurious transcription and promoting learning-induced transcriptional activation.

## Abstract (web summary)

The structurally-unique histone variant, mH2A1, influences learning and memory in mice to a greater extent than a similar variant, mH2A2.

## Introduction

Learning-induced changes in transcription and their regulation by epigenetic factors are necessary for establishing long-term memories^1^. Accordingly, dysregulation of epigenetic factors is implicated in age- and neurodegeneration-related cognitive deficits^2^, suggesting a critical role for epigenetic regulation in neural plasticity. Most research on the role of histones in memory has focused on post-translational modifications, but recent studies identified histone variants as epigenetic regulators of neural plasticity and memory formation^3–8^. Histone variants are non-allelic counterparts of the canonical histones H2A, H2B and H3 (H4 variants have not been identified in mammals) that differ from each other in structure and function^9^. In non-neuronal cells, the unique properties of histone variants result in distinct regulatory effects on transcription through variant-specific interactions with different partners and alterations of nucleosome stability^10^. In contrast to canonical histones, synthesis of histone variants is replication-independent and as such, histone variants become the primary source of histones in post-mitotic neurons, making them uniquely relevant for understanding the epigenetic basis of memory formation. Indeed, levels of the histone variants H3.3 and H2A.Z both increase in aged mice, with H3.3 becoming the dominant H3 histone in the adult brain^4,7^. Although a role for histone variants in the brain is only beginning to be studied, there is nevertheless evidence implicating histone-specific effects of H2A variants in neurodegeneration^11^. As such, uncovering the role of distinct histone variants in neural function will not only inform their role in memory, but also their function in non-dividing cells and their relevance as therapeutic targets.

We previously showed that the binding of histone H2A.Z, a variant of the canonical histone H2A, is dynamically modified during learning and that H2A.Z deficient mice have improved memory, suggesting that H2A.Z may be a memory suppressor^3–5,12,13^. Given that the H2A family of histones is particularly diverse and consists of several structurally distinct variants^9^, it stands to reason that different H2A variants may have unique functional roles in neural plasticity. MacroH2A (mH2A) is an especially strong candidate based on its unique structure among histones. In addition to its histone domain that shares 64% similarity with the canonical H2A, mH2A contains a large 30 kDa non-histone macrodomain on its C-terminal that makes it ~3 times larger than the canonical H2A^14^. This dramatic structural difference points to a potentially impactful role of mH2A in memory regulation.

mH2A is encoded by two genes, *H2afy* (encodes mH2A1) and *H2afy2* (encodes mH2A2), which produce unique protein products with the potential to further diversify mH2A function^15^. Both gene products are linked with repressive effects on transcription, but are also enriched on bivalent genes, indicating a potential role in stimulus-induced gene activation^16^. Moreover, both are implicated in cellular reprogramming, differentiation and development^17,18^, but they also have some unique functions in non-neuronal cells^19^. Indeed, *H2afy* has been selectively implicated as a risk factor and marker of disease progression in Huntington’s disease both in humans and mouse models^11^, suggesting a potential isoform-specific relevance of mH2A in neurodegeneration. Here, we conducted the first investigation of mH2A1 and mH2A2 function in the mouse hippocampus and its influence on memory formation. Using a combination of behavioural studies, virally-mediated gene depletion and genome-wide sequencing, we showed that loss of mH2A1 impaired memory and altered gene expression more than the loss of mH2A2, indicating a preferential role of mH2A1 in memory. This behavioural and transcriptional phenotype was associated with selective regulation of mH2A1 binding during learning, indicating that the histone variant mH2A has an isoform-specific role in regulating memory and transcription in the mouse brain.

## Results

### mH2A1 depletion preferentially regulates memory compared to mH2A2

To evaluate if mH2A1 and mH2A2 regulate memory, we depleted each gene in area CA1 of the hippocampus, a brain region critical for memory. Specifically, mH2A1- (*H2afy*) or mH2A2- (*H2afy2*) targeted shRNAs were packaged in adeno-associated viral vectors pseudotyped with DJ capsid (AAV-DJ). The vectors were delivered directly into dorsal area CA1 using stereotaxic surgery and knockdown was confirmed in the infected tissue. Each shRNA selectively depleted the intended mH2A target (i.e., mH2A1 or mH2A2) at both protein (Fig. 1a and Supplementary Fig. 1) and mRNA levels (Fig. 1a). Indeed, anti-*H2afy* shRNA treatment selectively reduced *H2afy* (encodes mH2A1) mRNA without influencing *H2afy2* (encodes mH2A2) expression (*F*_2,19_ = 13.28, *p* < 0.001). Similarly, anti-*H2afy2* shRNA treatment resulted in reduced *H2afy2* expression (*F*_2,19_ = 28.43, *p* < 0.0001), although an increase in *H2afy* mRNA was also observed (Supplementary Data 1).

**Fig. 1:**
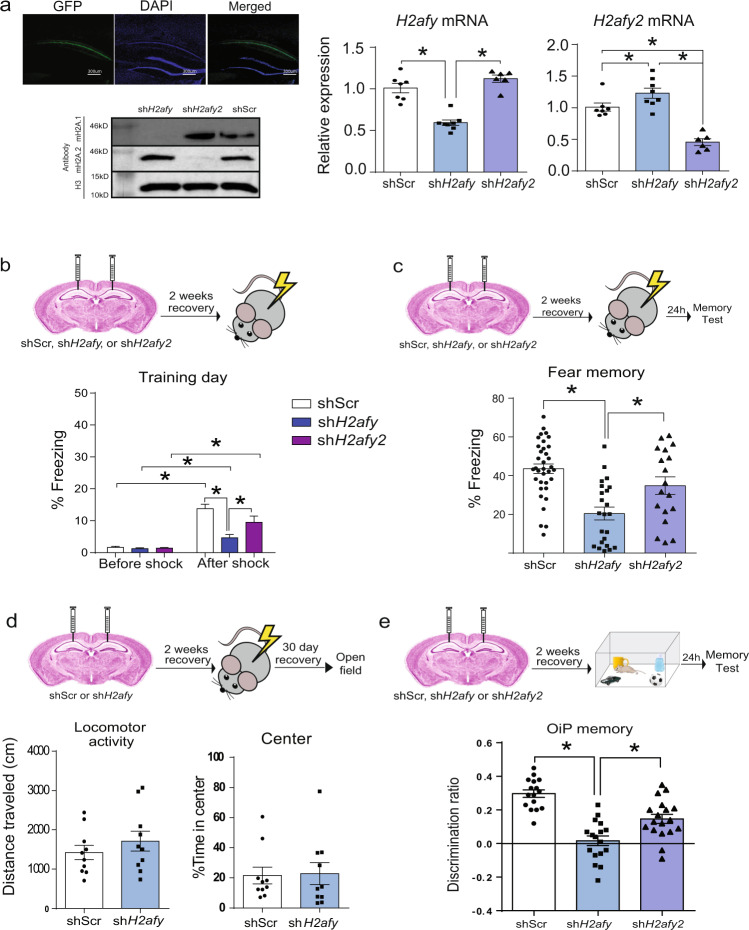
Hippocampal depletion of mH2A1 impairs memory more than the depletion of mH2A2. **a** Validation of mH2A1 (encoded by *H2afy* gene) and mH2A2 (encoded by *H2afy2* gene) depletion in the mouse hippocampus. **b** During the fear memory training session, all mice show increased freezing after receiving shock, suggesting that learning has occurred in all groups. **c** Depletion of mH2A1, but not of mH2A2, impairs recall of fear memory 24 h after training (N: shScr = 35, sh*H2afy* = 24, sh*H2afy2* = 18). **d** mH2A1 depletion does not affect locomotor activity (*N* = 10/group). **e** mH2A1 and mH2A2 depletion each impair memory for Object in Place, but the impairment is greater in mH2A-1 than in mH2A2-depleted mice (n: shScr = 16, sh*H2afy* = 17, sh*H2afy2* = 18). Data are shown as mean ± SEM. (ns *p* > 0.05, *p < 0.05).

To assess if mH2A1 and mH2A2 regulate memory, mice in each condition (scramble control, shRNA against *H2afy* or *H2afy2*) were trained with contextual fear conditioning, a task in which mice learn to associate a novel context with exposure to a foot shock. Training involved 2 min of exploration of the novel context, followed by 1 foot shock (0.5 mA, 2 sec long) and one additional minute of exploration before returning to the home cage. During training, there was no difference in exploration before shock exposure, as indexed by similarly low levels of freezing across groups. After shock, sh*H2afy* mice froze less than shScr (*p* < 0.001) and sh*H2afy2* (*p* = 0.04) mice (Fig. 1b), but all groups (all *p* < 0.05) showed increased freezing (index of fear memory) after shock than before shock [Shock (Pre, Post) × Virus (shScr, sh*H2afy*, sh*H2afy2* interaction: *F*_2,74_ = 9.52, *p* < 0.001)], suggesting that shock exposure induced learning in all groups during the training session (Supplementary Data 2).

Fear memory was assessed 24 h after training by measuring the amount of freezing behaviour upon re-exposure to the training context in the absence of shock, where higher levels of freezing indicate stronger memory. We observed a deficit in freezing behaviour only in mH2A1-depleted mice compared to all other groups (*F*_2,74_ = 15.25, *p* < 0.001; all post-hocs *p* < 0.05). In contrast, mH2A2 depletion had no effect on freezing (shScr vs sh*H2afy2*: *p* = 0.07), suggesting that this histone is not critical for fear memory (Fig. 1c and Supplementary data 2). Given that fear memory is assessed by the amount of time mice spend freezing, we conducted additional testing in an open field (OF) to exclude potential differences in motor activity as contributors to the fear memory deficit in mH2A1-depleted mice. Using this approach, we found no differences in activity levels or the amount of time spent in the centre (more centre time suggests less anxiety) of the OF in mH2A1-depleted mice compared to scramble controls, suggesting that reduced freezing is not a reflection of hyperactivity in this group (Fig. 1d and Supplementary data 3). Although these mice were tested for locomotor activity 30 days after fear conditioning, *H2afy* expression was still reduced at this time point (*t*_8_ = 5.51, *p* = 0.001; Supplementary Fig. 2), suggesting that similar performance between mH2A1-depleted and control mice in the OF was not attributable to reduced efficacy of the AAV over time.

Fear conditioning is a highly robust memory paradigm that may mask a potential subtle effect of mH2A2 depletion on memory. To test this possibility, a separate cohort of mice was tested using a less robust and non-aversive memory paradigm, the Object-in-Place (OiP) test. OiP is a hippocampus-dependent memory test in which the location of 2 out of 4 familiar objects is switched during testing, such that mice utilise spatial memory without relying on an aversive stimulus^20^. Using this test, we found that both mH2A1- (*p* < 0.0001) and mH2A2- (*p* < 0.0001) deficient mice had impaired ability to discriminate the switched objects (discrimination ratio) compared to scramble controls (*F*_2,48_ = 27.05, *p* < 0.001). Moreover, mH2A1-depleted mice were more impaired than mH2A2-depleted mice (*p* = 0.001), indicating that mH2A2 does have some impact on object location memory (Fig. 1e and Supplementary Data 4), whereas mH2A1 depletion consistently results in a robust memory deficit, irrespective of the task.

Given that OiP was the most sensitive measure in its ability to detect a functional effect of mH2A2, we conducted additional validation of this phenotype using a new set of shRNA constructs against each mH2A-encoding gene to ensure specificity of the effect. With the new constructs packed in the same AAV vector, we found that mH2A1 (*p* < 0.0001) and mH2A2 (*p* = 0.05) depleted mice again had impaired OiP memory compared to scramble control (*p* < 0.0001) (*F*_2,26_ = 13.85, *p* < 0.0001) mice. Similarly, mH2A1 depletion again produced greater memory impairment than mH2A2 depletion (*p* = 0.005), thus reinforcing the validity of our findings (Supplementary Fig. 3).

### mH2A1 is a more potent repressor of basal hippocampal transcription than mH2A2

Having established a preferential role for mH2A1 over mH2A2 in memory, we examined whether these histones have distinct effects on transcription in hippocampal area CA1. mH2A1 or mH2A2 were virally depleted and the infected tissue was collected for RNA sequencing 2 weeks later (Fig. 2a). 

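Area CA1 is the hippocampal region in which the viruses were injected, and its tissue holds pyramidal neurons, inhibitory neurons, glia and vessels. H2afy encodes mH2A1 and H2afy2 encodes mH2A2, the histones that replace H2A and carry a large globular domain outside the nucleosome. RNA was sequenced from 9 mice, 3 that received the scramble control (shScr), 3 that received shH2afy and 3 that received shH2afy2. The AAV was injected 2 weeks before the tissue was collected. Paired 100-bp reads were made on a HiSeq 4000 at about 100 M reads per sample, as the paper states. The authors trimmed the reads, aligned them to the mm10 genome with STAR and counted them per gene with featureCounts, and these raw counts for 55536 genes are the values used here. Counts assigned to genes ranged from 9.95 to 17 M per mouse in shScr (median 15.7), from 13.4 to 15.9 M in shH2afy (median 13.5) and from 15.4 to 18.8 M in shH2afy2 (median 18). Counts were scaled by TMM and genes with low counts were removed with filterByExpr. Each knockdown was then compared with shScr by the quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment, at an adjusted p under 0.01 and a fold change above 2. DESeq2, which the authors used, was run on the same counts as an alternative. Members of gene lists were counted at the same adjusted p without the fold threshold, and lists were tested with camera. Of counts, 2.71, 2.83 and 3.38% were mitochondrial in shH2afy, 4.26, 3.67 and 3.47% in shH2afy2 and 4.39, 3.87 and 6.25% in shScr replicates 1 to 3. Every shH2afy library thus lay below every shScr library. The depth of shScr replicate 3 was the lowest of the 9.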

At a stringent significance cut-off (p adj < 0.01 and fold change > 2), mH2A1 depletion resulted in 2350 DEGs, of which 85% were up-regulated, suggesting that mH2A1 has a primarily repressive role in hippocampal transcription (Fig. 2b and Supplementary Data 6). In contrast, mH2A2 knockdown altered the expression of only 127 genes (Fig. 2c), ~18-fold fewer than mH2A1 depletion, with 69% of these DEGs being upregulated. 

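Genes of inflammation and of reactive glia were higher, and genes of inhibitory neurons were lower, in CA1 tissue of shH2afy mice than of shScr mice. All 32 measured genes of the interferon response rose at an adjusted p under 0.01 from edgeR, with a median log2 fold change of 5.37 (32 when adjusted over the list alone, p = 0.0142 with an estimated correlation). Among them were Ifi27l2a, a mitochondrial interferon-induced protein, with a log2 fold change of 7.09, Oasl2, a relative of the enzymes that sense viral RNA, with 6.75, and Ifit1, which binds viral RNA, with 5.87. All 22 measured genes of reactive astrocytes rose, with a median of 3.97 (22 adjusted over the list alone, p = 0.0167 with an estimated correlation), including the iron-handling gene Steap4 (5.65) and the lipid receptor S1pr3 (4.27). Gfap, the filament protein of astrocytes, measured 3380 ± 195 CPM (reads scaled to library size, SD, n = 3) in shH2afy and 384 ± 183 in shScr mice. All 13 genes of complement rose (13 adjusted over the list alone, median 4.27, p = 0.0369 with an estimated correlation), among them C1qb, a subunit of C1q, with 3.95, and Itgam, the complement receptor of microglia, with 3.41. Of 20 genes of activated microglia and macrophages, 19 rose (19 adjusted over the list alone, median 3.84, p = 0.0455 with an estimated correlation), including Gpnmb, a membrane protein of phagocytes, with 4.61. Of 11 genes of homeostatic microglia, 10 rose (11 adjusted over the list alone, median 1.75, p = 0.0247 with an estimated correlation), including the surface protein Tmem119 with 2.32. Of 14 genes of inhibitory neurons, 8 fell and 0 rose (11 fell and 1 rose when adjusted over the list alone, median -1.0, p = 0.00522 with an estimated correlation). Pvalb, the calcium buffer of fast-spiking interneurons, had a log2 fold change of -1.71, and Lhx6, a transcription factor of interneurons, -1.28. Of 10 genes of CA1 pyramidal neurons, 2 fell and 0 rose (2 and 0 adjusted over the list alone, median -1.02, p = 0.241 with an estimated correlation), among them the phosphodiesterase Mpped1 (-1.62). After adjustment over the 35 lists, camera with an estimated correlation called 0 lists and with its preset correlation 21. Ifi27l2a, Oasl2 and Ifit1 are among genes that the paper lists as higher on these libraries, so the interferon count is not independent evidence.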

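Secreted immune proteins, Ly6 proteins and antigen presentation were among the largest single changes. H2afy itself, the target, measured 43.5, 44.5 and 38.7 CPM in the 3 shH2afy libraries and 60.6, 59.2 and 50.6 in the 3 shScr libraries, scaled over all 9 libraries. Its log2 fold change was -0.37 (standard error 0.10, adjusted p = 0.031 from edgeR and 0.027 from DESeq2), which is 77.6% of the shScr level in the tissue. Of 16179 genes tested, 1885 passed, of which 1691 (89.7%) were higher and 194 lower, and 7103 had an unadjusted p under 0.05. DESeq2 called 2355, of which 84.9% were higher. Groups did not overlap for 48.8% of genes, where chance gives 10%. Without shH2afy replicate 1 or 2 the count was 947 or 1256, and without shScr replicate 1, 2 or 3 it was 1247, 1091 or 1083. Lcn2, a secreted iron-binding protein of reactive astrocytes and myeloid cells, measured 141 ± 38.7 CPM (SD, n = 3) against 0.0994 ± 0.0285, a log2 fold change of 10.35 (standard error 0.39, adjusted p = 4.01e-05 from edgeR), and shScr libraries held 4 counts of it in total. Cxcl13, a chemokine that attracts B cells, had a log2 fold change of 9.88, and the MHC class II chains H2-Aa and H2-Ab1 had 9.10 and 9.05. Ly6c2 and Ly6i, surface proteins of the Ly6 family, measured 30.9 and 19.1 CPM in shH2afy with 1 count each in shScr, and Cxcl9, a chemokine induced by interferon, 45 CPM with 3 counts in shScr. Levels of several of these genes varied between mice, with H2-Aa at 330 ± 293, Cxcl13 at 171 ± 143 and Cxcl9 at 45 ± 36.2 CPM (SD, n = 3), while Lcn2 varied less. On the first principal component of the experiment, shH2afy replicate 3 lay at 53.8 and replicates 1 and 2 at 100.9 and 103.6. Ifi205, an interferon-induced gene, Sprr2g, a small proline-rich protein, and Tnf, the inflammatory cytokine, had no counts in shScr and were at least 91.7-fold, 78.8-fold and 63.2-fold higher, counted against a floor of 3 counts over the group. Igkc, the light chain of antibodies, measured 447, 637 and 0.205 CPM in the 3 shH2afy libraries and 0.0763 on average in shScr, so that replicate 3 had none of this signal. Among lower genes, Epop, a chromatin protein of active promoters, had a log2 fold change of -2.07 (standard error 0.17, adjusted p = 0.00028 from edgeR), and Ntsr1, the neurotensin receptor, -2.66. Sst, the neuropeptide somatostatin, fell from 265 to 68.3 CPM.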

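With mH2A2 depletion no gene passed the thresholds in the quasi-likelihood test and no gene list passed with an estimated correlation, and 1 of the 3 mice stood apart in immune RNA. H2afy2, the target, measured 13.2, 8.21 and 7.74 CPM in the 3 shH2afy2 libraries and 18.2, 19 and 18.2 in shScr libraries, scaled over all 9 libraries. Its log2 fold change was -0.95 (standard error 0.22, adjusted p = 0.0907 from edgeR and 0.00664 from DESeq2), or 51.6% of the shScr level, and H2afy did not pass (0.24, adjusted p = 0.17 from edgeR). Of 15609 genes tested, edgeR called 0, 3238 had an unadjusted p under 0.05, and DESeq2 called 127, of which 88 were higher and 39 lower. In a test chosen only after the result was seen, the DESeq2 count was 67 without shH2afy2 replicate 2 (31 higher and 36 lower), 70 without shScr replicate 3 (43 and 27) and 193 without shScr replicate 1 (90 and 103), so that the majority of higher genes depends on single libraries. Groups did not overlap for 26.2% of genes, where chance gives 10%. All 30 measured interferon genes had positive fold changes (median 2.58), of which 0 passed over all genes with edgeR and 16 when adjusted over the list alone (p = 0.0595 with an estimated correlation). Rsad2, an antiviral enzyme, had a log2 fold change of 2.65 (standard error 0.31, adjusted p = 0.0714 from edgeR). Rsad2 and other interferon genes stand in Supplementary Table 1 as higher, so the count of positive fold changes is not independent evidence. Of 31 immediate early genes, 24 had negative fold changes (median -0.53), and 5 passed as lower when adjusted over the list alone (p = 0.0599 with an estimated correlation). Egr2 and Fos, transcription factors induced by neuronal activity, had log2 fold changes of -2.53 and -2.23. The mouse that stood apart was shH2afy2 replicate 2, where Igkc measured 113 CPM (0 and 0.231 in the others), Cd74, of antigen presentation, 634 (11.9 and 4.04), H2-Aa, of MHC class II, 196 (4.23 and 1.44) and the lysozyme Lyz2 109 (12.8 and 23.6). On the first principal component of the experiment it lay at 6.5, with the other shH2afy2 libraries at -43.2 and -48.8. The mean log2 CPM of the interferon list was 3.11, 3.99 and 1.78 in shH2afy2 and 1.05, 0.81 and 1.07 in shScr replicates 1 to 3.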

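Irf7 and Cxcl10, which interferon induces, had positive fold changes in both depletions, and Epop, the axon guidance cue Sema3a and the activity-regulated transcription factor Egr1 had negative ones. Irf7, the transcription factor that amplifies the interferon response, had a log2 fold change of 6.81 (standard error 0.34) with mH2A1 depletion and of 3.44 (standard error 0.63) with mH2A2 depletion. For Cxcl10, a chemokine induced by interferon, the changes were 7.64 (standard error 0.73) and 3.36 (standard error 0.80). Sema3a had -1.86 (standard error 0.19) and -1.07 (standard error 0.17), and Egr1 -1.15 and -1.18. The adjusted p of these genes with mH2A2 depletion lay between 0.0714 and 0.0944 from edgeR, so the genes called in both numbered 0 by edgeR, at 1885 and 0 genes called in the 2 depletions. With DESeq2, 89 genes were called in both, of which 73 were higher in both, 15 lower in both and 1 changed in opposite directions, where independent lists would share 8.53 higher and 0.857 lower genes (exact hypergeometric test, one-sided, p = 1.64e-53). Of the 72 genes that Supplementary Table 1 lists as higher in both, 68 had positive and 0 negative fold changes with mH2A1 depletion. With mH2A2 depletion 63 had positive and 0 negative fold changes, and the other listed genes had no fold change in the comparison. The median log2 fold change of this list was 4.90 with mH2A1 depletion and 2.24 with mH2A2 depletion. The 15 listed as lower had -1.44 and -1.13. Both comparisons used the same 3 shScr libraries, which makes their fold changes move together, and the overlap expected of independent lists does not allow for this. The covariance of the fold changes across 15404 genes was 0.289, and unchanged groups simulated against the shared shScr libraries gave 0.0765 on average over 20 simulations (correlation 0.62 and 0.52). Genes are not independent replicates in this measure.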

A comparison of genes that were affected by mH2A1 compared to mH2A2 depletion shows that over half (89/127; 70%) of the DEGs altered by mH2A2 are also altered by mH2A1 (*p* < 0.0001, hypergeometric test) and most were upregulated in both conditions (Supplementary Tables 1–3). Thus, both mH2A histones have a repressive transcriptional effect in the hippocampus, but the broader loss of gene repression with mH2A1 depletion over mH2A2 depletion is consistent with its larger impact on memory formation.

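Compared directly, shH2afy tissue had higher RNA of reactive astrocytes and of dividing cells and lower RNA of CA1 neurons than shH2afy2 tissue. H2afy had a log2 fold change of -0.67 between them (standard error 0.10, adjusted p = 0.00346 from edgeR) and H2afy2 of 0.64 (adjusted p = 0.0646 from edgeR). Timp1, an inhibitor of matrix proteases released by reactive astrocytes, had 6.78 (standard error 0.48, adjusted p = 0.00143 from edgeR), and Serpina3n, a protease inhibitor of the same cells, 3.49. Of 23 genes of reactive astrocytes 21 rose (21 adjusted over the list alone, median 2.80, p = 0.038 with an estimated correlation). Of 19 genes of the cell cycle 17 rose (18 adjusted over the list alone, median 3.07, p = 0.0293 with an estimated correlation), including the topoisomerase Top2a with 3.95. Of 32 interferon genes 21 rose (25 adjusted over the list alone, median 2.74, p = 0.123 with an estimated correlation). Of 10 genes of CA1 pyramidal neurons 6 fell (8 adjusted over the list alone, median -1.15, p = 0.0653 with an estimated correlation), with Fibcd1, an endocytic receptor and CA1 marker, at -2.38 (standard error 0.31, adjusted p = 0.00268 from edgeR). After adjustment over the 35 lists, camera with an estimated correlation called 0 lists. Kcnab2, a potassium channel subunit, fell from 1350 to 414 CPM. In total 1557 of 16294 genes passed, 1297 higher (83.3%) and 260 lower in shH2afy than in shH2afy2 mice, 7626 had an unadjusted p under 0.05, and DESeq2 called 2144. The edgeR count was 2 without shH2afy replicate 1, 631 without shH2afy replicate 2, 167 without shH2afy2 replicate 1 and 70 without shH2afy2 replicate 3, while the range with DESeq2, a test chosen only after the result was seen, was 1539 to 2508. Groups did not overlap for 50.7% of genes. From the numbers and directions of the genes called in the 2 depletions, the paper concludes that each histone represses hippocampal transcription.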

**Fig. 2:**
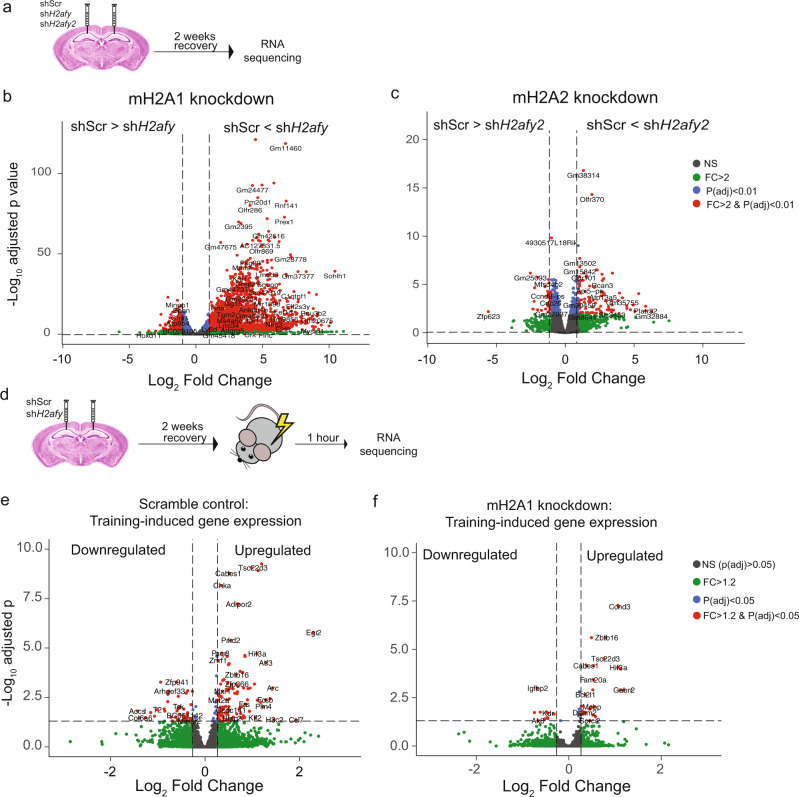
mH2A1 depletion promotes basal gene expression and blocks learning-induced gene induction. **a** Experimental design. Mice underwent stereotaxic surgery for intra-hippocampal (CA1) injections of AAV-DJ vectors carrying shRNA constructs against a scramble control sequence, *H2afy* or *H2afy2*. After 2 weeks of recovery, the infected region was extracted and RNA was sequenced. **b** Intra-CA1 depletion of *H2afy* (encodes mH2A1) alters the hippocampal expression of 2350 genes, majority of which (85%) were upregulated (significance cut-off: p adj < 0.01 and FC > 2). **c** Intra-CA1 depletion of *H2afy2* (encodes mH2A2) alters the expression of 127 genes, 69% of which were upregulated (significance cut-off: p adj < 0.01 and FC > 2). **d** Experimental design for testing the effects of mH2A1 depletion on training-induced gene expression. Mice underwent stereotaxic surgery for intra-CA1 injections of shScr or sh*H2afy* and were given 2 weeks to recover. After 2 weeks, half of the mice were fear conditioned and half were left undisturbed in their home cage. RNA was extracted from infected tissue and gene expression was compared in trained vs untrained mice for each virus. **e** In area CA1 of the hippocampus of scramble control mice, fear conditioning altered the expression of 169 genes, 122 of which were upregulated (significance cut-off: p adj < 0.05 and FC > 1.2). **f** In area CA1 of the hippocampus of mH2A1-depleted mice, fear conditioning altered the expression of 44 genes, 33 of which were upregulated (significance cut-off: p adj < 0.05 and FC > 1.2). *n* = 3 mice/group.

We used EnrichR^21,22^ gene ontology analyses to evaluate the functional relevance of genes that were affected by mH2A1 depletion (Supplementary Fig. 3b). 

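Lysosomal proteases and membrane proteins were higher after mH2A1 depletion, and many of them are abundant in microglia and macrophages. Grn, a lysosomal growth factor lost in a form of frontotemporal dementia, had a log2 fold change of 3.25 (standard error 0.24, adjusted p = 0.000221 from edgeR). Cathepsins H and L, proteases of the lysosomal lumen encoded by Ctsh and Ctsl, had 3.98 and 2.09, and Lamp2, a protein of the lysosomal membrane, had 1.73. Of 41 lysosomal genes, 29 rose and 0 fell (34 rose and 1 fell when adjusted over the list alone), with a median of 1.52 (p = 0.119 with an estimated correlation). Lyz2, a lysozyme of macrophages, measured 420 ± 291 CPM (SD, n = 3) in shH2afy and 9.02 ± 7.51 in shScr mice. P2ry12, a receptor of microglia, measured 81.9 ± 4.31 and 38.4 ± 6.11, so that genes of these cells moved with the group. Apoe, a lipid carrier of astrocytes and activated microglia, measured 4400 and 1620.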

Upregulated DEGs produced largely overlapping categories that included terms such as lysosomal lumen, secretory granule lumen, vacuolar lumen and secretory granule lumen, each of which contains genes that are important for breaking down proteins and cellular debris. These upregulated pathways are likely detrimental for neural function as many neurodegenerative diseases are associated with lysosomal dysfunction and vesicle defects^23^. This is especially notable because lysosomal dysfunction is an important contributor to Huntington’s disease^24^ and mH2A1 has been identified as a biomarker that tracks Huntington’s disease severity in human patients and mouse models^11^. 

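The genes of vesicle fusion and cell adhesion that follow are expressed by glia and immune cells as well as by neurons. Vamp8 (ENSMUSG00000050732), a SNARE protein of endosomes and secretory granules, measured 31.2 ± 11.9 CPM (SD, n = 3) after mH2A1 depletion and 7.07 ± 2.09 in shScr mice, a log2 fold change of 2.16 (standard error 0.36, adjusted p = 0.00396 from edgeR). Snap23, its partner at the plasma membrane, had 1.58 (standard error 0.17, adjusted p = 0.000719 from edgeR). Itgav, the integrin chain that binds vitronectin, had 1.14 (standard error 0.19, adjusted p = 0.00445), and Adam8, a metalloprotease of myeloid cells, 2.21 (standard error 0.38, adjusted p = 0.00454 from edgeR). All 4 passed when adjusted over the list alone (median 1.87, p = 0.0951 with an estimated correlation), but the study chose these genes on the same libraries, so this count is not independent evidence. Markers of the cells that express these genes moved with the group, with Cd74, the invariant chain of MHC class II, at 847 ± 768 against 1.99 CPM.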

An inspection of the top 40 classified genes identified several with important roles in synaptic function, such as the vesicle-associated membrane protein 8 (*Vamp8*), its interacting partner *Snap23* (synaptosomal associated protein 23), as well as integrins (*Itgav*) and disintegrins (*Adam8*), suggesting that dysregulation of synaptic proteins may contribute to the observed memory deficits.

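Reln and 3 potassium channel genes that the paper names were lower after mH2A1 depletion, and the named subunits of inhibitory receptors had negative fold changes that did not pass the threshold with edgeR, while Gabrd passed with DESeq2. Reln, an extracellular protein released by interneurons that acts on synapses, measured 33.5 CPM in shH2afy and 75.2 in shScr mice, a log2 fold change of -1.16 (standard error 0.18, adjusted p = 0.00275 from edgeR). Of the named subunits of GABA-A receptors, the channels of fast inhibition, Gabrg3 had -0.86 (standard error 0.21, adjusted p = 0.0165), Gabrd, which mediates tonic inhibition, -1.23 (standard error 0.38, adjusted p = 0.0408), and Gabrg1 -0.39 (standard error 0.19, adjusted p = 0.147, all from edgeR). From DESeq2 the adjusted p was 0.00103 for Gabrg3 (-0.89, short of the fold change of 2), 0.00235 for Gabrd (-1.25) and 0.136 for Gabrg1. Kcnab1, an auxiliary subunit of voltage-gated potassium channels, fell from 300 to 81 CPM (log2 fold change -1.89, standard error 0.28, adjusted p = 0.00247 from edgeR). Kcnc2, a channel of fast-spiking neurons, had -1.09 (adjusted p = 0.00382), Kcnd2, which carries the dendritic A-type current, -1.01 (adjusted p = 0.00849), and Shank2, a scaffold of the postsynaptic density, -1.12 (adjusted p = 0.016, all from edgeR). Of these 8 genes 4 fell over all genes tested and 6 when adjusted over the list alone (median -1.10, p = 0.0515 with an estimated correlation), and because the study chose them on these libraries the count is not independent evidence. In the wider lists, 2 of 12 GABA-A receptor subunits fell (5 adjusted over the list alone, p = 0.0675 with an estimated correlation). Of 23 voltage-gated potassium channel genes 5 fell (6 adjusted over the list alone, p = 0.0871 with an estimated correlation), and of 27 genes of glutamate receptors and the postsynaptic density 5 fell (6 adjusted over the list alone, p = 0.125 with an estimated correlation), including Nrgn, a calmodulin-binding protein of spines, at -0.97. Camk2a, the kinase of excitatory synapses, measured 1940 against 3960 CPM, and Fibcd1, a marker of CA1 neurons, 64.1 ± 15.5 against 238 ± 154 (SD, n = 3), neither of which passed over all genes with edgeR (adjusted p = 0.058 and 0.0155).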

For downregulated DEGs, the analysis identified well known regulators of neural plasticity that are localised to dendrites, such as reelin (Reln), several GABA receptor subunits (GABRG1 and 3, GABRD), voltage-gated potassium channels (*Kcnab1*,*Kcnc2, Kcnd2*), as well as the Shank family of synaptic proteins (*Shank2*) (Supplementary Fig. 3c). The fact that mH2A1 depletion resulted in the reduced expression of many genes that encode dendritic proteins suggests that the loss of mH2A1 may be detrimental for neural plasticity by impacting synaptic function.

### mH2A1 depletion blocks learning-induced gene expression

Learning-induced changes in gene expression are necessary for establishing long-lasting memories, and dysregulation of learning-induced transcription impairs memory formation^1^. Given the extensive upregulation of gene expression under baseline conditions in mH2A1-deficient mice, we conducted additional RNA sequencing to determine if impaired memory is also associated with altered transcriptional induction during learning. Learning-induced gene expression in area CA1 of the hippocampus was assessed by comparing transcript levels in fear conditioned (1 h after training) mice to untrained controls either in the scramble control condition, or in mice with mH2A1 depletion (Fig. 2d). 

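Fear conditioning induces transcription factors and synaptic genes in CA1 neurons within the hour, and this experiment measured that response with and without the shRNA against H2afy. RNA was sequenced from 12 mice, 3 each of shScr untrained, shScr trained, shH2afy untrained and shH2afy trained mice. Trained mice were fear conditioned and their tissue was taken 1 h later, while untrained mice stayed in the home cage. Ribosomal RNA was depleted and whole transcripts, introns included, were counted with featureCounts after alignment with STAR, and the raw counts of 20801 genes are used here. The reads were made at another sequencing centre than those of the depletion experiment. Counts ranged from 85.9 to 89.7 M per mouse in shScr untrained (median 88.4), from 83.9 to 92.2 M in shScr trained (median 86.6), from 82.1 to 89.8 M in shH2afy untrained (median 82.9) and from 81.4 to 86.7 M in shH2afy trained mice (median 86.7). Trained and untrained mice were compared within each virus by the edgeR test of the depletion experiment, at an adjusted p under 0.05 and a fold change above 1.2. H2afy, the target, measured 87, 87.7 and 87.7 CPM in untrained libraries labelled shH2afy and 81.7, 82.5 and 79.2 in untrained shScr libraries, scaled over all 12 libraries. Its log2 fold change between them was 0.13 (standard error 0.05, adjusted p = 0.0868 from edgeR) in untrained mice and 0.16 (standard error 0.06, adjusted p = 0.0793) in trained mice, so it was not lower in the libraries labelled shH2afy.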

In scramble control mice, fear conditioning altered the expression of 169 genes (122 were upregulated) (Fig. 2e and Supplementary Data 8), whereas only 44 genes (33 were upregulated) were altered in mH2A1-deficient mice (Fig. 2f). Thus, learning induced 75% fewer DEGs in mH2A1-deficient mice compared to scramble controls (p adj < 0.05), indicating a strongly blunted learning response. Indeed, mH2A1 depletion blocked the induction of key memory-related genes, including *Arc, Fos, FosB, Egr1* and *Egr2*, which were upregulated by training in scramble controls, but were not affected in mH2A1-deficient mice. Together, these data indicate that mH2A1 is a powerful repressor of steady-state transcription, whereby its virally-mediated depletion leads to extensive upregulation of basal transcription and impaired transcriptional induction during learning.

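Early genes of neuronal activity and genes induced by glucocorticoids, the stress hormones, had positive fold changes after training in shScr mice, while no single gene passed with edgeR. In shScr mice, all 31 measured immediate early genes had positive fold changes (median 0.66), of which 0 passed over all genes and 13 when adjusted over the list alone (p = 0.0269 with an estimated correlation). All 20 genes induced by glucocorticoids were also positive (median 0.49), of which 0 passed over all genes and 15 when adjusted over the list alone, and this list alone passed after adjustment over all lists with an estimated correlation (p = 0.00016, adjusted 0.0056). With the replicate number as a block, its p was 0.00482 (adjusted 0.169) at a median of 0.48, and that of the immediate early genes 0.0611. The block takes these mice as pairs on a hint from the data alone, so it does not decide on that list. Tsc22d3, a mediator of glucocorticoid effects, had a log2 fold change of 0.97 (standard error 0.12, adjusted p = 0.154 from edgeR and 4.09e-09 from DESeq2), and Hif3a, a hypoxia-inducible factor that glucocorticoids induce, 1.08. In shH2afy mice, 19 of the 20 glucocorticoid genes were positive (median 0.35), of which 0 passed over all genes and 6 when adjusted over the list alone (p = 0.00257 with an estimated correlation), and the immediate early genes had a median of 0.13, of which 0 passed over all genes and 1 when adjusted over the list alone (p = 0.24 with an estimated correlation), and no list passed adjustment with an estimated correlation in these mice. Over all genes edgeR called 0 of 15424 in shScr mice (1382 at an unadjusted p under 0.05) and 0 of 15866 in shH2afy mice (613 at an unadjusted p under 0.05). DESeq2 called 211 in shScr (142 higher and 69 lower) and 44 in shH2afy mice (36 higher and 8 lower). In a test chosen only after the result was seen, the DESeq2 count in shScr mice was 442 without trained replicate 2, 73 without untrained replicate 1 and 119 without untrained replicate 2. In shH2afy mice it was 7 without trained replicate 1, 13 without trained replicate 3, 70 without trained replicate 2 and 80 without untrained replicate 3 (35 higher and 45 lower). Groups did not overlap for 15.1% of genes in shScr and 9.76% in shH2afy mice, where chance gives 10%.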

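Whether a gene responded differently to training in the 2 viruses was tested with the interaction of training and virus across the 12 libraries. The replicate number, taken as pairs in shScr mice, was not a block in this test. Of 31 immediate early genes, 28 had a smaller response in shH2afy than in shScr mice (median difference in log2 fold change -0.50), of which 0 passed over all genes and 3 when adjusted over the list alone (p = 0.0264 with an estimated correlation). The 5 memory genes that the paper names had a median difference of -0.70, of which 0 passed over all genes and 1 when adjusted over the list alone (p = 0.0152 with an estimated correlation), and since the study chose them on these libraries this is not independent evidence. All 31 interferon genes also had negative differences (median -0.55, p = 0.178 with an estimated correlation), and the genes of the cell cycle had -0.39 (p = 0.103 with an estimated correlation), with 0 passing over all genes or over the list alone. No list passed adjustment with an estimated correlation. Over all 15997 genes, edgeR and DESeq2 each called 0 interactions, with 333 genes at an unadjusted p under 0.05. Averaged over both viruses, a test chosen only after the result was seen, 45 genes passed at an adjusted p under 0.05 from edgeR, 34 higher and 11 lower after training.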

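Arc, which controls the trafficking of synaptic receptors, and the transcription factors Fos, Fosb, Egr1 and Egr2 are induced by neuronal activity within minutes. In shScr mice Arc measured 189 ± 69.5 CPM (SD, n = 3) after training and 70.8 ± 24.2 without it, a log2 fold change of 1.42 (standard error 0.36, adjusted p = 0.343 from edgeR and 0.0405 from DESeq2). Fos had 1.37 (standard error 0.39, adjusted p = 0.391 and 0.0148), Fosb 1.27 (standard error 0.28, adjusted p = 0.309 and 0.00183), Egr1 0.77 (standard error 0.19, adjusted p = 0.344 and 0.00922) and Egr2 2.28 (standard error 0.44, adjusted p = 0.277 and 1.15e-05), in the same order of edgeR and DESeq2. In shH2afy mice Arc measured 36.6 ± 5.29 and 22 ± 4.72 CPM (log2 fold change 0.74, standard error 0.18, adjusted p = 0.998 from edgeR and 0.0491 from DESeq2). Fos measured 23.2 and 17.4 CPM in trained and untrained shH2afy mice, Fosb 8.02 and 5.24, Egr1 40.6 and 34.5 and Egr2 2.72 and 2.52, with an adjusted p of 0.998 from edgeR for each. Starting levels differed between viruses, and untrained shH2afy mice had less Arc (log2 fold change -1.93, standard error 0.27, adjusted p = 0.00122) and Egr1 (-1.64, adjusted p = 0.00051) and more Fos (1.64, adjusted p = 0.00282, all from edgeR) than untrained shScr mice.

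**Figure D1:**
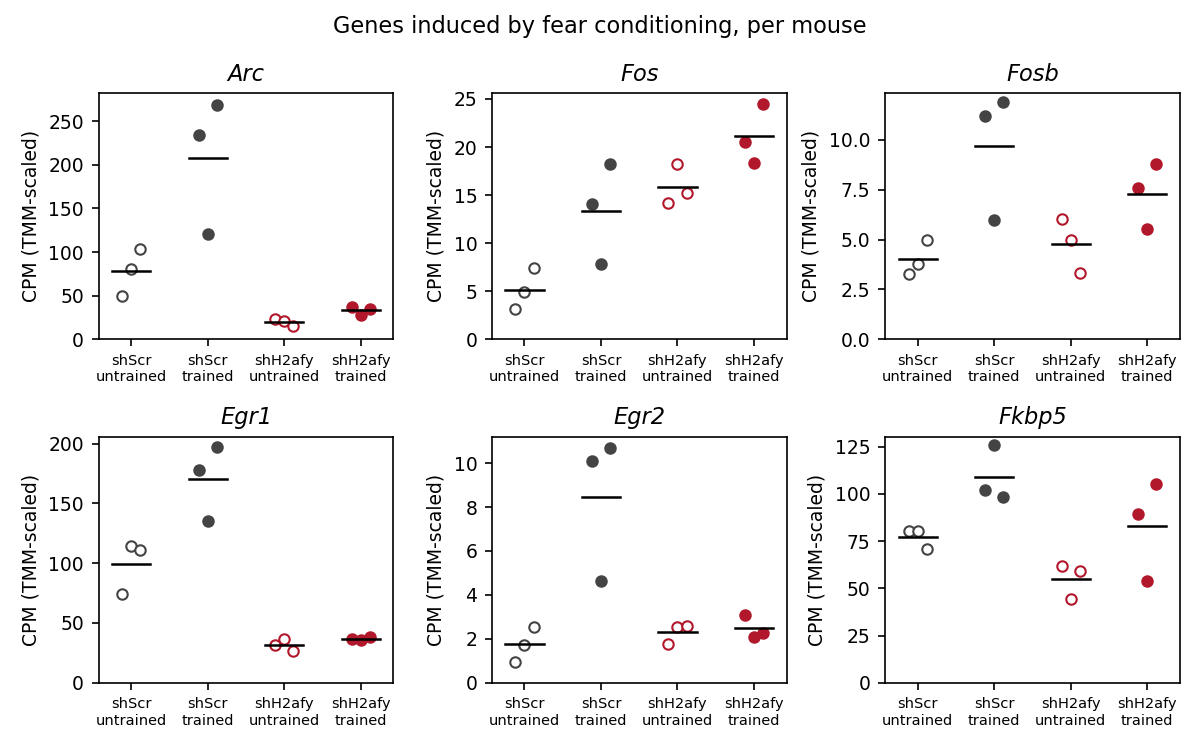
CPM (y axis, linear, scaled over all 12 libraries) of Arc, Fos, Fosb, Egr1, Egr2 and the glucocorticoid-induced gene Fkbp5 in each mouse, by virus and training on the x axis, with 1 point per mouse and a bar at the mean of 3 mice. Arc in trained shScr mice lies between 121 and 269, above every shH2afy mouse.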

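Genes of the interferon response, reactive astrocytes and activated microglia were higher in untrained shH2afy mice of this experiment, as in the depletion experiment. Genes of CA1 neurons and of synaptic receptors were lower. Not every gene followed the depletion experiment. Jchain, which joins antibody units, measured 12.9 ± 6.72 CPM in untrained shH2afy and 17.9 ± 5.82 in untrained shScr mice (SD, n = 3). All 31 interferon genes measured rose at an adjusted p under 0.01 from edgeR (31 adjusted over the list alone, median 2.25, p = 0.0603 with an estimated correlation), including Bst2, which tethers virus particles to the cell, with 2.65. All 23 genes of reactive astrocytes rose (23 adjusted over the list alone, median 2.40, p = 0.00751 with an estimated correlation). Gfap measured 1030 ± 64.7 against 249 ± 47.9 CPM (SD, n = 3). Clec7a, a receptor of activated microglia, rose from 1.8 to 52.2 CPM. Of 10 genes of CA1 pyramidal neurons 6 fell (7 adjusted over the list alone, median -1.47, p = 0.142 with an estimated correlation), with Neurod6, a transcription factor of pyramidal neurons, at -2.14 and Wfs1, a protein of the endoplasmic reticulum that marks CA1, at 58.4 against 118 CPM. Of 27 genes of glutamate receptors and the postsynaptic density 14 fell (16 adjusted over the list alone, median -0.63, p = 0.0683 with an estimated correlation), with Gria2, an AMPA receptor subunit, at -1.05. With an estimated correlation no list passed adjustment. Avpr1b, a vasopressin receptor, fell from 2.65 to 0.0433 CPM. In total 2163 of 15799 genes passed at a fold change above 2, 1942 higher (89.8%) and 221 lower, with 8704 at an unadjusted p under 0.05 and 2266 called by DESeq2. In trained mice 1571 passed, 1341 higher and 230 lower, and DESeq2 called 2000. The trained count was 519 without shH2afy replicate 1, 923 without shH2afy replicate 2, 1022 without shScr replicate 1 and 586 without shScr replicate 3. Across 14113 genes the fold changes of the 2 experiments had a correlation of 0.87 (Spearman 0.794, no shared libraries, genes not independent replicates). From the higher basal transcription and the smaller response to training, the paper concludes that mH2A1 represses steady-state transcription.

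**Figure D2:**
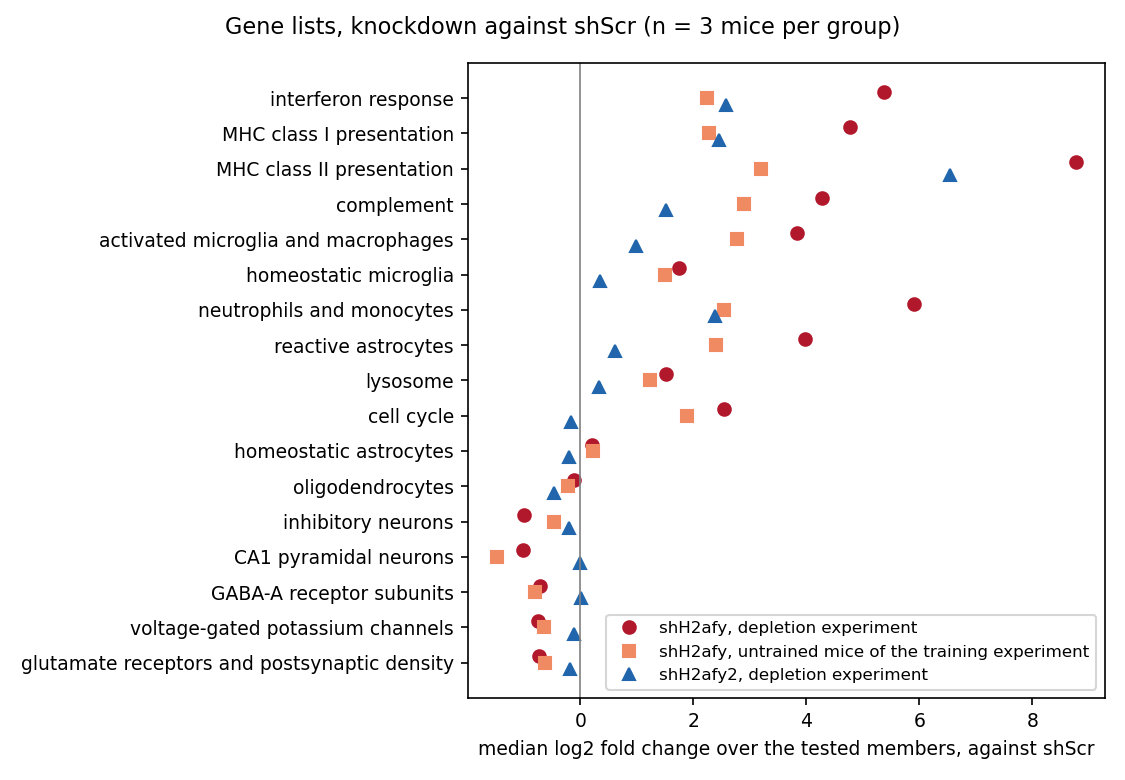
Median log2 fold change against shScr (x axis) of the measured members of each gene list (y axis) for shH2afy in the depletion experiment, shH2afy2 in the depletion experiment and shH2afy in untrained mice of the training experiment, with 3 mice per group. The lists of the interferon response, complement, activated microglia and reactive astrocytes lie to the right of 0 in all 3 comparisons, and the list of CA1 pyramidal neurons lies to the left in both shH2afy comparisons.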

### mH2A1 and mH2A2 binding is negatively associated with transcription in area CA1 of the hippocampus

Our data indicate that mH2A1 is a transcriptional repressor whose loss impairs memory more extensively than mH2A2, leading us to investigate potential differences in their chromatin occupancy and learning-induced dynamics. Using chromatin immunoprecipitation sequencing (ChIP-seq) against mH2A1 and mH2A2 in area CA1, we observed a high degree of overlap between mH2A1 and mH2A2 binding genome-wide (Fig. 3a, b) and around gene transcription start sites (TSS) (Fig. 3c, d). These data are consistent with a high degree of overlap between the two proteins in non-neuronal cells^17,25^, suggesting that their binding patters are similar.

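ChIP-seq reads are enriched where the immunoprecipitated histone sits, and a broad domain is a stretch of the genome where ChIP reads exceed the input reads. At 30 min after training, mH2A1 and mH2A2 were each immunoprecipitated from CA1 tissue of the same 5 mice, 3 untrained and 2 trained, with 1 input library per mouse. The paper states about 50 M reads per library, aligned with Bowtie2 to mm10. The authors called domains in each library against its input at an FDR under 0.05, and the values used here are these lists of domains, with the reads inside each domain. Reads inside domains numbered 19.5, 21.6 and 22.3 M in untrained and 16.4 and 17.9 M in trained mH2A1 libraries, and 23.7, 26.9 and 23.7 M in untrained and 24.9 and 12.2 M in trained mH2A2 libraries. The lists hold no reads outside domains, so total depth per library is not known from them and reads cannot be compared between libraries at a fixed place. Domains were laid on the genome, bases under them were counted, and a consensus domain was required in at least 2 of the 3 untrained libraries. Promoters were taken as the 2 kb upstream of the transcription start of genes annotated in mm10.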

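Regions under mH2A1 and mH2A2 overlapped far more than independent placement would give, and immediate early genes fell on both sides. The Egr2 and Arc promoters lay under a domain of each histone in all 3 untrained mice, and the promoters of Fos and Egr1 in none. Egr2 lies on chromosome 10 from 67535475 to 67542188 on the plus strand of mm10, and Egr1 on chromosome 18 from 34859823 to 34864984 on the plus strand. Of 79716 mH2A1 consensus domains in untrained mice, 44030 (55.2%) overlapped an mH2A2 consensus domain, with a Wilson confidence interval of 54.9 to 55.6%, and 18.7% did so after the domains were shifted at random. Of 60235 mH2A2 domains 42133 (69.9%) overlapped mH2A1, against 22.7% after random shifts. The 2 sets shared 213 Mb, where independent placement gives 43.2 Mb (Jaccard index 0.45). Without any mH2A2 untrained replicate 1, 2 or 3, the share of mH2A1 domains that overlapped was 39.3, 33.3 or 37.3%, because a domain then had to lie in both libraries left. Between single libraries, mH2A1 and mH2A2 of the same mouse had a median Jaccard index of 0.35 and of different mice 0.31. Across 545114 bins of 5 kb, coverage by the 2 histones had a correlation of 0.55, 0.67 and 0.57 in the 3 untrained mice, across bins that are not independent replicates.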

**Fig. 3:**
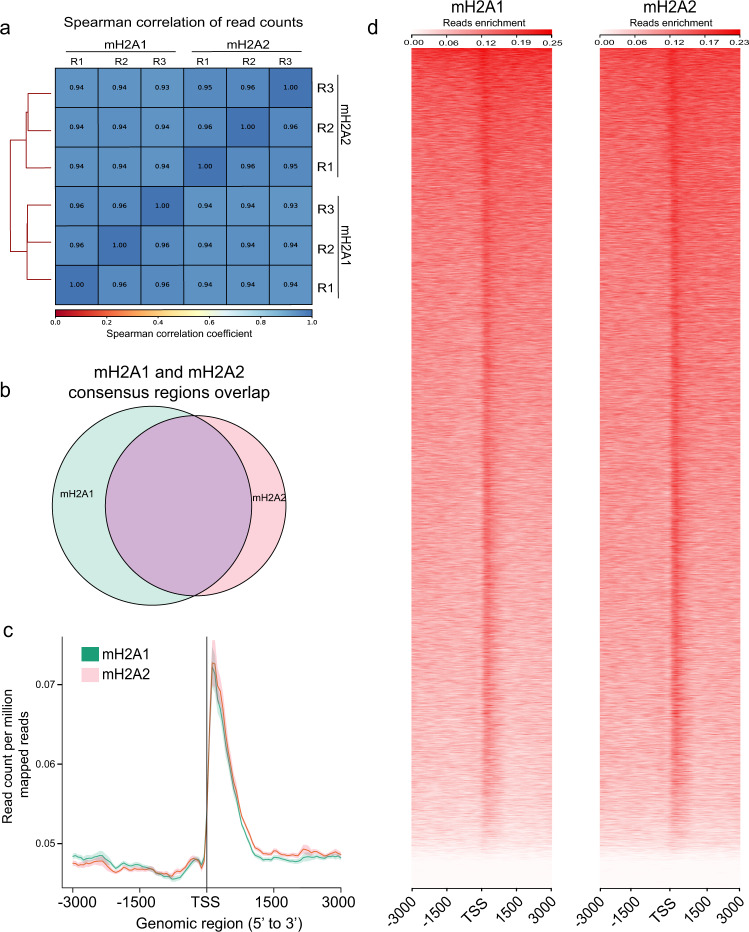
Characterisation of mH2A1 and mH2A2 binding in area CA2 of the hippocampus. **a** Correlation analysis of mH2A2 and mH2A2 binding for each of the three experimental replicates (R1-R3) of untrained control mice shows that mH2A1 and mH2A2 binding is strongly related. **b** Venn diagrams demonstrate the high level of overlap between mH2A1 and mH2A2 regions in untrained mice. **c** Average profile plot of mH2A1 and mH2A2 signal at TSS-flanking regions. **d** Heatmap of mH2A1 (left) and mH2A2 (right) enrichment at TSS-flaking regions. Heatmap is relating TSS regions ranked based on mH2A1 and mH2A2 signal.

In non-neuronal cells, mH2A can occur as narrow peaks, as well as broad domains that can span 200 kB regions^16,17^, with evidence that broad domains predominate in differentiated cells^26^. To assess the different types of mH2A signal in the brain, we used epic2 to detect broad and diffusely enriched domains, and MACS2 to detect comparatively narrower peaks (<1 kb)^27,28^. On average per sample, epic2 identified 77,705 broad domains (average length = 5590 bp) for mH2A1 and 59,247 broad domains for mH2A2, whereas MACS2 identified 279,596 peaks (average length = 347 bp) for mH2A1 and 129,496 peaks for mH2A2. 

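mH2A1 domains were more numerous than mH2A2 domains and covered more of the genome in each of the 5 mice, while neither histone had longer domains in every mouse. Over these mice the mean was 77705 domains for mH2A1 (SD 14000) and 59247 for mH2A2 (SD 4550). The same-mouse difference was 18500 domains (SD 12000, positive in 5 of 5, exact sign-flip permutation test, two-sided, p = 0.0625, the smallest possible). Mean length over all domains was 4769 bp for mH2A1 and 5566 bp for mH2A2. The mH2A1 value is below the average length that the paper gives, and the cause was not tested. Domains covered 371 ± 41.7 Mb for mH2A1 and 330 ± 67.2 Mb for mH2A2 (SD, n = 5), a difference of 40.8 Mb (5 of 5, exact permutation test, two-sided, p = 0.0625). In untrained mice mH2A1 covered 398 ± 25.4 Mb (n = 3) and in trained mice 330 ± 6.36 Mb (n = 2, exact permutation test, two-sided, p = 0.2, where 0.1 is the smallest possible).

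**Figure D3:**
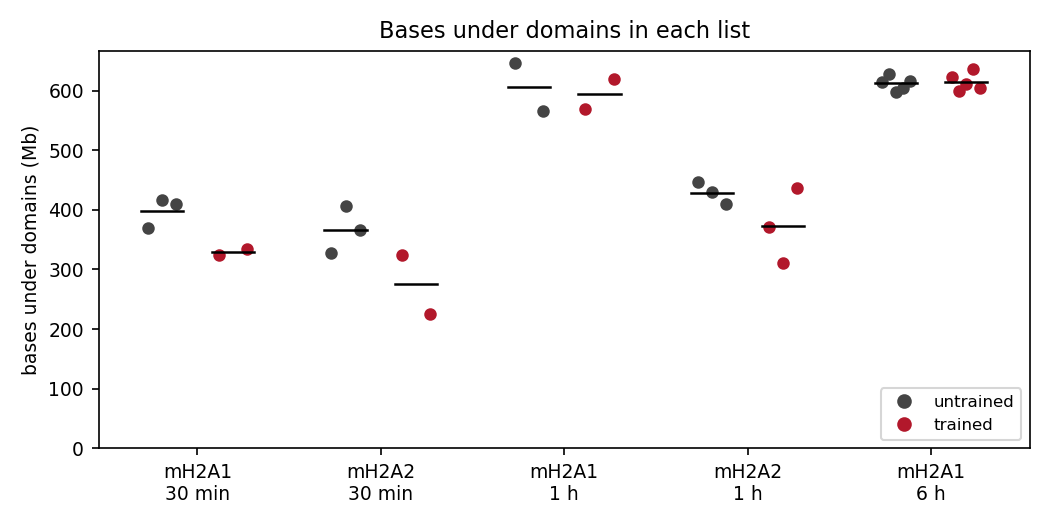
Bases under domains in Mb (y axis, from 0) in each library, by histone and time on the x axis, for untrained mice and trained mice, with 1 point per library and a line at the group mean. At 30 min both histones cover fewer bases in trained mice on average, while at 6 h the 5 untrained mice average 612 Mb and the 5 trained mice 615 Mb.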

Compared to a study that conducted mH2A1 and mH2A2 ChIP-seq in dermal fibroblasts and used both approaches to identify broad domains and narrow peaks, our data produced a greater number of broad domains (77,705 here vs 32,339 in dermal fibroblasts) and peaks (279,596 here vs 156,296 in dermal fibroblasts) for mH2A1. In contrast, the number of mH2A2 peaks were more similar to dermal fibroblasts for broad domains (59,247 here *vs* 55,751 in dermal fibroblasts) and slightly lower for narrow peaks (129,496 here *vs* 165,617 in dermal fibroblasts)^17^. Thus, our data demonstrate that mH2A in the brain occupies both broad domains and narrow peaks.

Extensive transcriptional upregulation in the hippocampus of mH2A1-deficient mice, and to a lesser degree in mH2A2-deficient mice, suggests that mH2A histones play a primarily repressive function in the brain, as they do in other tissues^29^. 

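Promoters of genes with little RNA were covered by mH2A1 and mH2A2 domains more often than promoters of genes with much RNA. The 18462 genes with RNA in intact untrained mice were split into high, medium and low groups of 6154 genes by their mean count. In untrained mice, mH2A1 domains covered 17.9 ± 5.12% of promoters in the high group (SD, n = 3), 26.2% in the medium and 45.0 ± 4.14% in the low group. For mH2A2 the shares were 23.5, 28.8 and 41.4%. The low group exceeded the high group in 10 of 10 libraries, and the medium group lay between them in all 10. When counts were divided by gene length before the genes were grouped, the medium group exceeded the high group in 7 of 10. Of 24496 gene symbols 23614 (96.4%) were matched to the annotation.

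**Figure D4:**
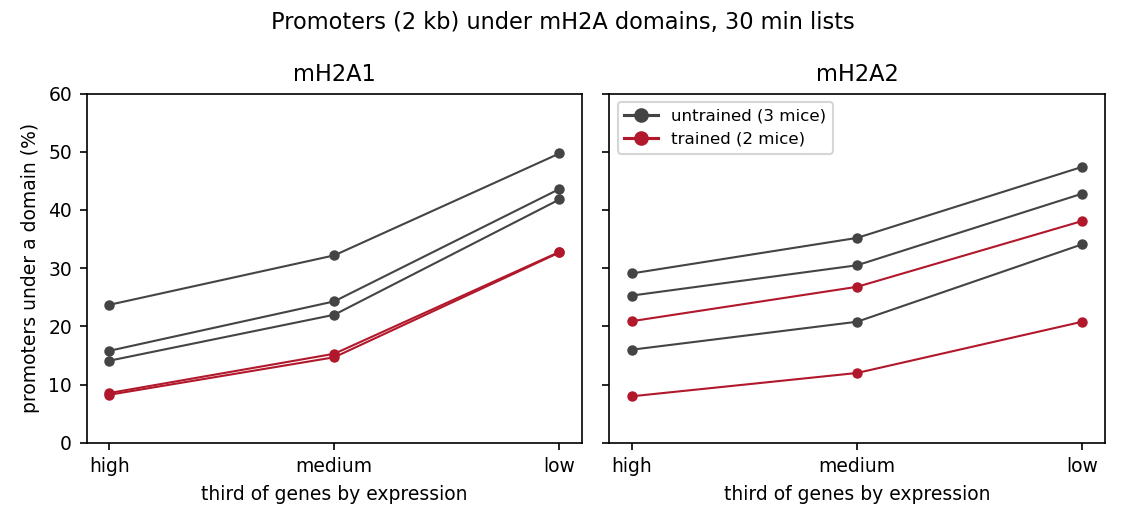
Share of promoters (2 kb upstream of the transcription start) under an mH2A1 or mH2A2 domain in percent (y axis) for genes of high, medium and low expression (x axis), with 1 line per mouse, 3 untrained and 2 trained. Every line goes up from the high to the low group.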

To investigate if this relationship is evident in chromatin, we sorted RNA sequencing data based on gene expression levels (high, medium and low; see Methods section) and confirmed that the most highly expressed genes have the lowest levels of mH2A binding, and genes with lowest expression have the highest mH2A binding (Fig. 4 and Supplementary Fig. 4). This effect did not depend on learning, as both trained and untrained mice exhibited an inverse relationship between mH2A binding and gene expression. 

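In trained mice fewer promoters were covered on average in every expression group, and the order of the groups stayed as in untrained mice. Genes were grouped here by the RNA of intact trained mice, 18044 genes in groups of 6015. mH2A1 domains covered 8.4, 15.0 and 32.8% of promoters of the high, medium and low groups, and mH2A2 domains 14.4, 19.4 and 29.5% (n = 2 mice each). Low minus high was 27.2 percentage points for mH2A1 in untrained and 24.4 in trained mice, and 17.9 and 15.0 for mH2A2. The trained mH2A2 libraries differed widely, with 38.1 and 20.8% of promoters of the low group covered.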

Though the distinction between high and medium gene expression categories was similar for mH2A1 and mH2A2 within the 2 kb region upstream of the transcription start site (TSS) (*p* < 0.0001, ANOVA), the distinction between high and low expressed genes for the 500 bp region upstream of the TSS was stronger for mH2A1 (*p* < 0.0001, ANOVA) than for mH2A2 (*p* < 0.01, ANOVA), indicating that mH2A1 might be a dominant repressive mark in the hippocampus. 

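At the same promoters, mH2A1 separated genes of low and high expression more widely than mH2A2. Low minus high over the 5 mice was 26.0 ± 1.7 percentage points for mH2A1 and 16.8 ± 2.26 for mH2A2 (SD, n = 5). The same-mouse difference was 9.28 ± 1.81 points, positive in 5 of 5 mice (exact sign-flip permutation test, two-sided, p = 0.0625, the smallest possible). With promoters of 500 bp it was 8.92 points, and with 1 kb 9.44 points. From the inverse relation of binding and expression, the paper proposes that mH2A represses transcription in the hippocampus as in other cells.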

Overall, these data suggest that the role of mH2A in transcription in the mouse hippocampus is similar to its repressive role in other cell types^30,31^ and that this repressive function may be critical for its role in memory.

**Fig. 4:**
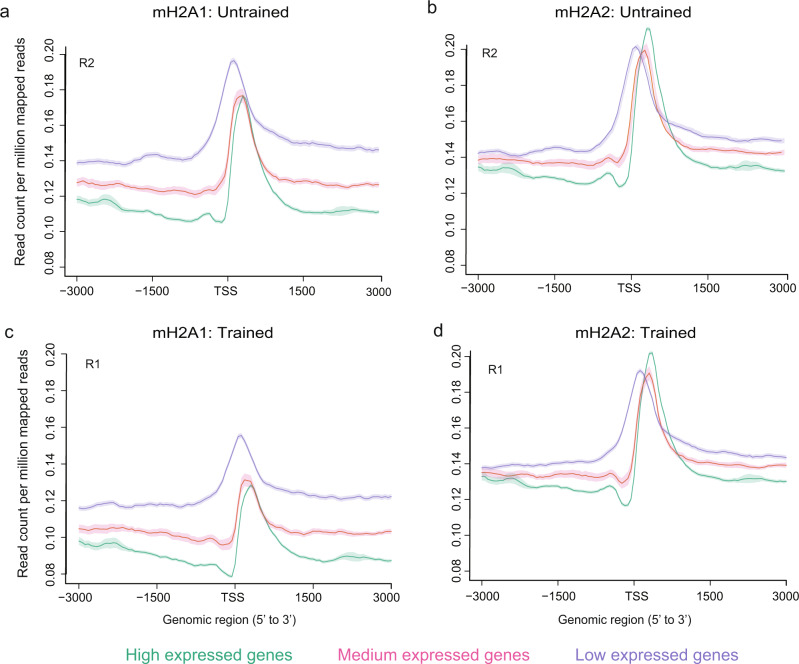
mH2A1 and mH2A2 binding is negatively associated with gene expression. Average profile plot of mH2A1 binding at the TSS for all genes grouped into three categories of gene expression (high, medium and low) shows that mH2A1 (**a**) and mH2A2 (**b**) enrichment is inversely proportional to gene expression in untrained (**c**) and trained (**d**) mice. Data for each mH2A protein are shown for individual replicates from untrained (replicate 2; R2) and trained (replicate 1; R1) groups.

### mH2A1, but not mH2A2, is dynamically regulated during learning

Histone variants H2A.Z and H3.3 are dynamically regulated during learning and in response to neuronal activity^4,5,7^, suggesting that learning-induced changes in histone variant binding are important for memory formation. To assess if mH2A1 and mH2A2 are also dynamically regulated during learning, we examined their occupancy in chromatin 30 min after fear conditioning, a time point when H2A.Z is subject to extensive regulation^4^. Learning-induced changes in histone binding were analysed using DiffBind (version 2.10.0) to compare consensus peaks in untrained vs. trained mice. 

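Domains present in all untrained mice and absent from trained mice were compared with the reverse, at the early genes and across the genome. The Arc promoter was covered in all 3 untrained mice and in neither of the 2 trained mice, while the Egr2 promoter was covered in all 5. Across the genome, 24534 bins of 1 kb were at least 50% covered by mH2A1 in every untrained and no trained mouse, and 11561 in every trained and no untrained mouse, so that 68.0% of these bins were lost. Libraries of untrained mice covered more bases, and when every list was reduced to the same covered bases by its strongest domains, 13972 bins were lost and 17001 gained (0.822 lost per gained bin). The other splits of the same 5 reduced lists into 3 and 2 gave 0.592 to 0.828 lost per gained bin and at most 11868 lost bins, so this ratio says little on loss. The share lost was 74.7, 69.4 and 68.7% without untrained replicate 1, 2 and 3. It was 45.1 and 46.8% without trained replicate 1 and 2, where a bin covered in the 1 trained list left counts as gained, which raises that side by itself. From the excess of regions with less signal, the paper proposes that training mainly removes mH2A1.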

Analysis of broad domains (from epic2) identified 2442 (i.e. 3% of all mH2A1 broad domains) regions with differential mH2A1 binding in fear conditioned compared to untrained mice (FDR ≤ 0.05), whereby 2316 (95%) loci had less mH2A1 signal and only 126 regions had more mH2A1 signal after fear conditioning (Fig. 5a, Supplementary Fig. 5 and Supplementary Data 9), suggesting that the majority of changes induced by training on the fear conditioning task involve the loss of mH2A1. Similarly, 2302 narrow mH2A1 peaks (MACS2) had reduced signal after training (i.e. 0.82% of all mH2A1 peaks; FDR ≤ 0.05) and only 127 peaks had increased signal after training (Supplementary Fig. 6), indicating that both broad domains and narrow peaks show rapid loss of mH2A1 binding 30 min after fear conditioning.

**Fig. 5:**
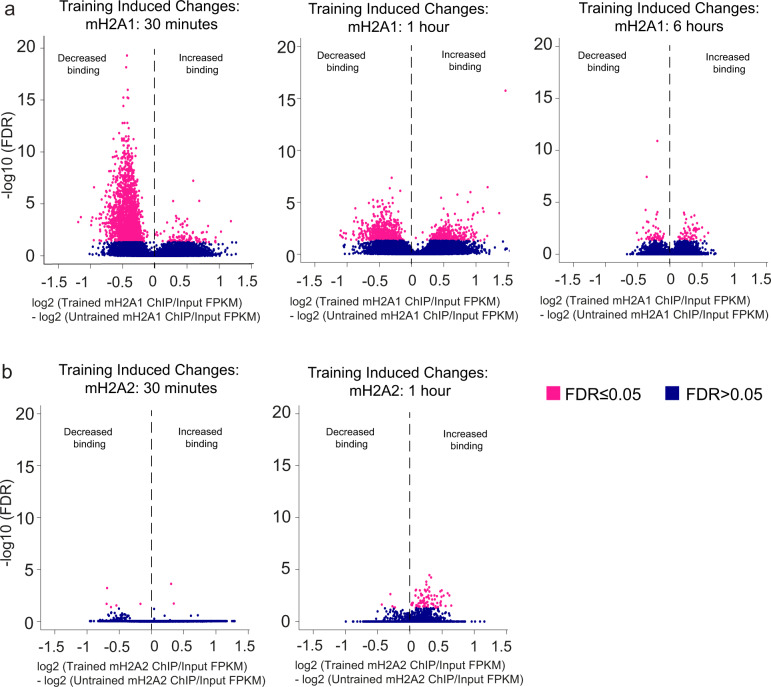
mH2A1, but not mH2A2 binding at broad domains is dynamically regulated during learning. **a** Differentially enriched regions (FDR ≤ 0.05) in untrained compared to trained mice were identified using DiffBind analysis of mH2A1 consensus peaks (using epic2 peak caller) 30 min, 1 h and 6 h after fear conditioning. **b** Differentially enriched regions (FDR ≤ 0.05) in untrained compared to trained mice were identified using DiffBind analysis of mH2A2 consensus peaks (using epic2 peak caller) 30 min or 1 h after fear conditioning. Data are plotted as ChIP FPKM divided by Input FPKM.

We previously showed that H2A.Z binding in the mouse hippocampus is highly dynamic 30 min after learning^4^ and returns to baseline within 2 h^5^, whereas changes in histone PTMs are typically observed 1 h after fear conditioning^32^. Moreover, epigenetic and transcriptional manipulations that influence memory if administered immediately before or after training have no effect if given 6 h after training^33^, indicating that the hippocampal consolidation window is closed at this time point. On this basis, we investigated mH2A1 binding 1 h and 6 h after training to represent an additional time point of memory consolidation, and the closure of the consolidation window, respectively^34^. 

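Occupancy at 1 h and 6 h was measured in other mice, and the paper states that mH2A1 was precipitated with another antibody than at 30 min, from Thermo Fisher in place of Abcam. The conditions in the labels give 1 h and 6 h, but the protocol text in the same labels names the Abcam antibody and 30 min, and the antibody and times of the paper were used. At 1 h, mH2A1 libraries came from 2 untrained and 2 trained mice and mH2A2 libraries from 3 untrained and 3 trained mice, and at 6 h mH2A1 libraries came from 5 untrained and 5 trained mice, each with an input library. Domains were called by the authors as at 30 min, and the lists hold only regions past the FDR of 0.05. The labels of 2 untrained libraries at 1 h disagree on the histone, and they were taken as mH2A1 because the paper gives 2 mice per group for mH2A1. All 4 libraries taken as mH2A1 at 1 h shared a Jaccard index of 0.55 to 0.67 with mH2A1 at 6 h, where mH2A2 at 1 h had 0.24 to 0.36. At 1 h reads inside domains numbered 44.1 and 43.3 M in untrained and 30.9 and 41.4 M in trained mH2A1 libraries. For mH2A2 they ranged from 24.2 to 30.7 M in untrained (median 26.1) and from 14.2 to 28 M in trained mice (median 19.7). At 6 h they ranged from 38.4 to 43.1 M (median 40.9) in untrained and from 40.2 to 44.5 M (median 42.4) in trained mice. The lists averaged 88374 mH2A1 domains at 1 h, 77716 at 6 h and 74457 mH2A2 domains at 1 h.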

Changes at epic2-identified mH2A1 broad peaks declined from 2442 at 30 min to 932 (60% had reduced signal with training) differentially bound regions 1 h after training and reverted to baseline levels by 6 h, when only 115 differentially bound peaks were identified, with 50% showing reduced signal in trained mice compared to naïve controls (Fig. 5a). These data suggest that mH2A1 responds rapidly to a learning event and reverts to baseline as the hippocampal memory consolidation window closes, similar to our previous report on H2A.Z^34^. Additionally, the mH2A binding pattern observed here is indicative of activity-mediated histone turnover, in which histones are transiently removed to promote transcriptional activity during learning and the same histone type is subsequently re-deposited into the nucleosome^7^. 

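At 1 h and 6 h, mH2A1 domains were both lost and gained, on a side that depends on single libraries, and the Arc promoter was covered again. At 1 h it was covered in 1 of 2 untrained and 2 of 2 trained mice, and at 6 h in all 5 untrained and all 5 trained mice. The Fosb promoter, at chromosome 7 from 19310052 to 19312051, was covered at 6 h in 5 of 5 untrained and 4 of 5 trained mice. At 1 h 29313 bins were lost and 25389 gained (53.6% lost), and of the 3 splits of these 4 libraries another gave 38689 lost bins. The share at 1 h was 48.0 and 65.1% without untrained replicate 1 and 2, and 43.8 and 55.6% without trained replicate 1 and 2. At 6 h 225 bins were lost and 250 gained (47.4% lost; 51.4, 51.5 and 50.7% without untrained replicate 3 or 4 or trained replicate 4). These numbers depend on the number of libraries, since a bin had to be covered in all of one group and none of the other. Domains covered 606 Mb in untrained and 594 Mb in trained mice at 1 h (exact permutation test, two-sided, p = 1, where 0.333 is the smallest possible) and 612 and 615 Mb at 6 h (exact permutation test, two-sided, p = 0.706).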

The fact that histone dynamics were restricted to the memory consolidation window suggests that mH2A1 may be especially important for regulating memory during this early consolidation phase.

In contrast, analysis of mH2A2 binding revealed a much less dynamic profile in response to learning. Specifically, only 7 differentially bound mH2A2 domains (based on epic2-identified broad peaks) were observed 30 min after fear conditioning (5 of 7 had significantly reduced binding) and 90 differentially bound domains were found 1 h after training (Fig. 5b). This pattern was also observed for MACS2 narrow peaks, with 54 peaks displaying a significantly reduced signal 30 min after fear conditioning and only 11 peaks 1 h after fear conditioning (Supplementary Fig. 6), suggesting a less dynamic role for mH2A2 compared to mH2A1 in response to fear conditioning. This difference in dynamics is consistent with evidence that mH2A2 is the predominant barrier in somatic cell reprogramming^17^, and hence it might be more resistant to losing its deposition in response to signalling events. 

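Across the genome mH2A2 domains were lost in numbers like those of mH2A1 at 30 min, when places were counted rather than reads, while no promoter of an early gene of the paper was covered in every untrained and no trained mouse. At the Arc promoter, an mH2A2 domain was present in 3 of 3 untrained and 1 of 2 trained mice at 30 min and in 2 of 3 untrained and 3 of 3 trained mice at 1 h. At the Egr2 promoter it was present in 3 of 3 untrained and 1 of 2 trained mice at 30 min, and trained replicate 2 was the mouse without it at both promoters. Across the genome 25016 bins of mH2A2 were lost and 10017 gained at 30 min (71.4% lost), and another split of the same 5 libraries gave 34523 lost bins. The share lost at 30 min was 79.2, 71.2 and 76.6% without untrained replicate 1, 2 and 3, and 54.9 and 37.0% without trained replicate 1 and 2, where a gained bin needs only the 1 trained list left. With all lists reduced to the same covered bases, 10253 were lost and 13970 gained (0.734 lost per gained bin). The other splits gave 0.38 to 0.995 lost per gained bin and at most 17020 lost bins. At 1 h 7444 bins were lost and 3105 gained, and the highest of the other splits gave 14865 lost bins. The share lost at 1 h was 70.6%, 70.9 to 76.3% without single untrained libraries and 47.0 to 70.7% without single trained libraries, where a gained bin needs 2 lists and a lost bin 3. Trained replicate 2 covered 226 Mb at 30 min and had the fewest reads inside domains of the 10 libraries at that time.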

Prior evidence shows that the histone variants H2A.Z and H3.3 that affect memory formation both exhibit activity-mediated turnover^4,5,7,35^, suggesting that the lack of mH2A2 dynamics in the present study may be associated with its weaker role in memory than the dynamically regulated histone mH2A1.

### Learning-induced mH2A1 removal occurs on upregulated genes

To assess if learning-induced changes in mH2A1 binding are associated with learning-induced changes in gene expression, we compared changes in ChIP-seq signal with changes in RNA-seq signal. RNA-seq was conducted 1 h after fear conditioning based on our previous observation that changes in H2A.Z binding 30 min after training better predict gene expression changes after 1 h rather than after 30 min^4^. 

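RNA of intact mice, without surgery or virus, was measured to link the ChIP-seq data to transcription after contextual fear conditioning, in which a context is paired with foot shock. CA1 RNA came from 3 untrained home-cage mice and 2 mice trained 1 h earlier. The authors aligned and counted the reads as before, and the raw counts of 24500 genes are used here, at 48.8 to 58.7 M per library in untrained mice (median 50.6) and 50.9 and 55.2 M in trained mice (median 53.1). The edgeR test was applied as before at an adjusted p under 0.01 with no fold threshold, and DESeq2 as the alternative. H2afy and H2afy2 were both expressed in untrained mice, at 69.9 to 73.3 and 16 to 19.4 CPM.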

First, we analysed gene expression changes that occur with contextual fear conditioning. 

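Immediate early genes of neuronal activity were 10 of the 15 genes that edgeR called higher after training in intact mice. Egr2 rose from 1.05 to 11 CPM, a log2 fold change of 3.40 (standard error 0.16, adjusted p = 0.000583 from edgeR). Arc measured 398 ± 46.2 CPM (SD, n = 2) after training and 93.7 ± 20.3 (n = 3) without it, a log2 fold change of 2.09 (standard error 0.17, adjusted p = 0.00676 from edgeR), and Fos 42.8 ± 1.94 and 10.1 ± 2.74 (2.09, standard error 0.18, adjusted p = 0.00961 from edgeR). Fosb had 1.83 (standard error 0.11, adjusted p = 0.0017 from edgeR), Egr1 1.03, Nr4a1, an orphan nuclear receptor, 1.49, and Junb, a partner of Fos, 1.23. Sik1, a kinase that dampens CREB, had 1.46, the early factor Egr4 1.45, Errfi1, an inhibitor of EGF receptors, 1.16, and Tiparp, a polymerase induced by activity, 0.97. The clock genes Per1 and Per2, the adenylate kinase Ak4 and the inositol kinase Ipmk, at 0.98, 0.735, 0.745 and 0.594, completed the 15 genes called of 15641, with 0 lower and 3120 at an unadjusted p under 0.05. DESeq2 called 464, of which 362 were higher and 102 lower. In a test chosen only after the result was seen, the DESeq2 count was 246, 1082 and 181 without untrained replicate 1, 2 and 3. Of 31 immediate early genes 10 rose (21 adjusted over the list alone, median 0.90, p = 0.00155 with an estimated correlation), and of 20 glucocorticoid genes 2 rose (9 adjusted over the list alone, p = 0.0305 with an estimated correlation). The edgeR count was 1 without trained replicate 1, 2 without trained replicate 2, 416 without untrained replicate 2 and 2 without untrained replicate 3. Groups did not overlap for 39.8% of genes, where chance gives 20% for 3 against 2. In shScr mice of the training experiment all 15 genes had positive fold changes (median 0.73, 0 at an adjusted p under 0.05 from edgeR).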

Consistent with previous findings, DESeq2 analysis of RNA-seq read counts revealed that 78% (364 genes out of 467, under p adj < 0.01) of differentially expressed genes (DEG) 1 h after fear conditioning were upregulated (Fig. 6 and Supplementary Data 10), including the immediate early genes *Fos*, *FosB* and *Arc*, which have well-known roles in memory^36^.

**Fig. 6:**
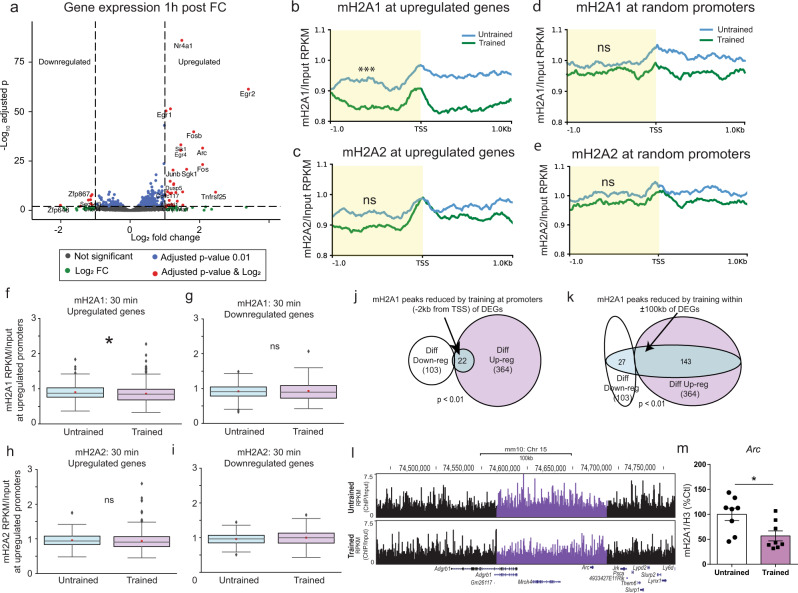
Learning-induced mH2A1 removal after 30 min occurs on upregulated genes. **a** Analysis of gene expression 1 h after contextual fear conditioning (*n* = 3 untrained, 2 trained). Blue and red circles indicate significantly altered genes. 364 of 467 differentially expressed genes (DEGs) were upregulated with fear conditioning. Average profile plot of **b** mH2A1 and **c** mH2A2 binding at TSS-flaking regions of upregulated genes. Upon training, mH2A1 signal is significantly reduced on promoters compared to untrained controls. There is no difference in mH2A2 binding on promoters of upregulated genes between trained and untrained mice. Average profile of **d** mH2A1 and **e** mH2A2 binding at promoters of randomly selected genes. There is no statistical difference in mH2A1 or mH2A2 binding on randomly selected promoters between trained and untrained mice. **f**, **g** Box plots comparing mH2A1 binding RPKM (mean across replicates) normalised to mean input RPKM values at promoters (−2 kb) in trained vs untrained mice on up- and down-regulated genes. Similarly, box plots were generated at **h** Upregulated DEGs and **i** Downregulated DEGs for comparison of mH2A2 binding between untrained and trained mice. Only mH2A1 shows a significant decrease in binding in trained compared to untrained samples for upregulated DEGs promoters, while mH2A2 show no significant changes in its binding in trained compared to untrained samples for either up or down regulated DEGs. **j** Venn diagrams demonstrating significant over-representation (*p* < 0.01, hyper-geometric test) of reduced mH2A1 signal on promoters (proximal regions) of differentially upregulated compared to promoters of upregulated DEGs. **k** Venn diagrams demonstrating significant over-representation (*p* < 0.01, hyper-geometric test) of reduced mH2A1 signal on extended regions (flanking ±100 kb from the centre of the peak) of upregulated compared to downregulated DEGs, implicating distal regulatory elements (e.g., enhancers/silencers). **l** University of California at Santa Cruz (UCSC) Genome Browser track (mm10 assembly) demonstrating significant decrease in mH2A1 binding 30 min after fear conditioning. Reads are normalised by dividing ChIP by Input. **m** To validate the learning-induced mH2A1 reduction observed with ChIP-seq, we fear conditioned a separate set of mice (*n* = 8/group) and measured mH2A1 binding (normalised to H3) 30 min later. As with ChIP-seq, there was a significant reduction in mH2A1 binding at the *Arc* promoter upon learning. Data are shown as mean ± SEM. (ns *p* > 0.05, *p < 0.05).

As most DEGs (78%) were upregulated after training, we examined if fear conditioning is associated with altered mH2A1 and mH2A2 binding on upregulated genes. We compiled an average profile plot of mH2A1 and mH2A2 binding around the TSS of significantly upregulated (364) genes in trained and untrained mice. Fear conditioning was associated with significant reduction of mH2A1 binding at promoters (1 kb upstream of TSS) of upregulated genes compared to untrained mice (Fig. 6b, f based on quantitated input-normalised reads/million, *p* < 0.001, paired samples *t*-test), whereas mH2A2 deposition at the same region did not differ with training (Fig. 6c, h, *p* > 0.05, paired samples *t*-test). 

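On average, promoters of genes induced by training were covered by mH2A1 domains less often in trained than in untrained mice at 30 min. The same held for mH2A2 domains, and no difference between the groups had a p under 0.05. Of the 15 genes called here, among them Arc, Fosb and Egr2, 31.1 ± 15.4% of promoters were covered by mH2A1 in untrained (SD, n = 3) and 13.3% in trained mice (n = 2), a change of -17.8 points (exact permutation test, two-sided, p = 0.4, where 0.1 is the smallest possible). For mH2A2 the shares were 33.3 and 16.7% (exact permutation test, two-sided, p = 0.6). For 353 genes that the paper lists as higher and that were matched to the annotation, mH2A1 covered 20.6 ± 4.54 and 9.77 ± 0.2% (-10.8 points, exact permutation test, p = 0.2) and mH2A2 25.1 and 14.6% (-10.5 points, exact permutation test, p = 0.3).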

When similar analyses were conducted using a random set of promoters instead of promoters of upregulated genes, there were no differences in mH2A1 or mH2A2 binding in trained compared to untrained mice (Fig. 6d, e; *p* > 0.05, paired samples *t*-test), suggesting that loss of mH2A1 signal with training preferentially occurs on promoters of upregulated DEGs. 

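Promoters of other genes, not called after training, were also covered less often on average in trained mice. Over 18833 other expressed genes, mH2A1 covered 29.9% of promoters in untrained and 19.5% in trained mice, a change of -10.5 points. Random gene lists matched to the 15 higher genes on expression changed by -9.01 points on average for mH2A1 and -8.3 for mH2A2 (two-sided permutation over 1000 lists, p = 0.249 and 0.258 for the difference from the 15 genes). For the 353 genes of the paper, matched lists changed by -9.64 points (permutation p = 0.41). The paper reasons from the contrast of higher genes with randomly chosen promoters that the loss of mH2A1 is preferential, and a share of promoters under a domain does not measure the reads it used.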

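For the lower genes, 99 that the paper lists and that were matched to the annotation, coverage of promoters at 30 min fell less than in matched gene lists for mH2A2, and for mH2A1 it did not differ from them past a p of 0.05. mH2A1 covered 21.9 ± 8.23% of them in untrained (SD, n = 3) and 14.1% in trained mice (n = 2), a change of -7.74 points (exact permutation test, two-sided, p = 0.3). Matched gene lists changed by -10.2 points (permutation p = 0.419). mH2A2 covered 23.6 and 21.7%, a change of -1.85 points (exact permutation test, p = 0.9), where matched lists changed by -9.08 (permutation p = 0.031, from 0.004 to 0.102 with shorter or more fully covered promoters or a stricter FDR). No gene was lower in edgeR at an adjusted p under 0.01, so no list of lower genes was available from that test.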

We also found no difference in mH2A1 binding between untrained and trained mice on promoters of downregulated DEGs for mH2A1 and mH2A2 (Fig. 6g, i and Supplementary Data 5).

To assess mH2A1 binding on learning-regulated genes across time, we compared mH2A1 binding on upregulated *vs* downregulated genes separately for untrained (Supplementary Fig. 7a, c, e) and trained mice at each of the 3 time points (30 min, 1 h, 6 h). mH2A1 binding in trained mice was significantly lower on upregulated compared to downregulated DEGs (*p* < 0.01, unpaired samples *t*-test, Supplementary Fig. 7b) 30 min after training, but not at other time points (1 h, 6 h) (Supplementary Fig. 7d, f). In contrast, mH2A1 binding did not differ on upregulated compared to downregulated DEGs in untrained mice at any time point (30 min, 1 h and 6 h). 

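Higher and lower genes were set against each other within each group of mice, with the promoters of the 353 higher and 99 lower genes of the paper's list. In trained mice at 30 min, mH2A1 covered 4.37 points fewer promoters of higher genes (two-sided permutation over genes, p = 0.144), and in untrained mice the difference was -1.3 points (permutation p = 0.725). At 1 h the difference was -3.3 points in trained mice (permutation p = 0.523) and -2.23 in untrained mice (permutation p = 0.623). At 6 h it was -2.79 points in trained (permutation p = 0.559) and -3.39 in untrained mice (permutation p = 0.458). The smallest p of the 10 comparisons was 0.0287 (0.287 after Benjamini-Hochberg adjustment), for mH2A2 in trained mice at 30 min, a difference of -7.13 points.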

Lastly, mH2A1 binding 6 h after fear conditioning displayed no significant changes between trained and untrained samples at either upregulated or downregulated DEGs at 1 h, suggesting that epigenomic binding of mH2A1 at promoters returns to baseline levels as the hippocampal memory consolidation window closes (*p* > 0.05, paired samples *t*-test, Supplementary Fig. 7g, h).

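At 6 h after training, the Egr2 promoter lay under an mH2A1 domain in all 10 mice and the Egr1 promoter in none. Of promoters of the 353 higher genes, 31.6 ± 3.7% were covered in untrained and 33.4 ± 3.1% in trained mice (SD, n = 5, exact permutation test, two-sided, p = 0.468, where 0.00794 is the smallest possible). Of the 99 lower genes, 34.9 and 36.2% were covered (exact permutation test, p = 0.611). At 1 h, mH2A1 covered 22.5% of promoters of higher genes in untrained and 33.6% in trained mice, a change of 11.0 points (exact permutation test, p = 0.333, the smallest possible), where matched lists changed by 7.27 points (permutation p = 0.00799).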

In a reverse approach, we used regions with differential mH2A1 loss upon fear-conditioning (identified by DiffBind using epic2 peaks) as bait to test their association with gene expression. If learning-induced loss of mH2A1 binding occurs on upregulated genes, we reasoned that mH2A1 removal may preferentially occur on the regulatory regions of upregulated compared to downregulated DEGs. To test this hypothesis, we looked at the overlap between the promoters (within 2 kb of the TSS) of all DEGs and the regions that had a significant loss of mH2A1 during learning. 

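At the promoters of genes induced by training, bins that lost mH2A1 domains at 30 min were not more frequent than at expressed genes past a p of 0.05. Arc was the gene with a lost bin among the 15 genes called higher, which is 6.67% against 760 of 18848 expressed genes (4.03%, exact hypergeometric test, one-sided, p = 0.461). Of 353 genes that the paper lists as higher, 9 (2.55%) had a lost bin in the promoter where 14.2 were expected (exact hypergeometric test, one-sided, p = 0.95 for more and 0.0921 for fewer). Of the 99 lower genes 5 (5.05%) had one where 3.99 were expected (exact hypergeometric test, one-sided, p = 0.37). The expected numbers take all expressed genes, although only a promoter under a domain before training can lose one. Promoters of the 353 genes were covered less often before training than those of other genes, so a lower number decides nothing.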

Of 23 DEG promoters that lost mH2A1, 22 (95.7%) were on significantly up-regulated genes, such that only one site of lost mH2A1 binding overlapped with a downregulated gene, resulting in a significant overrepresentation of mH2A1 loss on the promoters of upregulated genes (Hyper-geometric test: *p* < 0.01) (Fig. 6j). A relationship between gene expression and mH2A binding was not found for narrow peaks (MACS2), indicating that broad domains lose mH2A1 more than narrow peaks on upregulated genes. This observation is consistent with a recent report that changes in broad domains of H3K4me3 have a stronger association with learning-induced gene expression compared to changes in H3K4me3 peaks^37^.

Gene expression is also influenced by distal regulatory elements, such as enhancers and silencers, leading us to incorporate these elements into a similar over-representation analysis. 

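Within 100 kb of the transcription start, most expressed genes had a bin that lost mH2A1 domains at 30 min. Of the 15 genes called higher after training, 11 (73.3%), among them Arc, Egr2, Fos, Fosb and Junb, had one, against 11795 of 18848 expressed genes (62.6%, exact hypergeometric test, one-sided, p = 0.282). For the 353 higher genes of the paper, 239 (67.7%) had one where 221 were expected (exact hypergeometric test, one-sided, p = 0.0245). With the FDR of domains at 0.001 that p was 0.591. With all lists reduced to the same covered bases, a setting added to this test, it was 0.272. Without untrained replicate 1, 2 and 3 in turn it was 0.0154, 0.122 and 0.00102, where a lost bin had to lie in fewer libraries. Without trained replicate 1, which leaves 1 trained list, 73.1% of the 353 genes had a lost bin against 69.4% of expressed genes. Without trained replicate 2 the shares were 77.3 and 70.4%. Of the 99 lower genes 57 (57.6%) had one (exact hypergeometric test, one-sided, p = 0.872). From the lost regions near higher genes, the paper proposes that mH2A1 removal reaches distal regions.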

Upregulated DEG promoters were over-represented within the ±100 kb of regions with reduced mH2A1 signal were (143 out of 170 genes; Hyper-geometric test: *p* < 0.01). This analysis captured 143 out of the total 346 up-regulated genes, which is a significant enrichment (Hyper-geometric test: *p* < 0.0001) considering the total number of genes in the ±100 kb range (Fig. 6k), suggesting that learning-induced removal of mH2A1 occurs on promoters and distal regions within 100 kb of upregulated genes. In contrast, regions that lost mH2A1 binding 1 h after fear conditioning did not overlap with upregulated genes at 1 h (Supplementary Fig. 8). 

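At 1 h, none of the promoters of higher genes, the Arc promoter included, held a bin that had lost mH2A1 domains. This was 0 of 15 genes called higher and 0 of the 353 genes of the paper's list, against 239 of 18848 expressed genes (1.27%). Within 100 kb, 192 of the 353 genes (54.4%) had a lost bin, against 53.0% of expressed genes (exact hypergeometric test, one-sided, p = 0.32), and 6 of the 15 (40%).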

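Arc, which lies on chromosome 15 from 74669083 to 74672570 on the minus strand of mm10, carried mH2A1 domains over promoter and gene body in untrained mice of the ChIP-seq experiment at 30 min. Its promoter, from 74672571 to 74674570, was covered over 970, 2000 and 2000 bp in the 3 untrained mice. The domains there had a log2 enrichment over input of 0.37, 0.52 and 0.19. In the trained mice 0 bp of promoter and gene body lay under a domain, which means that no domain passed the FDR there and not that no histone was bound. At the other early genes the pattern differed, with the Fosb promoter covered in 1 of 3 untrained and 0 of 2 trained mice and the Fos promoter in 0 of 3 and 1 of 2.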

As an additional validation of reduced mH2A1 binding with learning, we also observed reduced mH2A1 signal at the *Arc* gene (Fig. 6l) in a separate group of fear conditioned mice using ChIP-qPCR. This approached confirmed reduced mH2A1 binding on the *Arc* promoter 30 min after fear conditioning (*F*_1,14_ = 7.23, *p* = 0.018), thus validating learning-induced removal of mH2A1 binding observed with ChIP sequencing (Fig. 6m and Supplementary Data 6).

### Link between transcription and macroH2A in cultured neurons

Fear conditioning data suggest that mH2A1 depletion regulates transcription in the brain and that changes in mH2A1 binding co-occur with changes in transcription. To test if this relationship reflects a general response to neuronal activity, we utilised a primary neuronal culture model, in which neurons are depolarised with potassium chloride (KCl) to induce neuronal activation. Gene expression was measured in control (infected with scrambled shRNA) or mH2A1-deficient (infected with AAV vector carrying shRNA against mH2A1) neurons 15 min or 1 h after KCl washout. *Fos* expression increased 15 min and 1 h after KCl in scramble control neurons, but did not increase until 1 h in mH2A1-deficient neurons. Moreover, *Fos* levels were higher in mH2A1-deficient compared to scramble control neurons at all time points (Main effect of KCl: *F*_1,30_ = 37.78, *p* < 0.001; main effect of Virus: *F*_1,30_ = 14.31, *p* < 0.01; interaction: *F*_2,30_ = 2.76,*p* = 0.079). *Arc* expression was induced to a similar extent in mH2A1 deficient and control neurons 1 h after KCl, with a trend toward higher *Arc* levels in mH2A1-depleted neurons 1 h after KCl (*p* = 0.06) (main effect of Virus: *F*_1,29_ = 3.82, *p* = 0.06; main effect of KCl: *F*_2,29_ = 78.80, *p* < 0.001; interaction *F*_2,29_ = 4.7, *p* = 0.02). mH2A1 depletion resulted in higher basal levels of *Gadd45b* (main effect of Virus: *F*_1,30_ = 74.63, *p* < 0.001), and KCl induced increased expression 1 h after KCl only in scrambled control neurons (main effect of KCl in shScr: *F*_2,18_ = 12.73, *p* < 0.001; ns in sh*H2afy*: *F*_2,15_ = 2.50, *p* = 0.12), indicating that both neuronal activity and mH2A1 regulate gene expression in neurons (Supplementary Fig. 9).

To determine if activity-induced transcription co-occurs with mH2A1 dynamics, we assessed mH2A1 binding using the same protocol as for gene expression, but in uninfected neurons. As with fear conditioning, mH2A1 was rapidly removed in response to neuronal activity, whereby mH2A1 binding decreased after 15 min for all genes examined. By 1 h, mH2A1 binding either returned to baseline (*Fos*: *F*_2,14_ = 5.02, *p* = 0.02; *Gadd45b*: *F*_2,14_ = 4.78, *p* = 0.03) or increased (for *Arc* only: *F*_2,15_ = 12.11, *p* < 0.001) compared to unstimulated neurons, indicating a similar pattern of mH2A1 removal and re-incorporation as in the brain. Thus, studies in a cultured neuronal system support the observation that mH2A1 is transiently removed from upregulated genes and that mH2A1 depletion impacts gene activity (Supplementary Fig. 9)

## Discussion

Here, we report that the histone variant mH2A is an isoform-specific regulator of memory formation, whereby mH2A1 has a more pronounced effect on memory than mH2A2. The stronger effect of mH2A1 than mH2A2 on memory was associated with stronger repressive effects on transcription, and with preferential reduction in mH2A1 over mH2A2 binding in response to learning. Notably, mH2A1 depletion drastically impaired learning-induced gene expression, suggesting that mH2A1 is required for effective transcriptional induction during learning.

Impaired learning-induced transcription in mH2A1-depleted mice is particularly interesting because of its primary role as a transcriptional repressor, as evident by extensive upregulation of basal transcription when mH2A1 is depleted (Fig. 2b). However, our ChIP sequencing data show that mH2A1 is also bound to inducible genes, as evidenced by changes in mH2A1 occupancy on upregulated genes after learning. Indeed, despite its primarily repressive role, mH2A1 is found on both repressed and inducible genes^38^ and its binding is required for the induction of a subset of genes in non-neuronal systems^39,40^, indicating that mH2A1 may facilitate binding of transcriptional activators that promote learning. Alternatively, mH2A1 is also a powerful inhibitor of spurious transcription^38^ and as such, transcriptional de-repression in mH2A1-deficient mice under baseline conditions can be interpreted as transcriptional noise that disrupts a normal transcriptional response to a learning event. Accordingly, studies of other repressive marks, including DNA methylation, show that loss of repressive marks increases basal gene expression and impairs memory^41–44^, suggesting that repressive mechanisms may facilitate a transcriptional response to learning by silencing spurious transcription.

Several studies have demonstrated that histones H2A.Z and H3.3 play a role in memory and are dynamically regulated by neural activity and learning^4,5,7,35^, suggesting that histone dynamics may be critical for memory. Data from the present study extend these findings to mH2A by showing that mH2A1 is more dynamic of the two isoforms and has a stronger role in memory than mH2A2. However, understanding the relevance of chromatin dynamics in memory is ongoing, as learning induces extensive changes in histone variants, histone post-translational modifications, DNA methylation and chromatin accessibilit^4,32,45,46^, but a comparatively small association exists between these changes and learning-induced gene expression. Even when we do find a link between learning-induced changes in histone dynamics and gene expression, as we do here, it is not clear if loss of mH2A1 is causal for learning-induced gene upregulation. Nevertheless, both H2A.Z^4^ and mH2A1 are dynamically regulated during learning, suggesting that stimulus-induced histone variant dynamics may have an important role in memory.

The unique effects of mH2A1 and mH2A2 on memory and transcription are especially interesting because these histones exhibit similar binding patterns and a similar relationship with basal gene expression. Thus, despite their general similarity in function, they differ in their relative stability in chromatin. These findings complement studies of cellular reprogramming, which report largely overlapping roles for mH2A1 and mH2A2, but nevertheless show that mH2A2 is a more effective barrier to cellular reprogramming than mH2A1, indicating potential resistance to removal by reprogramming stimuli^17^. A preferential role of mH2A1 in memory and gene regulation may be particularly relevant in the brain, given that mH2A1 is a biomarker for Huntington’s disease^11^ and its dysregulation may also be involved in neurodegeneration.

Despite its primarily repressive effect on transcription, mH2A1 depletion reduced the expression of genes critical for normal synaptic function, indicating that mH2A1 may also influence memory by regulating dendritic morphology and synaptic function. Overall, we suggest that mH2A1 regulates memory by maintaining inducible genes in a repressed state until an appropriate stimulus leads to its removal and de-repression of genes involved in synaptic plasticity.

The positive effect of mH2A on memory contrasts the negative effect of the histone variant H2A.Z, whereby H2A.Z depletion in area CA1 enhances memory^3–5^. Indeed, H2A.Z and mH2A differ on several key parameters. Whereas mH2A predominantly binds to genes with low basal expression, H2A.Z binding is highest on highly expressed genes in the mouse hippocampus^4^. Consistently with their opposing effects on basal transcription, these histones also demonstrate opposing interactions with methylated DNA in non-neuronal cells, whereby mH2A tends to co-localise with methylated DNA^47^ and H2A.Z is depleted from methylated regions^48^. Similarly, mH2A levels tend to increase upon cellular differentiation whereas H2A.Z levels simultaneously decrease^17^, reinforcing opposite roles for the two histones.

Although the relationships between H2A.Z, mH2A1 and DNA methylation have not been tested in the brain, our evidence for opposing effects of mH2A and H2A.Z on memory implicate these histones as key interacting elements in epigenetic regulation of memory. This is especially interesting because both histones are variants of H2A and as such, they have the capacity to replace one another in chromatin. Although such replacement has not been directly tested in any tissue, some evidence in non-neuronal cells suggests that H2A.Z and mH2A may replace one another when previously unmethylated DNA becomes methylated^49^. In addition, the macro domain of mH2A associates with histone deacetylases and as such, has been linked with deacetylation of neighbouring histones^50^, suggesting that histone variants contribute to shaping the epigenetic landscape of well-established regulators of memory, such as DNA methylation and histone acetylation^34^.

Overall, data from the present study and from our work on H2A.Z indicate that H2A variants are a functionally diverse family of histones that have unique effects on memory. Their function is further diversified through distinct genes encoding each histone type, which may allow for the maintenance of stable chromatin states while also allowing for dynamic chromatin regulation in response to experience. Understanding how individual histone types regulate memory is a vital first step in identifying the role of their interactions in memory formation and neural plasticity. The opposing effects of histone H2A.Z and mH2A on memory provide insights into the functional diversity of histone variants, with implications for combinatorial effects of H2A variants on neural plasticity and behavioural regulation.

## Methods

### Animals

Male C57BL/6 J mice (Jackson Laboratories) of ~9–12 weeks of age were used for the experiments. Mice were pair housed upon arrival and food and water were available ad libitum. Mice were given at least one week to habituate to the colony before cage mates were randomly assigned to the behavioural treatment group, such that mice in the same cage always belonged to the same test group. All procedures were approved by the University of Toronto Animal Care Committee and performed in accordance with the Canadian Council on Animal Care guidelines.

### Protein extraction and western blotting

A fluorescent lamp was used to dissect the area of the hippocampus expressing eGFP in mice who received viral injections. Tissues were homogenised using a dounce homogenizer in RIPA buffer (50 mM Tris HCl pH 7.4, 150 mM NaCl, 10% NP-40, 0.5% sodium deoxycolate, 0.1% SDS) supplemented with Protease Inhibitor Cocktail (Cell Signalling). Homogenates were incubated for 20 min on ice, centrifuged at maximum speed at 4 °C for 15 min, and the supernatant was collected. Proteins were separated on a 15% SDS-PAGE and transferred to a PVDF membrane. Membranes were blocked in PBS-T containing 5% milk and incubated with primary antibodies against mH2A1(1:500, Abcam Cat#37264), mH2A2 (1:500, Active Motif Cat#39873) and H3 (1:10,000, Cell Signaling Cat#2650) overnight at 4 °C. After washing, membranes were incubated with the appropriate secondary antibody (1:10,000 Life Technologies) for 1 h at RT. Detection was performed by chemiluminescence using Luminata Forte HRP substrate (Millipore, Cat#WBLUF0500) and visualised with Luminescent image analyser (ImageQuant LAS 500).

### AAV production

Viral vector-mediated knockdown of mH2A1 and mH2A2 was achieved using a bicistronic vector encoding *H2afy* (encodes mH2A1) or *H2afy2* (encodes mH2A2) short hairpin RNA (shRNA) driven by the U6 promoter and CMV driving GFP expression and packaged in AAV serotype DJ (sh*H2afy*: 4.42 × 10^12^ genome copies per ml; sh*H2afy2*: 9.00 × 10^12^) at St. Jude Children’s Research Hospital. Briefly, AAV vector production was initiated by PEI- (polyethyleneimine “max”, Polysciences cat no 24765) mediated plasmid transfection. After three days, cell pellets were harvested and lysed by repeated freeze-thawing, while supernatants were pegylated with 40% polyethylene glycol. Both were treated with benzonase and then subjected to caesium chloride step gradient separation. The lower, virus-containing fraction was collected and dialysed against PBS and concentrated by Amicon filter (100 kDa) before titering by qPCR. AAV vectors were titered by qPCR using serial dilutions of virus compared to linearised plasmid standards (25 μl reactions with primers to CMV promoter: Forward CMV primer: ATATGCCAAGTACGCCCCCTATTGAC and Reverse CMV primer: ACTGCCAAGTAGGAAAGTCCCATAAGGTC, performed on Applied Biosystems 7500 machine). shRNA sequence for *H2afy* was GTTTGTGATCCACTGTAATAG and the shRNA sequence used for *H2afy2* was GCTACTGAAAGGAGTGACTAT.

### Stereotaxic surgery for mH2A depletion

Mice were anaesthetized with isoflurane and secured to a stereotaxic apparatus. Viral particles were bilaterally delivered into the dorsal CA1 (anterior/posterior (AP) − 1; medial/lateral (ML) ± 1.5; dorsal/ventral (DV) − 1.6; 1 μl per hemisphere) at a rate of 225 nl min^−1^, with 2 weeks allowed for recovery before behavioural testing.

### Fear conditioning

Mice were handled for 3 days before contextual fear conditioning, which consisted of 2 min of exploration, followed by 3 electric foot-shocks (0.5 mA, 2 s) administered 1 min apart, with an additional 1 min of exploration before removal from the chamber. Untrained control mice remained in their home-cage. Memory recall was assessed 24 h after training and consisted of re-exposure to the context for 3 min in the absence of shock. Percent of time spent freezing was taken as an index of memory and was scored by automated software (FreezeFrame, Coulbourn Instruments). For ChIP sequencing experiments, tissue was collected 30 min after training and for RNA sequencing, tissue was collected 1 h after training based on results of previous studies with H2A.Z^4^.

### Open field

Mice were transported to the testing room in their home cages (covered) for 30 min of habituation on the day of testing. Mice were placed into the testing chamber (45 cm × 45 cm × 45 cm) for 6 min and tested in pairs. Video was recorded using a camera (Microsoft LifeCam Studio) and scored with EthoVision XT 8.5. Total time spent in the chamber was scored using EthoVision XT 8.5 (Noldus Information Technology, Wageningen, The Netherlands).

### Object in Place

Mice underwent three 5 min sample phases with 5 min in between each sample. In all sample phases, mice were presented with the same 4 distinct objects, with 1 object placed in each corner of the OF, away from the walls. Following the sample phase, there was a 24 h retention delay to assess long-term memory. After the retention delay, mice underwent a 5 min choice phase where they viewed the same four objects, but two objects had switched locations (right or left, counterbalanced across mice), thus creating a novel side. Memory is inferred from the preferential exploration of objects on the novel side, as captured by the Discrimination Ratio (DR):

1 $${{{\mathrm{DR}}}} 	= [({{{\mathrm{novel}}}}\; {{{\mathrm{object}}}}\; {{{\mathrm{exploration}}}} - {{{\mathrm{familiar}}}}\; {{{\mathrm{object}}}}\; {{{\mathrm{exploration}}}})\\ 	\quad/({{{\mathrm{novel}}}} + {{{\mathrm{familiar}}}} \;{{{\mathrm{object}}}}\; {{{\mathrm{exploration}}}})].$$

### Chromatin immunoprecipitation for sequencing

Whole CA1 samples were crosslinked with 1% formaldehyde for 10 min at 37 °C, quenched with 1.25 M glycine, then washed with PBS containing protease inhibitors (Cell Signaling Cat# 5872). Tissue was homogenised in 500 μl of buffer A (0.25 M sucrose, 60 mM KCl, 15 mM NaCl, 10 mM Pipes pH 6.8, 5 mM MgCl_2_. 0.5% triton) then pre-sonicated in 500 μl of buffer B (50 mM NaCl 10 mM Pipes pH 6.8, 5 mM MgCl_2_) at 35% amplitude (3 times for 10 s, 30 s rest between sonications) before digestion with micrococcal nuclease (Cell Signaling Cat#10011) for 20 min at 37 °C. Lysate was centrifuged at 17 000 RCF for 5 min at 4 °C, aliquoted and diluted 1:8 with ChIP dilution buffer (16 mM Tris pH 7.3, 0.01% SDS, 1% Triton X-100, 1.2 mM EDTA, 160 mM NaCl). Aliquots were treated with protein G magnetic beads (Millipore, Cat#16-662) that were pre-washed in 2% BSA for 2 h and 5 μg of either mH2A1 (Abcam cat# 37264 for 30 min; Thermo Fisher cat# Ma5-24696 for 1 h and 6 h time points due to prolonged supply issue from Abcam) or 15 μg of mH2A2 (Abcam cat#4173) overnight at 4 °C with rotation. After overnight incubation in primary antibody, beads were pelleted with a magnetic separator and washed sequentially with low-salt (20 mM Tris 7.3, 0.1% SDS, 1% Triton X-100, 2 mM EDTA and 150 mM NaCl), high-salt (20 mM Tris 7.3 pH, 0.1% SDS, 1% Triton X-100 and 495 mM NaCl), LiCl immune complex (EMD Millipore) and TE buffers (10 mM Tris pH 7.3, 1 mM EDTA). Immune complexes were extracted using TE buffer with proteinase K (Cell Signalling Cat#5872), heated at 65 °C for 2 h, followed by 95 °C for 10 min. Samples were purified with the Qiagen PCR cleanup kit and sent for next-generation sequencing at Genome Quebec.

### Antibody validation

Although there are many commercially available ChIP-validated antibodies against mH2A1, we performed an in-lab validation of a commercially-available mH2A2 antibody from Abcam for ChIP (Supplementary Fig. 10). First, we showed that both Abcam and Active Motif (Cat#39873) mH2A2 antibodies produce enrichment above IgG on promoters of *Arc* (*F*_2,9_ = 14.59, *p* = 0.005, all post hoc < 0.05), *Gria4* (F2,9 = 7.60, *p* = 0.2, all post hoc < 0.05) and *Fos* (*F*_2,9_ = 6.09, *p* = 0.04, all post hoc *p* < 0.05), with Abcam showing stronger enrichment on *Fabp1* (*F*_2,6_ = 12.79, *p* = 0.007, Abcam vs IgG *p* = 0.026; Active Motif vs IgG *p* = 0.08) compared to Active Motif in tissue from the mouse hippocampus. We further validated the specificity of the Abcam antibody for mH2A2 over mH2A1 by infecting neurons with shRNA against each gene, followed by ChIP. In each case, the mH2A2 ChIP signal was reduced with mH2A2 depletion and was not affected by mH2A1 depletion, indicating the suitability of this antibody for ChIP-seq experiments (*Arc*: *F*_2,11_ = 8.23, *p* = 0.007; Gria4: *F*_2,11_ = 6.81, *p* = 0.01; *F*_2,11_ = 10.40, *p* = 0.03; *Fabp1*: *F*_2,11_ = 5.34, *p* = 0.02; For all 4 genes, post hoc comparisons for *H2afy2* vs sh*Scr* and sh*H2afy2* vs sh*H2afy* had *p* < 0.05).

Due to unexpected antibody supply issues with Abcam that were out of our control, mH2A1 ChIP antibody we used at 30 min was not available when we conducted experiments on 1 h and 6 h time points. To ensure that the two antibodies (anti-mH2A1 from Abcam and Thermo Fisher) performed similarly, we examined overlap between samples that received the same antibody, as well as the overlap between samples that received different antibodies.

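Agreement between libraries made with 1 antibody was measured as the Jaccard index, the bases under domains of both libraries divided by the bases under domains of either. Within mH2A1 at 30 min (Abcam) the median over 10 pairs was 0.38, from 0.35 to 0.44, and within mH2A1 at 1 h (Thermo Fisher) the median over 6 pairs was 0.60, from 0.53 to 0.66. Within mH2A2 the medians were 0.34 at 30 min and 0.35 at 1 h, and within mH2A1 at 6 h 0.67. Trained and untrained mice were pooled here, and libraries at 1 h covered more bases, which raises the index.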

Samples collected at 30 min with the Abcam antibody had 73% mH2A1 peaks overlapping amongst themselves and the samples collected at the 1 h time point with the Thermo Fisher antibody had 72% overlap amongst themselves. The overlap between the peaks of two mH2A1 antibodies (and hence, the two time points) was 51%. This overlap is consistent with a 59% overlap in common peaks for all samples at 30 min compared to 1 hr for mH2A2 signal, which utilised the same antibody for both time points. Thus, despite using two different antibodies at two separate sequencing runs, we detected 30,273 common peaks across all naïve samples for mH2A1, while 27,542 shared peaks for mH2A2 (same antibody both times), indicating that the two mH2A1 antibodies picked up similar number of consensus signals at the two time points as done by same antibody for mH2A2. 

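Between the antibodies, 52221 of 79716 mH2A1 consensus domains at 30 min (65.5%) overlapped a domain at 1 h, and 47891 of 86685 at 1 h (55.2%) overlapped one at 30 min. After random shifts these shares were 23.8 and 21.8%. For mH2A2, precipitated with the same antibody at both times, 39103 of 60235 domains (64.9%) and 41965 of 77643 domains (54.0%) overlapped, against 23.2 and 19.3% after random shifts. Without single untrained libraries, the mH2A2 shares ranged from 43.0 to 73.8% and from 32.2 to 64.0%. Those of mH2A1 ranged from 70.3 to 74.7% and from 39.4 to 41.9%, with only libraries of 30 min left out. A domain then had to lie in both libraries left. Shared bases were 226 Mb for mH2A1 (Jaccard index 0.40) and 205 Mb for mH2A2 (0.41). Between single libraries, mH2A1 at 30 min and 1 h had a median Jaccard index of 0.35, mH2A1 at 1 h and 6 h 0.64 and mH2A2 at 30 min and 1 h 0.29. The Egr2 promoter lay under an mH2A1 domain in all untrained libraries with either antibody.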

The overlap between two separate mH2A1 antibodies also provides further validation of the specificity of our sequencing signal for mH2A1.

### Bioinformatics

#### ChIP-seq

DNA libraries were sequenced (~50 million total 100 base-pair paired end reads) on an Illumina sequencing platform (HiSeq 4000). Read quality was assessed using FastQC (v.0.11.2) and adaptors were trimmed using Trim Galore (v.0.4.5) running Cutadapt (v2.6) and only paired reads were retained in the analysis. Reads were aligned to the UCSC Mus Musculus mm10 reference genome using Bowtie2 (v2.3.4.2)^51^. multiBamSummary and plotCorrelation from deepTools^52^ was used for correlation analysis of mH2A1 and mH2A2 binding. Heatmap and average profile plots giving mean read counts per million mapped reads for all specified regions at TSSs were generated using ngs.plot^53^. bamCompare, bigwigCompare and plotProfile from deepTools were used for generating the input normalised mH2A ChIP RPKM average profile plot to compare the trained and untrained condition using two mice under each condition. For ChIP signal visualisation at University of California at Santa Cruz (UCSC) Genome Browser, the bamCompare from deepTools was used to generate bedgraphs with input normalisation using ratio operation. Broad and diffusely enriched domains (regions enriched for reads compared to input) were identified using epic2 (v 0.0.39; FDR < 0.05) and MACS2 (v 2.2.7.1; *p* value cutoff = 5e-3; broad-cutoff as 0.05 or 0.01) and consensus regions for all samples were assembled based on enrichment in at least two samples. Differential analyses for mH2A1 and mH2A2 binding in Untrained and Trained conditions were carried out using DiffBind (v.2.10.0)^54^ with R (v.3.5.0) and significance was set at FDR < 0.05. Enriched regions from epic2 and MACS2 for each sample along with respective bam files for ChIP experiment and input control under respective training conditions were used as input for DiffBind which uses the DESeq2 package for differential analysis. For all peaks analysed by DiffBind, raw read counts were identified for both ChIP and input control using featureCounts (v.1.6.4) to calculate the ‘ChIP divided by input’ normalised FPKM fold changes upon training. For the statistical tests of mH2A binding at promoters of DEGs, the mean of RPKM values for all the samples under respective trained or untrained condition were normalised using the respective mean of input control reads.

#### RNA-Seq

RNA was extracted using RNeasy Mini Kit (Qiagen). Samples were sent for next generation sequencing at Genome Quebec (Fig. 2b, c) or Princess Margaret Genomics Centre (Fig. 2e, f) using Illumina HiSeq4000 (~100 million total 100 base-pair paired end reads). Raw paired-end reads were assessed for quality using FastQC (v.0.11.2) and adaptors were trimmed using Trim Galore (v.0.4.5) running Cutadapt (v.2.6) or BBDuk. The reads were aligned to the Mus Musculus mm10 reference genome using STAR (*v* ≥ 2.6.0c)^55^. Read distribution was assessed using RseQC package (v2.3.7). featureCounts (Subread package *v* ≥ 1.26.1) was used to get the read counts. As ribo-depletion kit was used for RNA-seq for Fig. 2e, f, we used the whole transcript length from transcription start to end for read counting using featureCounts. Two-condition differential expression for specific comparisons was assessed using DEseq2 (v 1.22.2)^56^ in R using 0.01 adjusted p-value cut-off. EnhancedVolcano package was used to generate the volcano plots. Using the average read counts across the biological replicates under different conditions, gene with non-zero average read counts were split into three categories (High, Medium and Low) corresponding to top 33.3%, middle 33.3% and bottom 33.3% expressed genes.

### Primary cortical neurons and treatments

Cortices were isolated from E16.5 pups, washed twice with HBSS (GIBCO, Cat# 14175095), digested with 0.25% Trypsin (Life Technologies, Cat# 15050065) and mechanically dissociated by pipetting. Cells were plated on poly-L-lysine (Sigma, Cat# P2636; 0.1 mg/mL) at a density of 500000 cells/well on 6-multiwell plates for both qPCR and ChIP experiments. Neurons were grown in Neurobasal medium (GIBCO, Cat# 21103049) supplemented with L-glutamine (GIBCO, Cat# 25030081) and B-27 (Life Technologies, Cat# 17504044). For gene expression analyses, neurons were infected at 7 days in vitro (DIV) using 5000 vg/cell. 7 days after infection, KCl was added to a final concentration of 55 mM directly to the culture media for 30 min at 37 °C. After, KCl-containing media was replaced with fresh media for 15 or 60 min at 37 °C. Vehicle groups were left untreated. For RNA expression analysis, RNA was extracted with EZ-10 total RNA extraction kit (Biobasic, Cat# BS82322) with an added DNase step (Qiagen, Cat# 79254). Complementary DNA was synthesised using high-capacity cDNA Reverse Transcription kit (Applied Biosystems, Cat# 4368814). Primers were designed in the lab to detect levels of the indicated transcripts and data were normalised to the geometric mean of β-actin and GAPDH.

For ChIP, neurons were fixed on plates in PBS 0.5% formaldehyde, quenched with 1.25 M glycine after 5 min at RT, then washed 6X with ice-cold PBS and scraped in 300uL ChIP lysis buffer (50 mM Tris pH 7.4, 10 mM EDTA, 1% SDS). ChIP lysates were sonicated using a Bioruptor® (30 cycles, 30 s on 30 s off; Diagenode) at 4 °C., centrifuged at 17000 g for 1 min at 4 °C and the supernatant was aliquoted and diluted with ChIP dilution buffer (16 mM Tris pH 7.3, 0.01% SDS, 1% Triton X-100, 1.2 mM EDTA, 160 nM NaCl). Aliquots were incubated with 20 μL of Protein G magnetic beads (Milipore, Cat# 16-662) and 1uL of mH2A1 (Thermo Fisher, Cat# MA5-24696) or H3 (Cell Signaling, Cat# 2650 S) antibody overnight at 4 °C. The next day, immunoprecipitates were washed sequentially with low-salt (20 mM Tris pH 7.4, 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 150 mM NaCl), high-salt (20 mM Tris pH 7.4, 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 500 mM NaCl), LiCl (Millipore, Cat# 20-156) and TE (10 mM Tris pH 7.4, 1 mM EDTA) buffers while rotating for 5 min at RT at each wash step. Immune complexes and inputs were resuspended in TE buffer and proteinase K (Roche, Cat# 3115828001) and heated at 65 °C for 2 hr followed by 95 °C for 10 min. Samples were cooled to RT and genomic DNA was purified with a PCR Purification Kit (Biobasic, Cat# BS664). Primers were designed in the lab to detect specific genomic sequences. ChIP data were calculated as %input and normalised to respective control samples.

### Statistics and reproducibility

For behavioural testing and cell culture experiments, analyses were conducted using SPSS 25 (IBM). Data were analysed using one-way ANOVA with Virus as the independent variable (scramble, sh*H2afy*, sh*H2afy2*). When only 2 groups were compared, independent samples t test was used. Significance was set at *p* < 0.05, two tailed. Sample sizes for specific experiments are as follows. In Fig. 1a, we used *n* = 7 mice in scramble control group, *n* = 9 mice in *H2afy* depleted group and *n* = 6 mice in *H2afy2* depleted group. In Fig. 1b, c, we used *n* = 34 mice in scramble control group, *n* = 24 mice in *H2afy* depleted group and *n* = 18 in *H2afy2* depleted group. For Fig. 1d, we used *n* = 10 mice per group. For Fig. 1e, we used *n* = 16 scramble control mice, *n* = 17 *H2afy* depleted mice and *n* = 18 *H2afy2* depleted mice. For Fig. 6m, we used *n* = 8 mice/group. For RNA seq in Fig. 2b–e, we used 3 mice/group and for Fig. 6a, we used 3 untrained and 2 trained mice. For mH2A1 ChIP seq, we used 3 untrained mice and 2 trained mice at the 30 min time point, 2 mice/group at the 1 h time point and 5 mice/group at the 6 h time point. For mH2A2 ChIP seq, we used 3 untrained mice and 2 trained mice at the 30 min time point and 3 mice/group at the 1 h time point.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Reporting Summary

## Data Availability

Source data for RNA and ChIP sequencing experiments are deposited on GEO under accession number GSE147445. Supplementary Data 1 contains the source values underlying Fig. 1a. Supplementary Data 2 contains the source values underlying Fig. 1b, c. Supplementary Data 3 contains the source values underlying Fig. 1d. Supplementary Data 4 contains the source values underlying Fig. 1e. Supplementary Data 5 contains the source values underlying Fig. 6f–i. Supplementary Data 6 contains the source values underlying Fig. 6m. Supplementary Data 7 contains RNA sequencing data relevant for Fig. 2b, c. Supplementary Data 8 contains RNA sequencing data relevant for Fig. 2e, f. Supplementary Data 9 contains ChIP sequencing data relevant for Fig. 5. Supplementary Data 10 contains RNA sequencing relevant for Fig. 6a. Supplemental Fig. 1 contains uncropped blots from Fig. 1a.

## References

[1] Campbell RR, Wood MA (2019). How the epigenome integrates information and reshapes the synapse. Nat. Rev. Neurosci..

[2] Lattal KM, Wood MA (2013). Epigenetics and persistent memory: implications for reconsolidation and silent extinction beyond the zero. Nat. Neurosci..

[3] Narkaj, K. et al. Blocking H2A.Z incorporation via tip60 inhibition promotes systems consolidation of fear memory in mice. *eNeuro***5** (2018).10.1523/ENEURO.0378-18.2018PMC622311030417078

[4] Stefanelli G (2018). Learning and Age-Related Changes in Genome-wide H2A.Z Binding in the Mouse Hippocampus. Cell Rep..

[5] Zovkic IB, Paulukaitis BS, Day JJ, Etikala DM, Sweatt JD (2014). Histone H2A.Z subunit exchange controls consolidation of recent and remote memory. Nature.

[6] Lepack AE (2016). Aberrant H3.3 dynamics in NAc promote vulnerability to depressive-like behavior. Proc. Natl Acad. Sci. USA.

[7] Maze I (2015). Critical role of histone turnover in neuronal transcription and plasticity. Neuron.

[8] Dunn, C.J. et al. Histone hypervariants H2A.Z.1 and H2A.Z.2 play independent and context-specific roles in neuronal activity-induced transcription of Arc/Arg3.1 and other immediate early genes. *eNeuro***4**, ENEURO.0040-17.2017 (2017).10.1523/ENEURO.0040-17.2017PMC556937928856239

[9] Millar CB (2013). Organizing the genome with H2A histone variants. Biochem J..

[10] Kamakaka RT, Biggins S (2005). Histone variants: deviants?. Genes Dev..

[11] Hu Y (2011). Transcriptional modulator H2A histone family, member Y (H2AFY) marks Huntington disease activity in man and mouse. Proc. Natl Acad. Sci. USA.

[12] Ramzan F (2020). Sex-specific effects of the histone variant H2A.Z on fear memory, stress-enhanced fear learning and hypersensitivity to pain. Sci. Rep..

[13] Ramzan, F., Baumbach, J., Monks, A.D. & Zovkic, I.B. Histone H2A.Z is required for androgen receptor-mediated effects on fear memory. *Neurobiol. Learn. Mem.***175**, 107311 (2020).10.1016/j.nlm.2020.10731132916283

[14] Pehrson JR, Fried VA (1992). MacroH2A, a core histone containing a large nonhistone region. Science.

[15] Costanzi C, Pehrson JR (2001). MACROH2A2, a new member of the MARCOH2A core histone family. J. Biol. Chem..

[16] Gamble MJ, Kraus WL (2010). Multiple facets of the unique histone variant macroH2A: from genomics to cell biology. Cell Cycle.

[17] Gaspar-Maia A (2013). MacroH2A histone variants act as a barrier upon reprogramming towards pluripotency. Nat. Commun..

[18] Gonzalez-Munoz E, Arboleda-Estudillo Y, Chanumolu SK, Otu HH, Cibelli JB (2019). Zebrafish macroH2A variants have distinct embryo localization and function. Sci. Rep..

[19] Pehrson JR, Changolkar LN, Costanzi C, Leu NA (2014). Mice without macroH2A histone variants. Mol. Cell Biol..

[20] Barker GR, Warburton EC (2011). When is the hippocampus involved in recognition memory?. J. Neurosci..

[21] Chen EY (2013). Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinform..

[22] Kuleshov MV (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res..

[23] Koh JY, Kim HN, Hwang JJ, Kim YH, Park SE (2019). Lysosomal dysfunction in proteinopathic neurodegenerative disorders: possible therapeutic roles of cAMP and zinc. Mol. Brain.

[24] Cortes CJ, La Spada AR (2014). The many faces of autophagy dysfunction in Huntington’s disease: from mechanism to therapy. Drug Discov. Today.

[25] Douet J (2017). MacroH2A histone variants maintain nuclear organization and heterochromatin architecture. J. Cell Sci..

[26] Buschbeck M, Di Croce L (2010). Approaching the molecular and physiological function of macroH2A variants. Epigenetics.

[27] Stovner EB, Saetrom P (2019). epic2 efficiently finds diffuse domains in ChIP-seq data. Bioinformatics.

[28] Bhowmik S, Gagnuly A (2019). A review article on ChIP-Seq tools: MACS2, HOMER, SICER, PEAKANNOTATOR and MEME. Int. J. Chem. Environ. Sci..

[29] Buschbeck M (2009). The histone variant macroH2A is an epigenetic regulator of key developmental genes. Nat. Struct. Mol. Biol..

[30] Doyen CM (2006). Mechanism of polymerase II transcription repression by the histone variant macroH2A. Mol. Cell Biol..

[31] Angelov D (2003). The histone variant macroH2A interferes with transcription factor binding and SWI/SNF nucleosome remodeling. Mol. Cell.

[32] Halder R (2016). DNA methylation changes in plasticity genes accompany the formation and maintenance of memory. Nat. Neurosci..

[33] Maddox SA, Watts CS, Schafe GE (2014). DNA methyltransferase activity is required for memory-related neural plasticity in the lateral amygdala. Neurobiol. Learn. Mem..

[34] Walters BJ, Zovkic IB (2015). Building up and knocking down: an emerging role for epigenetics and proteasomal degradation in systems consolidation. Neuroscience.

[35] Stefanelli G (2021). The histone chaperone Anp32e regulates memory formation, transcription, and dendritic morphology by regulating steady-state H2A.Z binding in neurons. Cell Rep..

[36] Gallo FT, Katche C, Morici JF, Medina JH, Weisstaub NV (2018). Immediate early genes, memory and psychiatric disorders: focus on c-Fos, Egr1 and Arc. Front. Behav. Neurosci..

[37] Collins BE, Sweatt JD, Greer CB (2019). Broad domains of histone 3 lysine 4 trimethylation are associated with transcriptional activation in CA1 neurons of the hippocampus during memory formation. Neurobiol. Learn Mem..

[38] Lavigne MD (2015). Composite macroH2A/NRF-1 nucleosomes suppress noise and generate robustness in gene expression. Cell Rep..

[39] Gamble MJ, Frizzell KM, Yang C, Krishnakumar R, Kraus WL (2010). The histone variant macroH2A1 marks repressed autosomal chromatin, but protects a subset of its target genes from silencing. Genes Dev..

[40] Creppe C, Posavec M, Douet J, Buschbeck M (2012). MacroH2A in stem cells: a story beyond gene repression. Epigenomics.

[41] Kaas GA (2013). TET1 controls CNS 5-methylcytosine hydroxylation, active DNA demethylation, gene transcription, and memory formation. Neuron.

[42] Miller CA, Campbell SL, Sweatt JD (2008). DNA methylation and histone acetylation work in concert to regulate memory formation and synaptic plasticity. Neurobiol. Learn Mem..

[43] Miller CA (2010). Cortical DNA methylation maintains remote memory. Nat. Neurosci..

[44] Miller CA, Sweatt JD (2007). Covalent modification of DNA regulates memory formation. Neuron.

[45] Duke CG, Kennedy AJ, Gavin CF, Day JJ, Sweatt JD (2017). Experience-dependent epigenomic reorganization in the hippocampus. Learn Mem..

[46] Marco A (2020). Mapping the epigenomic and transcriptomic interplay during memory formation and recall in the hippocampal engram ensemble. Nat. Neurosci..

[47] Choo JH, Kim JD, Chung JH, Stubbs L, Kim J (2006). Allele-specific deposition of macroH2A1 in imprinting control regions. Hum. Mol. Genet.

[48] Zilberman D, Coleman-Derr D, Ballinger T, Henikoff S (2008). Histone H2A.Z and DNA methylation are mutually antagonistic chromatin marks. Nature.

[49] Barzily-Rokni M (2011). Synergism between DNA methylation and macroH2A1 occupancy in epigenetic silencing of the tumor suppressor gene p16(CDKN2A). Nucleic Acids Res..

[50] Chakravarthy S (2005). Structural characterization of the histone variant macroH2A. Mol. Cell Biol..

[51] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[52] Ramirez F, Dundar F, Diehl S, Gruning BA, Manke T (2014). deepTools: a flexible platform for exploring deep-sequencing data. Nucleic Acids Res..

[53] Shen L, Shao N, Liu X, Nestler E (2014). ngs.plot: Quick mining and visualization of next-generation sequencing data by integrating genomic databases. BMC Genomics.

[54] Stark, R. & Brown, G. DiffBind: differential binding analysis of ChIP-Seq peak data. *Bioconductor.org* (2011).

[55] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[56] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

# Supplementary material for: Histone macroH2A1 is a stronger regulator of hippocampal transcription and memory than macroH2A2 in mice
**Source:** Commun Biol. 2022 May 19;5:482. doi: 10.1038/s42003-022-03435-4
**Supplement:** Supplementary file 1 — Supplementary Information

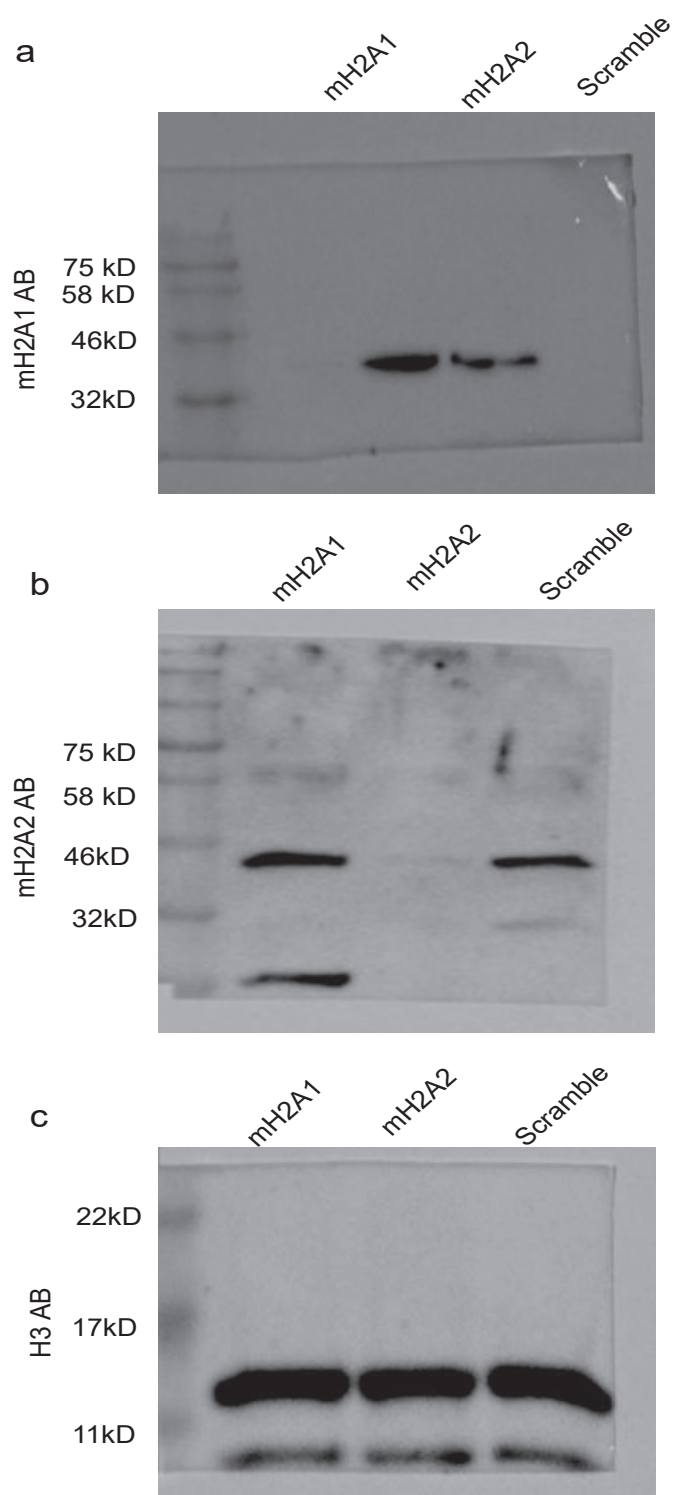

**Supplementary Figure 1. Uncropped images for cropped bands shown in Figure 1A.** Images show a) mH2A1, b) mH2A2, and c) H3.

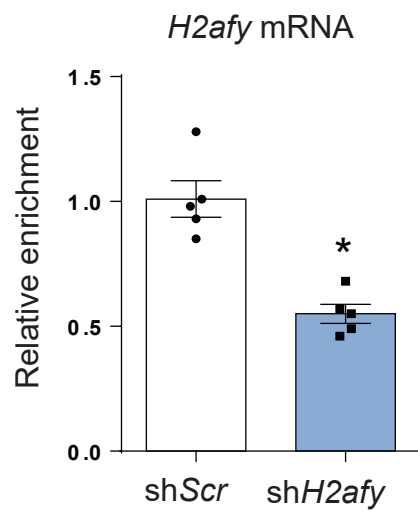

**Supplementary Figure 2. Validation of knockdown over time.** To ensure that knockdown efficiency did not decrease over time, *H2afy* expression was measured in mice that underwent open field testing 30 days after fear conditioning. N = 5/group. \* $p < 0.05$ . Data are shown as mean  $\pm$  SEM.

a

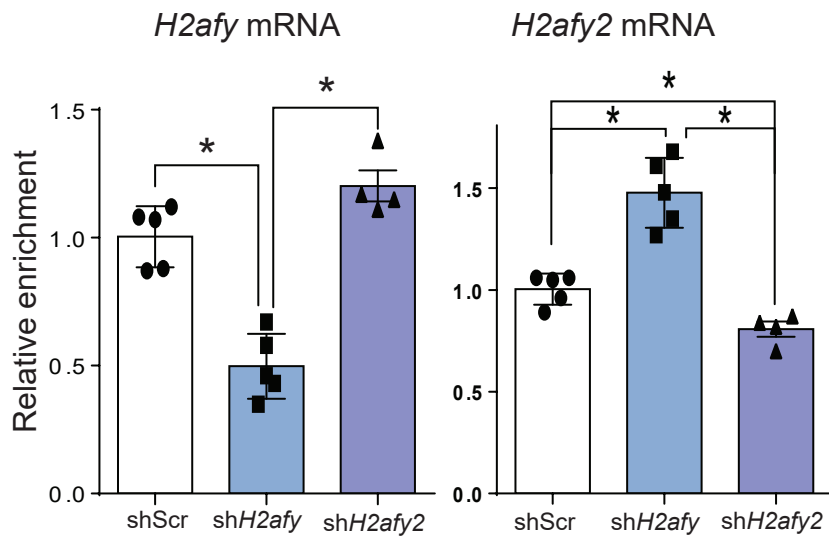

b

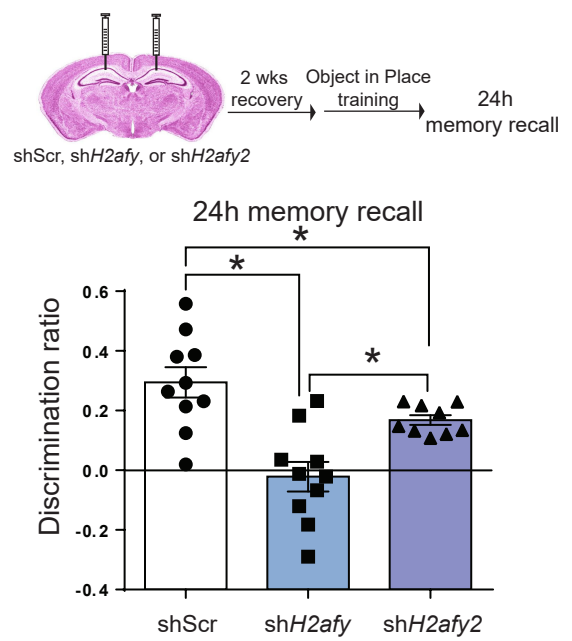

**Supplementary Figure 3. Replication of viral vector-mediated effects using a second set of shRNA constructs.** To ensure that behavioral effects observed with OiP were not a by-product of non-specific effects of viral constructs, we designed and packaged a new set of shRNAs against mH2A1 and mH2A2. a) Validation of knockdown in the dorsal CA1; b) Replication of OiP data using new shRNA constructs. \* $p < 0.05$ . Data are shown as mean  $\pm$  SEM.

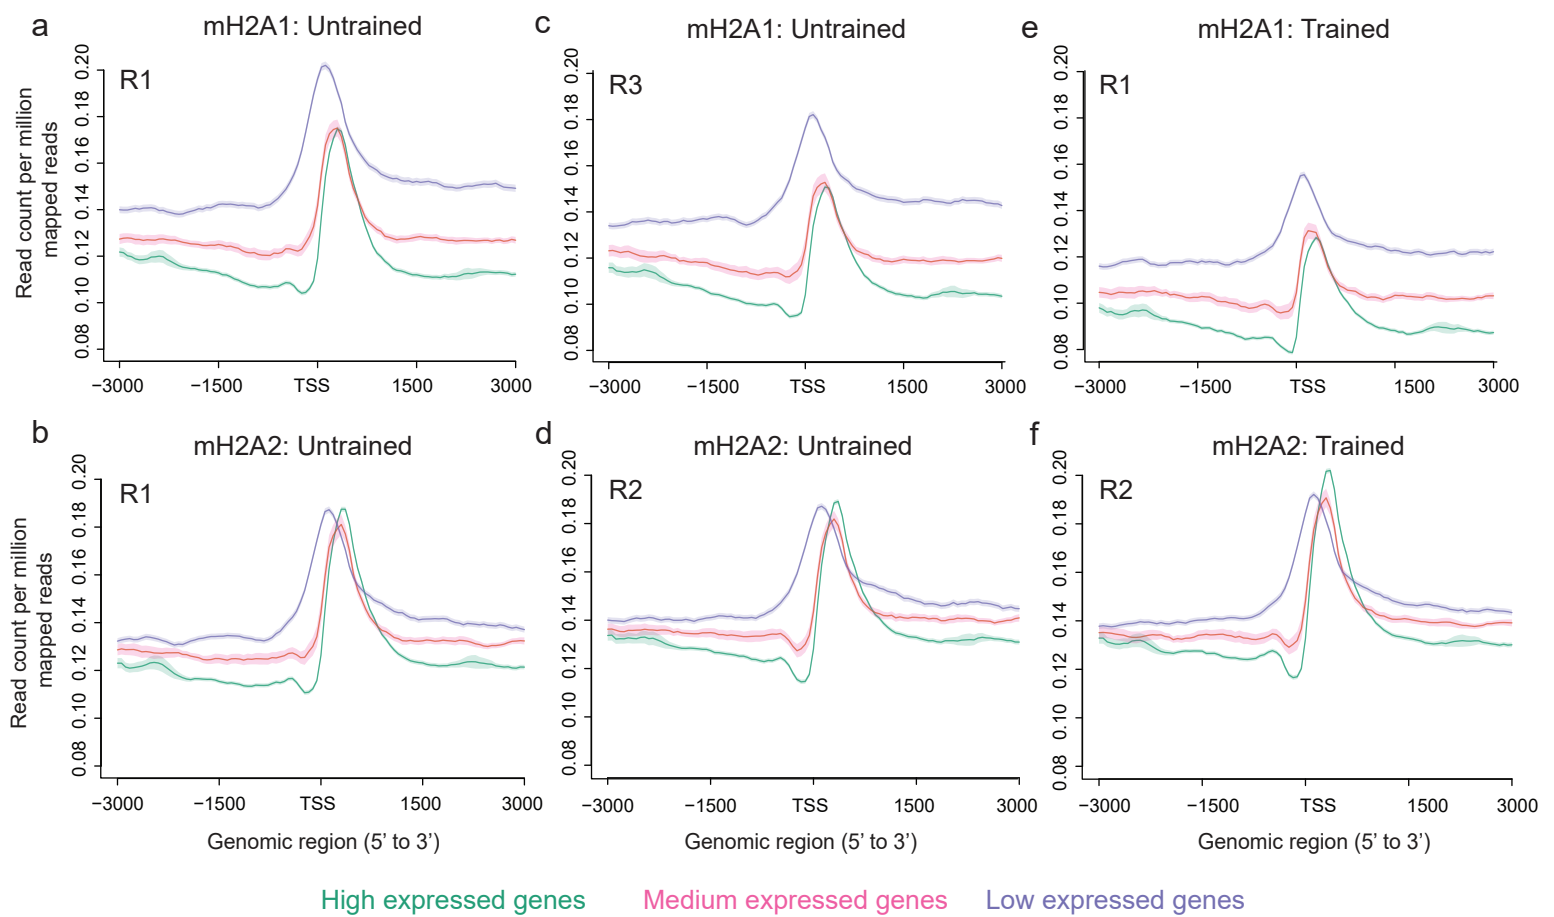

**Supplementary Figure 4. mH2A binding is negatively associated with gene expression.** Average profile plot of mH2A1 (a,c,e) and mH2A2 (b,d,f) binding at the TSS for all genes grouped into three categories based on levels of expression (High, Medium and Low) in untrained (a,c,b,d) and trained (e,f) mice. Data are shown for the mice that were not included in Figure 4.

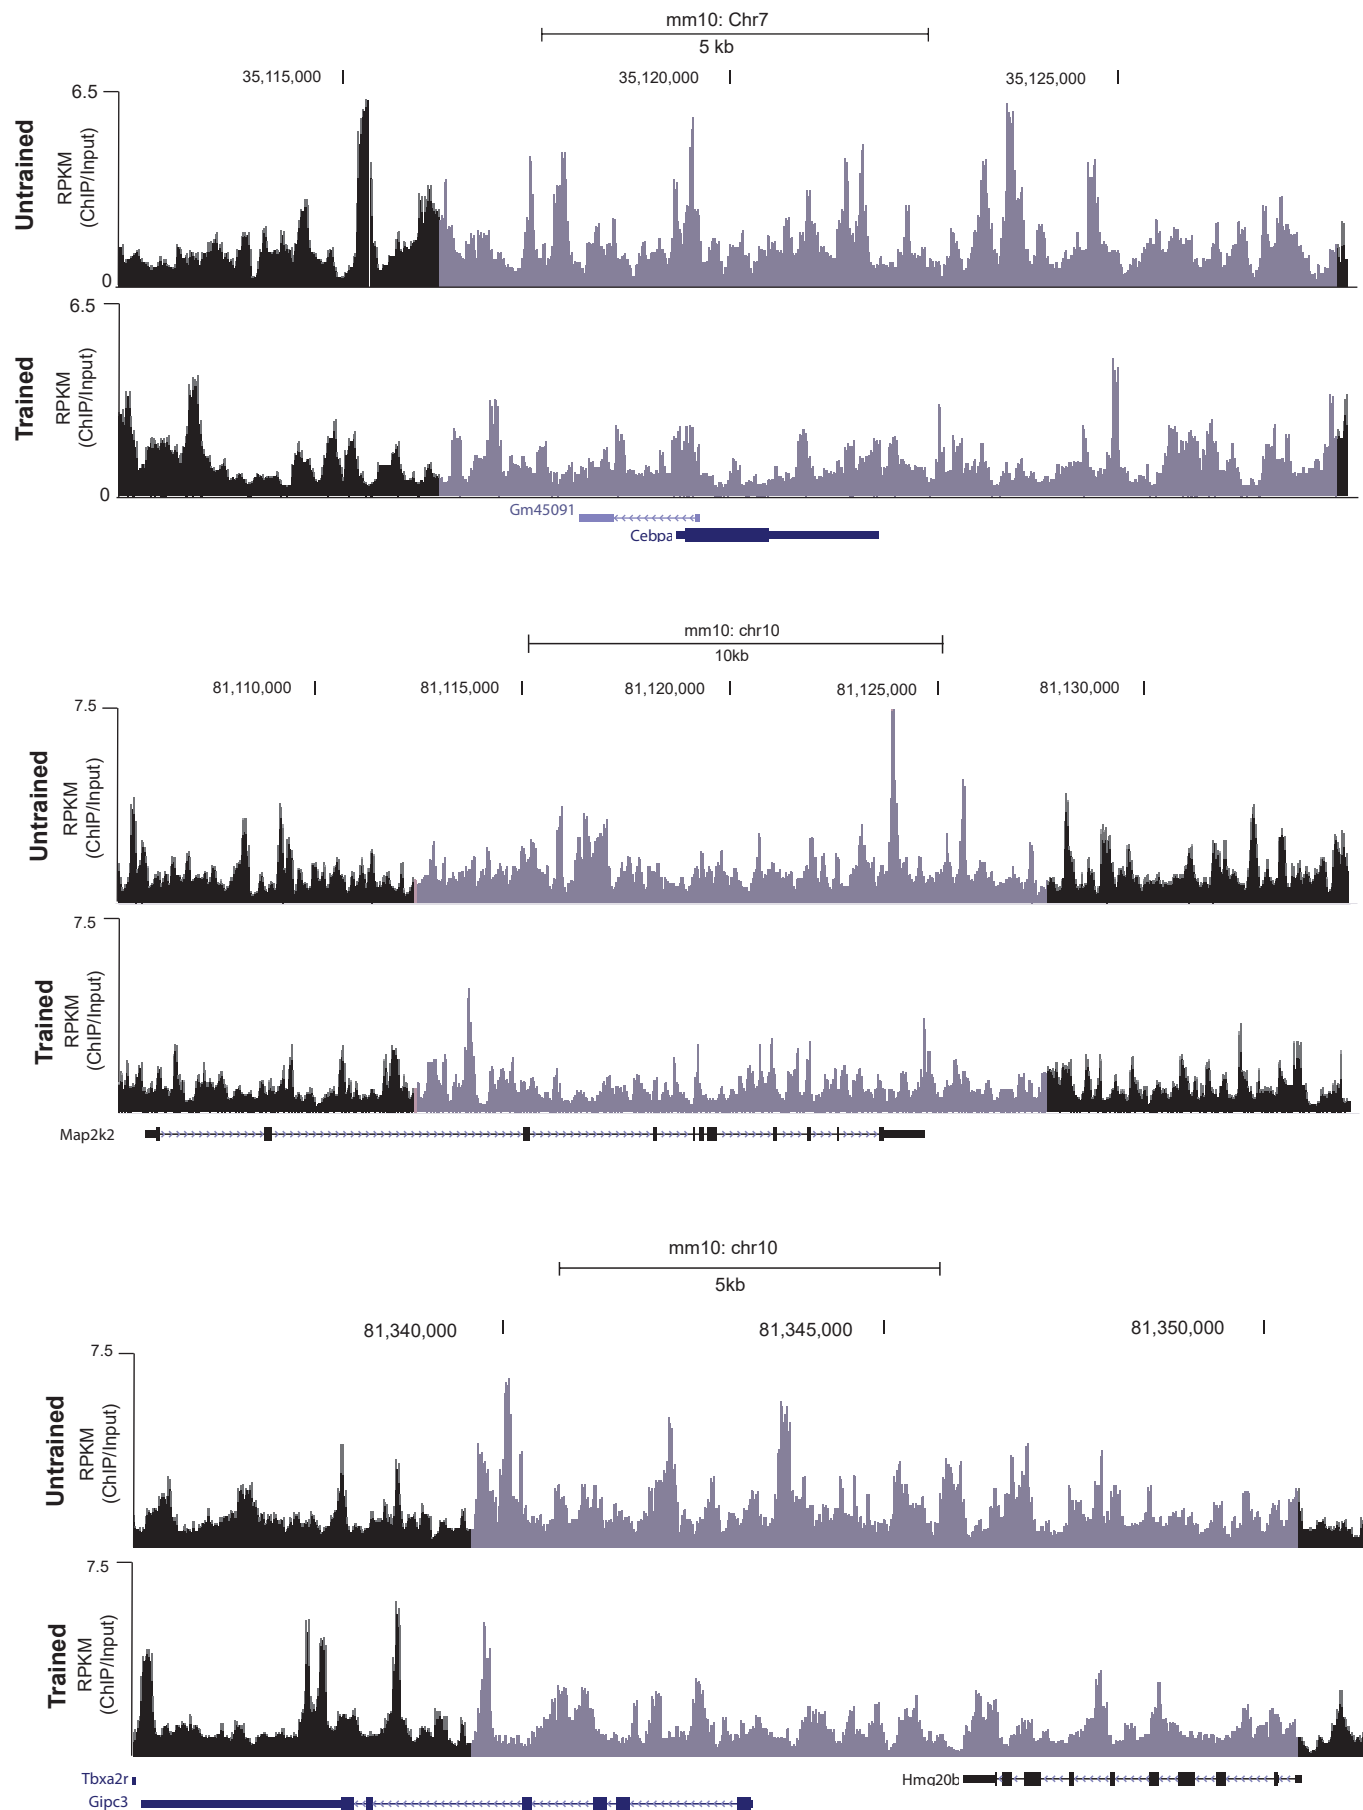

**Supplementary Figure 5. Examples of genes that lost mH2A1 signal 30 min after training.** Several examples of differentially bound regions (ChIP divided by Input), identified by DiffBind based on epic2 peaks are highlighted in the UCSC Genome Browser track (mm10 assembly).

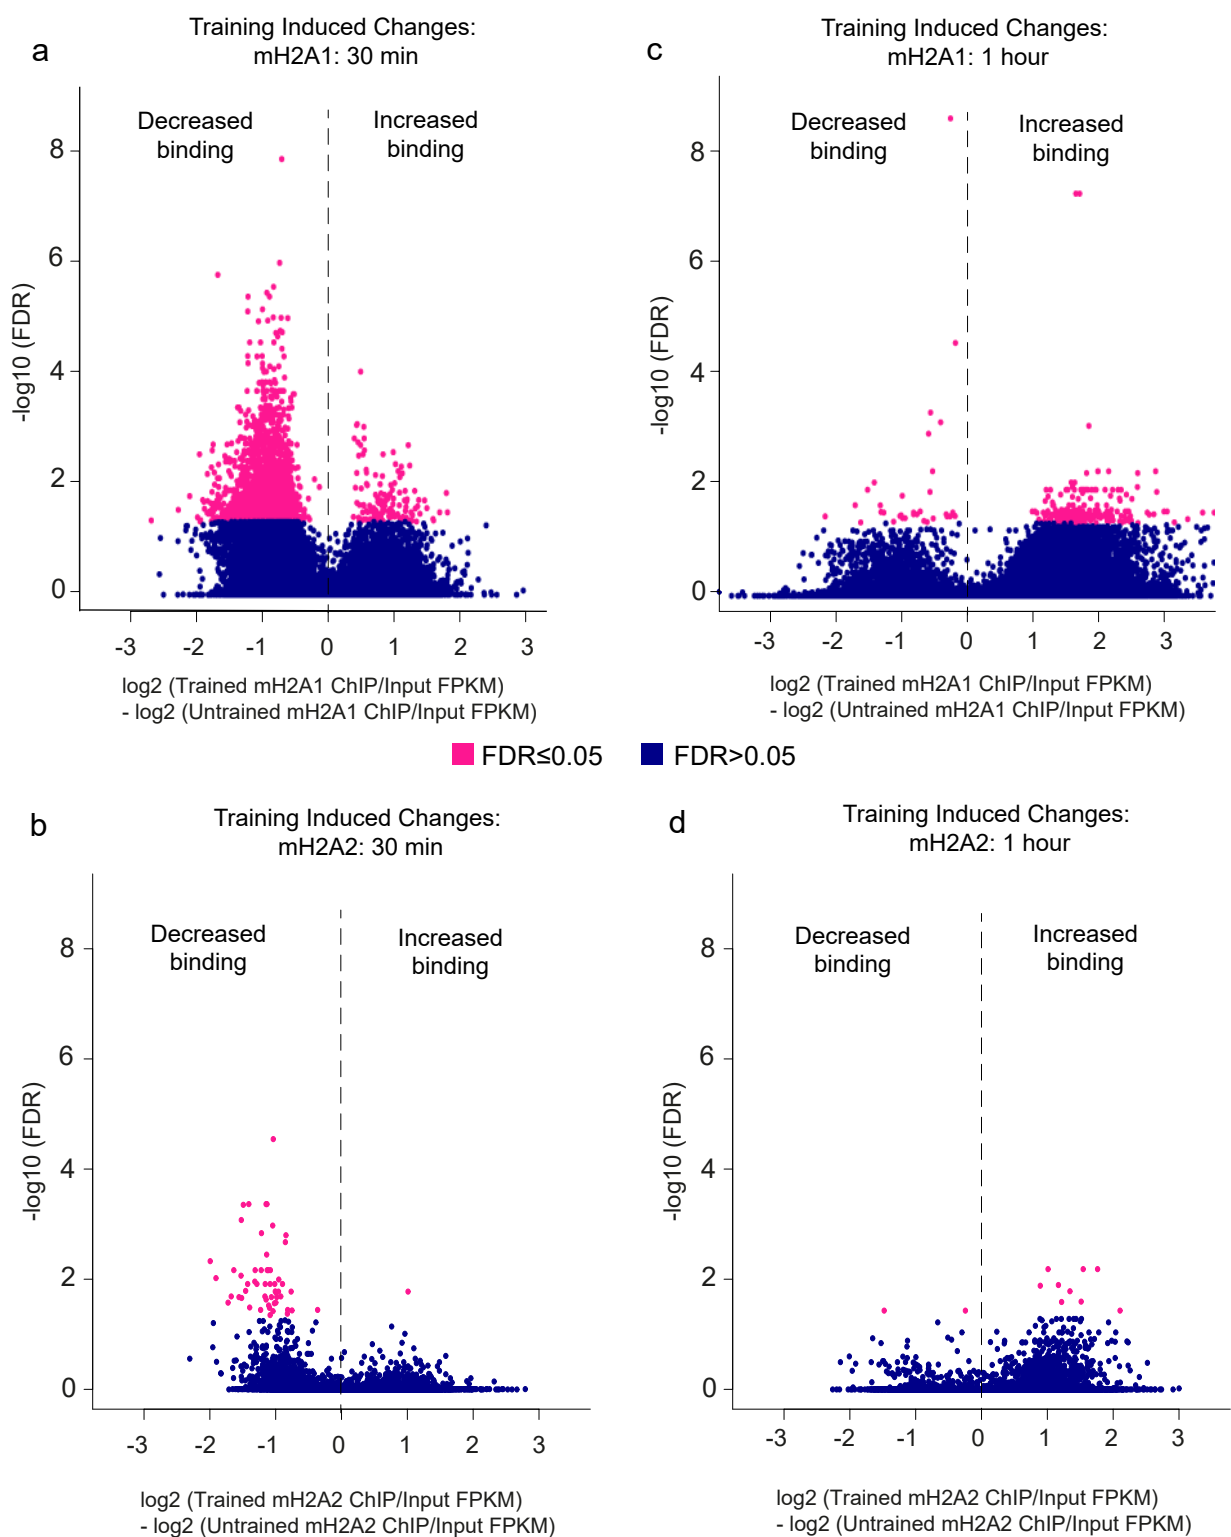

**Supplementary Figure 6. Binding of mH2A1, not mH2A2, narrow peaks is dynamically regulated during learning.** DiffBind analysis of mH2A1 (a) and mH2A2 (b) consensus peaks (using MACS2 peak caller) shows substantial loss of mH2A1 peaks only 30 min after fear conditioning. Changes in narrow peaks at 1h for mH2A1 (c) and mH2A2 (d)

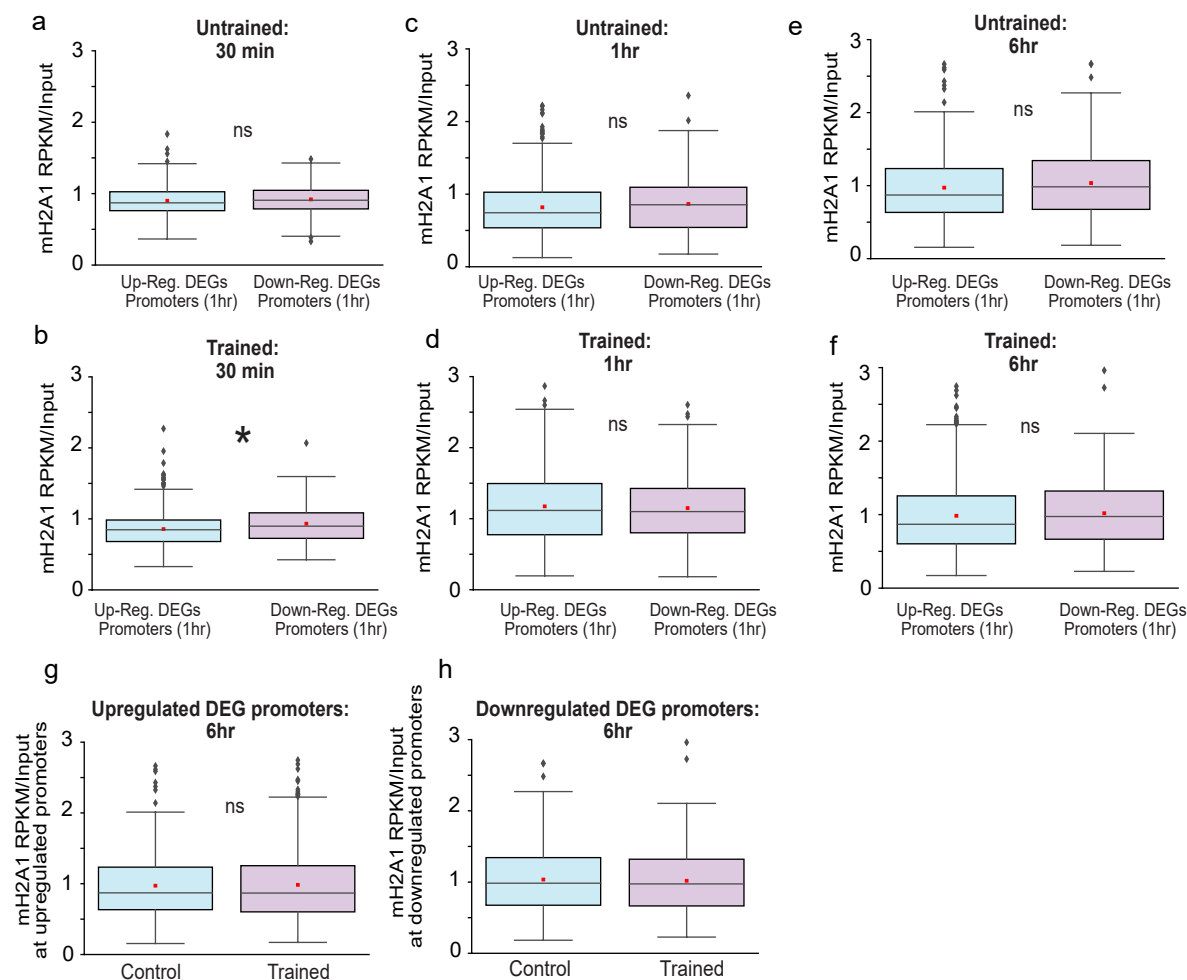

**Supplementary Figure 7. mH2A1 binding divergence at promoters 30 min after fear conditioning, not at later time points, is correlated with genes that are up- and downregulated 1h after training.** Box plots showing comparison of mH2A1 binding between promoters of upregulated and downregulated DEGs (RNA-seq at 1 hour) within untrained samples (a, c, e) and trained mice at three timepoints: 30 min (b), 1 hour (d) and 6 hours (f) after fear conditioning. Upregulated and downregulated DEGs which diverged in gene expression upon training show significant difference only in mH2A1 binding in the trained samples 30 min after fear conditioning, while trained mice at other higher timepoints and untrained mice show no differences. g-h) By 6 hours after fear conditioning there are no significant changes in binding of mH2A1 between trained and untrained samples at either upregulated (g) or downregulated (h) DEGs promoters.

1hr Post-FC DiffBind Diff. Lost  
Binding Regions overlap  
with DEGs

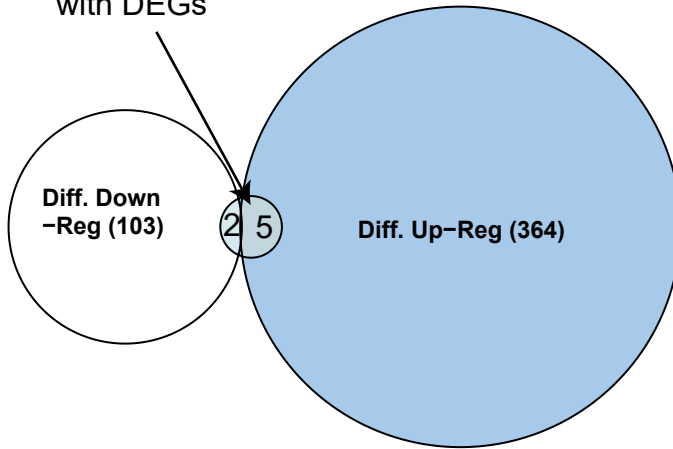

**Supplementary Figure 8. Reductions in mH2A1 binding 1h after fear conditioning do not overlap with DEGs.** Venn diagrams demonstrating no over-representation of reduced mH2A1 signal (within +/-100kb window) on promoters of differentially upregulated compared to downregulated DEGs

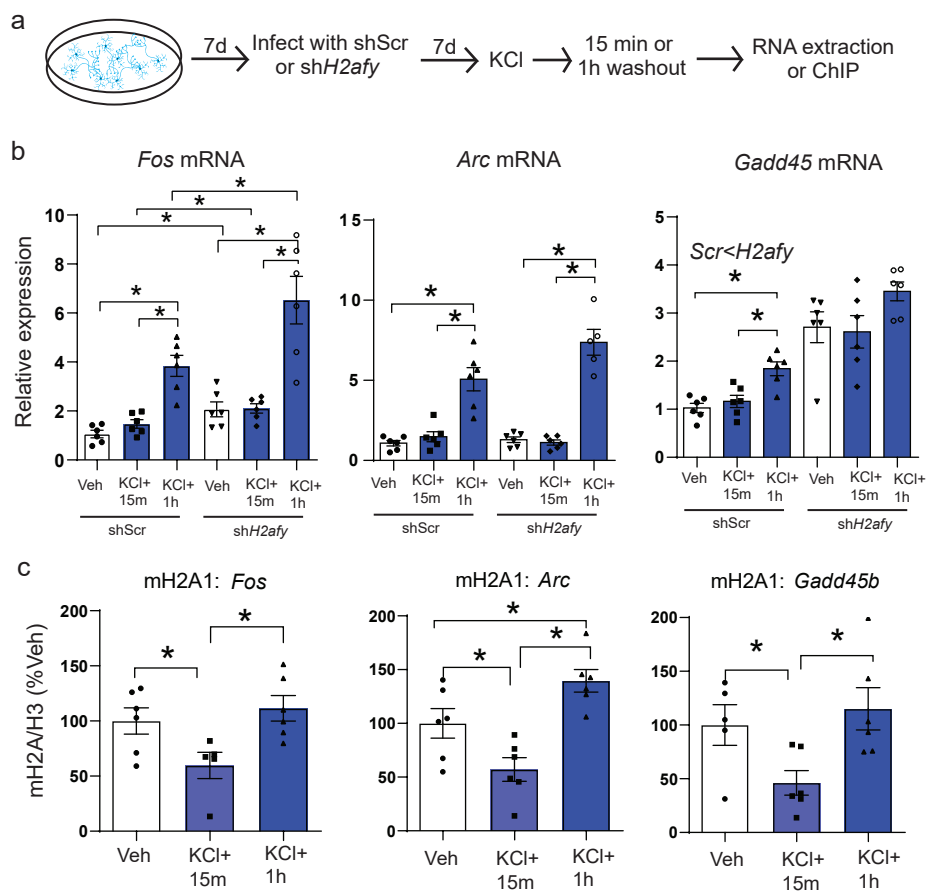

**Supplementary Figure 9. mH2A1 regulates basal and activity-induced gene expression in neurons.** a) Primary cortical neurons were infected with AAV vectors carrying scramble control or anti-*H2afy* shRNA at day 7 *in vitro* (DIV7). b) At DIV14, neurons were depolarized with 55mM KCl for 30 min and gene expression was measured 15 min or 1h after KCl washout in scramble control and mH2A1-deficient neurons. *Scr<H2afy*: Main effect of virus,  $p < 0.05$ . c) DIV14 neurons (without AAV treatment) were depolarized with 55mM KCl for 30 min and mH2A1 binding was assessed 15 min or 1h after KCl washout. mH2A1 binding was normalized to H3 signal at the same locus.  $N = 6$  wells/group. Data are shown as mean  $\pm$  SEM. \* $p < 0.05$ .

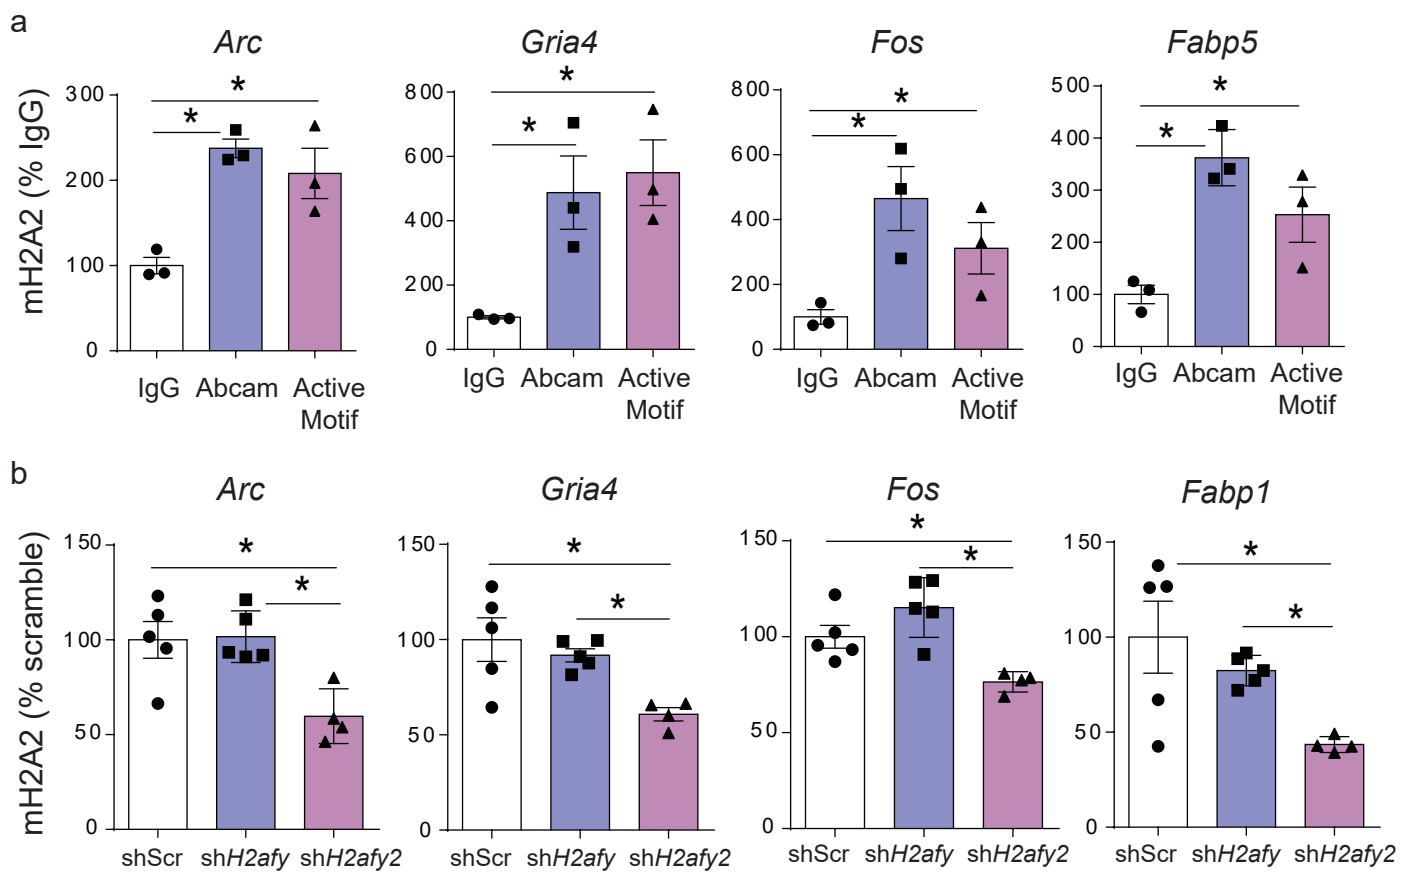

**Supplementary Figure 10. Validation of mH2A2 antibody for ChIP.** a) To ensure that we could achieve sufficient enrichment of ChIP signal, we compared Abcam (ab4173) antibody used here to another mH2A2 antibody from Active Motif (39873). Both resulted in enriched signal compared to IgG. N = 3/group. b) The antibody was further validated for specificity by depleting mH2A1 and mH2A2 in cultured neurons and demonstrating reduced binding only with mH2A2 depletion, thereby demonstrating antibody specificity. N = 5/group. \*p<0.05. Data are shown as mean  $\pm$  SEM.

|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| DEGs upregulated by depletion of both mH2A1 and mH2A2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| <i>Lcn2, Ly6i, Ccl5, Ccn5, Ifi204, Ifi209, Cxcl10, Gm12250, Fcgr4, H2-Q7, Ifi27l2a, H2-Q6, Gm4951, Irf7, Cd52, Oasl2, Isg15, Gimap4, Phf11d, Oas1a, Fgl2, Rsad2, Iy9, Ifit1, Gbp6, Nlrp5, Ifi44, Usp18, Lgals3bp, Ifi30, Bst2, Trim30a, Gbp5, Parp14, Tap1, Ifit3, Icam1, Ddx60, Psmb8, Gbp4, Lag3, Gpnmb, Ifitm3, Rnf213, Vim, Gbp7, Parp9, C1qc, Osmr, Parp3, Igfbp2, Mmp2, Tnfrsf10b, Zc3hav1, Gm, Cdkn1a, Tap2, Ccdc88b, F2r, Sczep1, Nrros, Pm20d1, Plod2, Trp53inp1, Ly6e, Hist1h1c, Vat1, Smc4, Ephx1, Lgals8, Clcn5, Smarcd2</i> |
| DEGs downregulated by depletion of both mH2A1 and mH2A2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| <i>Epop, Sema3a, Sowahb, Coch, Htr1b, Gm16485, Necab1, Meis2, Crhr1, Egr1, Arhgap33, Cacna1i, Hlf, Nyap2, Gucy1a1</i>                                                                                                                                                                                                                                                                                                                                                                                                                    |
| DEGs upregulated by depletion by mH2A1 and downregulated by mH2A2 depletion                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| <i>Fos</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

**Supplementary Table 1. Gene ontology for differentially expressed genes in mice with hippocampal mH2A1 or mH2A2 depletion.** A list of DEGs that overlap in untrained mH2A1- and mH2A2-deficient mice in Figure 2b-c, arranged by the direction of change. N=3 mice/group

| Term                                               | Overlap  | P-value  | Adjusted P | Odds Ratio  | Combined Score |
|----------------------------------------------------|----------|----------|------------|-------------|----------------|
| lysosomal lumen (GO:0043202)                       | 38/86    | 2.10E-16 | 9.35E-14   | 4.423027679 | 159.6740147    |
| secretory granule lumen (GO:0034774)               | 82/317   | 3.06E-16 | 6.82E-14   | 2.589340129 | 92.50205248    |
| specific granule (GO:0042581)                      | 53/160   | 9.59E-16 | 1.43E-13   | 3.315815816 | 114.6631687    |
| vacuolar lumen (GO:0005775)                        | 52/161   | 5.83E-15 | 6.50E-13   | 3.233046711 | 105.9678629    |
| integral component of plasma membrane (GO:0005887) | 237/1463 | 1.06E-14 | 9.48E-13   | 1.621580569 | 52.17466128    |
| membrane raft (GO:0045121)                         | 41/119   | 3.83E-13 | 2.84E-11   | 3.448826978 | 98.60897041    |
| endoplasmic reticulum lumen (GO:0005788)           | 68/270   | 4.21E-13 | 2.68E-11   | 2.521039558 | 71.83866475    |
| lysosome (GO:0005764)                              | 90/422   | 2.41E-12 | 1.35E-10   | 2.134836258 | 57.10567244    |
| focal adhesion (GO:0005925)                        | 79/356   | 6.66E-12 | 3.30E-10   | 2.221322446 | 57.16672861    |
| tertiary granule (GO:0070820)                      | 47/164   | 1.44E-11 | 6.44E-10   | 2.868722381 | 71.60586937    |

**Supplementary Table 2. Gene ontology for DEGs upregulated by mH2A1 depletion.** Ontology is performed on RNA seq data in Figure 2b and c. N=3 mice/group

| Term                                                                            | Overlap | P-value  | Adjusted P  | Odds ratio | Combined Score |
|---------------------------------------------------------------------------------|---------|----------|-------------|------------|----------------|
| dendrite (GO:0030425)                                                           | 23/215  | 5.11E-12 | 2.28E-09    | 6.0782241  | 158.0378814    |
| integral component of plasma membrane (GO:0005887)                              | 48/1463 | 2.17E-05 | 0.004850046 | 1.8641645  | 20.01355651    |
| dendrite membrane (GO:0032590)                                                  | 4/20    | 3.66E-04 | 0.054353908 | 11.363636  | 89.93119806    |
| axon (GO:0030424)                                                               | 9/141   | 8.94E-04 | 0.099666845 | 3.6266925  | 25.45918809    |
| GABA-A receptor complex (GO:1902711)                                            | 3/19    | 0.004249 | 0.378976077 | 8.9712919  | 48.99368932    |
| juxtaparanode region of axon (GO:0044224)                                       | 2/9     | 0.010247 | 0.761673553 | 12.626263  | 57.83834225    |
| neurotransmitter receptor complex (GO:0098878)                                  | 2/12    | 0.018143 | 1           | 9.469697   | 37.96834123    |
| main axon (GO:0044304)                                                          | 3/33    | 0.019965 | 1           | 5.1652893  | 20.21568589    |
| intrinsic component of the cytoplasmic side of the plasma membrane (GO:0031235) | 2/15    | 0.027882 | 1           | 7.5757576  | 27.11963347    |
| mitochondrial respiratory chain complex I (GO:0005747)                          | 3/51    | 0.060614 | 1           | 3.342246   | 9.369104759    |

**Supplementary Table 3. Gene ontology for DEGs downregulated by mH2A1 depletion.** Ontology on RNA seq data presented in Figure 2b. Only the categories highlighted in blue reached statistical significance. N=3/group.

# Supplementary material for: Histone macroH2A1 is a stronger regulator of hippocampal transcription and memory than macroH2A2 in mice
**Source:** Commun Biol. 2022 May 19;5:482. doi: 10.1038/s42003-022-03435-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1.

**Description:** The source data behind graphs in Figure 1a

**File name:** Supplementary Data 2.

**Description:** The source data behind graphs in Figure 1b,c

**File name:** Supplementary Data 3.

**Description:** The source data behind graphs in Figure 1d

**File name:** Supplementary Data 4.

**Description:** The source data behind graphs in Figure 1e

**File name:** Supplementary Data 5.

**Description:** The source data behind graphs in Figure 6m

**File name:** Supplementary Data 6.

**Description:** Differentially expressed genes with depletion of mH2A1 or mH2A2 from Figure 2b-c

**File name:** Supplementary Data 7.

**Description:** Differentially expressed genes in response to fear conditioning in scramble control and mH2A1-depleted mice from Figure 2e-f.

**File name:** Supplementary Data 8.

**Description:** Differentially bound regions for mH2A1 and mH2A2 30 min after fear conditioning from Figure 5.

**File name:** Supplementary Data 9.

**Description:** Differentially expressed genes induced 1h after fear conditioning in intact mice without surgery from Figure 6a.

**File name:** Supplementary Data 10.

**Description:** Differentially expressed genes after fear conditioning in intact mice

# Supplementary material for: Histone macroH2A1 is a stronger regulator of hippocampal transcription and memory than macroH2A2 in mice
**Source:** Commun Biol. 2022 May 19;5:482. doi: 10.1038/s42003-022-03435-4
**Supplement:** Supplementary file 13 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | behavioral data were collected by by automated software FreezeFrame, (Coulbourn Instruments) for fear conditioning and using a camera (Microsoft LifeCam Studio) for object in place and open field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data analysis   | Here is a list of all analyses software used for bioinformatics. For context, details are specified in the manuscript and in the GEO depository that contains our sequencing data. FastQC (v.0.11.2), Trim Galore (v.0.4.5), Cutadapt (v2.6), Bowtie2 (v2.3.4.2), [38]. multiBamSummary and plotCorrelation from deepTools, ngs.plot, DiffBind (v.2.10.0), R (v.3.5.0), RseqQC package (v2.3.7), featureCounts (Subread package v ≥1.26.1), DESeq2 (v 1.22.2).<br>Percent of time spent freezing was scored by automated software FreezeFrame, Coulbourn Instruments. For open field Total time spent in the chamber was scored using EthoVision XT 8.5 (Noldus Information Technology, Wageningen, The Netherlands). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data are available on GEO accession number GSE147445.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------|
| Sample size     | Ns for behavioural studies were determined based on power analysis and our prior experience with the data. |
| Data exclusions | Data were excluded for outliers with z score > 2.5                                                         |
| Replication     | There have been no replication studies.                                                                    |
| Randomization   | Mice were randomly assigned to experimental groups.                                                        |
| Blinding        | Behavioural scoring was performed by automated software, so blinding was not an issue.                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | mH2A1 (Abcam cat# ab37264 for 30 min; Thermo Fisher cat# Ma5-24696 for 1h and 6h time points due to 564 prolonged supply issue from Abcam), mH2A.2 (Abcam cat#ab4173), H3 (Cell Signaling, Cat# 2650S) |
| Validation      | Please refer to materials and methods section "antibody validation" for an extensive validation of all the antibodies used                                                                             |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                  |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male C57BL/6J mice (Jackson Laboratories) of approximately 9–12 weeks of age were used for the experiments.                                                      |
| Wild animals            | N/A                                                                                                                                                              |
| Field-collected samples | N/A                                                                                                                                                              |
| Ethics oversight        | All procedures were approved by the University of Toronto Animal Care Committee and performed in accordance with the Canadian Council on Animal Care guidelines. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

*May remain private before publication.*

The data are available on GEO accession number GSE147445.

#### Files in database submission

ChIP\_Control\_Rep1\_macroH2A1.bam  
 ChIP\_Control\_Rep2\_macroH2A1.bam  
 ChIP\_Control\_Rep3\_macroH2A1.bam  
 ChIP\_Control\_Rep1\_macroH2A2.bam  
 ChIP\_Control\_Rep2\_macroH2A2.bam  
 ChIP\_Control\_Rep3\_macroH2A2.bam  
 ChIP\_Control\_Rep1\_input.bam  
 ChIP\_Control\_Rep2\_input.bam  
 ChIP\_Control\_Rep3\_input.bam  
 ChIP\_Fear conditioned\_Rep1\_macroH2A1.bam  
 ChIP\_Fear conditioned\_Rep2\_macroH2A1.bam  
 ChIP\_Fear conditioned\_Rep1\_macroH2A2.bam  
 ChIP\_Fear conditioned\_Rep2\_macroH2A2.bam  
 ChIP\_Fear conditioned\_Rep1\_input.bam  
 ChIP\_Fear conditioned\_Rep2\_input.bam  
 RNA\_Control\_Rep1\_Aligned.sortedByCoord.out.bam RNA\_Control\_Rep1\_Aligned.sortedByCoord.out.bam.bai  
 RNA\_Control\_Rep2\_Aligned.sortedByCoord.out.bam RNA\_Control\_Rep2\_Aligned.sortedByCoord.out.bam.bai  
 RNA\_Control\_Rep3\_Aligned.sortedByCoord.out.bam RNA\_Control\_Rep3\_Aligned.sortedByCoord.out.bam.bai  
 RNA\_Fear conditioned\_Rep1\_Aligned.sortedByCoord.out.bam  
 RNA\_Fear conditioned\_Rep2\_Aligned.sortedByCoord.out.bam

Rep1\_shH2afy\_1.fastq.gz Rep1\_shH2afy\_2.fastq.gz  
 Rep2\_shH2afy\_1.fastq.gz Rep2\_shH2afy\_2.fastq.gz  
 Rep3\_shH2afy\_1.fastq.gz Rep3\_shH2afy\_2.fastq.gz  
 Rep1\_shH2afy\_1.fastq.gz Rep1\_shH2afy\_2.fastq.gz  
 Rep2\_shH2afy\_1.fastq.gz Rep2\_shH2afy\_2.fastq.gz  
 Rep3\_shH2afy\_1.fastq.gz Rep3\_shH2afy\_2.fastq.gz  
 Rep1\_shScramble\_1.fastq.gz Rep1\_shScramble\_2.fastq.gz  
 Rep2\_shScramble\_1.fastq.gz Rep2\_shScramble\_2.fastq.gz  
 Rep3\_shScramble\_1.fastq.gz Rep3\_shScramble\_2.fastq.gz

Control\_Rep1\_mH2A1.bed bed  
 Control\_Rep2\_mH2A1.bed bed  
 Control\_Rep3\_mH2A1.bed bed  
 Control\_Rep1\_mH2A2.bed bed  
 Control\_Rep2\_mH2A2.bed bed  
 Control\_Rep3\_mH2A2.bed bed  
 Fear conditioned\_Rep1\_mH2A1.bed bed  
 Fear conditioned\_Rep2\_mH2A1.bed bed  
 Fear conditioned\_Rep1\_mH2A2.bed bed  
 Fear conditioned\_Rep2\_mH2A2.bed bed  
 Fear conditioning\_RNA\_seq\_Raw\_Counts.csv csv  
 mH2A1\_KD\_RNA\_seq\_Raw\_Counts.csv csv  
 mH2A2\_KD\_RNA\_seq\_Raw\_Counts.csv csv  
 Scramble\_KD\_RNA\_seq\_Raw\_Counts.csv csv  
 SSCR13\_N\_S1\_MLRall\_R1\_001.fastq.gz  
 SCR13\_N\_S1\_MLRall\_R2\_001.fastq.gz  
 SCR14\_N\_S2\_MLRall\_R1\_001.fastq.gz  
 SCR14\_N\_S2\_MLRall\_R2\_001.fastq.gz  
 SCR19\_1h\_S3\_MLRall\_R1\_001.fastq.gz  
 SCR19\_1h\_S3\_MLRall\_R2\_001.fastq.gz  
 SCR20\_1h\_S4\_MLRall\_R1\_001.fastq.gz  
 SCR20\_1h\_S4\_MLRall\_R2\_001.fastq.gz  
 SCR23\_1h\_S5\_MLRall\_R1\_001.fastq.gz  
 SCR23\_1h\_S5\_MLRall\_R2\_001.fastq.gz  
 SCR24\_N\_S6\_MLRall\_R1\_001.fastq.gz  
 SCR24\_N\_S6\_MLRall\_R2\_001.fastq.gz  
 Y13\_N\_S7\_MLRall\_R1\_001.fastq.gz  
 Y13\_N\_S7\_MLRall\_R2\_001.fastq.gz  
 Y14\_N\_S8\_MLRall\_R1\_001.fastq.gz  
 Y14\_N\_S8\_MLRall\_R2\_001.fastq.gz

Y19\_1h\_S9\_MLRall\_R1\_001.fastq.gz  
 Y19\_1h\_S9\_MLRall\_R2\_001.fastq.gz  
 Y20\_1h\_S10\_MLRall\_R1\_001.fastq.gz  
 Y20\_1h\_S10\_MLRall\_R2\_001.fastq.gz  
 Y23\_1h\_S11\_MLRall\_R1\_001.fastq.gz  
 Y23\_1h\_S11\_MLRall\_R2\_001.fastq.gz  
 Y24\_N\_S12\_MLRall\_R1\_001.fastq.gz  
 Y24\_N\_S12\_MLRall\_R2\_001.fastq.gz

RNA\_seq\_FC\_N\_KD.txt

Genome browser session  
 (e.g. [UCSC](#))

N/A

## Methodology

Replicates

All sequencing data used 3 biological replicates for the untested control group and 2 biological replicates for the trained/fear conditioned group. For viral vector mediated depletion studies, 3 mice were used in each of the 3 conditions (shScramble, shH2afy, shH2afy2)

Sequencing depth

~50 million total 100 base-pair paired end reads

Antibodies

mH2A1 (Abcam cat# ab37264 for 30 min; Thermo Fisher Ma5-24696 for 1h and 6h), mH2A.2 (Abcam cat#ab4173)

Peak calling parameters

Broad and diffusely enriched domains (regions enriched for reads compared to input) were identified using epic2 (v 0.0.39; FDR < 0.05) and MACS2 (v 2.2.7.1; p value cutoff = 5e-3; broad-cutoff as 0.05 or 0.01)

Data quality

Quality was assessed using FastQC (v.0.11.2) and adaptors were trimmed using Trim Galore (v.0.4.5) running Cutadapt (v2.6) and only paired reads were retained in the analysis. Reads were aligned to the UCSC Mus Musculus mm10 reference genome using Bowtie2 (v2.3.4.2) [38]. multiBamSummary and plotCorrelation from deepTools [39] was used for correlation analysis of mH2A1 and mH2A2 binding. Heatmap and average profile plots giving mean read counts per million mapped reads for all specified regions at TSSs were generated using ngs.plot [40]. Peaks (regions enriched for reads) were identified using epic2 and MACS2 and consensus peaks for all samples were assembled based on peak presence in at least 2 samples. Differential analyses for mH2A1 and mH2A2 binding in Untrained and Trained conditions were carried out with using DiffBind (v.2.10.0) [41] with R (v.3.5.0) and significance was set at FDR < 0.05. Peaks from epic2 for each sample along with respective bam files for ChIP experiment and input control under respective training conditions were used as input for DiffBind which uses DESeq2 package for differential analysis. For the statistical tests of mH2A binding at DEGs, the aligned bam files for each sample were merged under respective trained or untrained condition. mH2A binding RPKM reads at promoters were normalized using the respective input control reads.

For mH2A1: At FDR 5%, we have 2316 epic2 peaks which lost mH2A1 and 126 peaks which gained mH2A1. The individual values are shown in the attached excel sheet, which shows fold change in log values. Thus, 5-fold change will be equivalent to  $\log_2(5) = 2.322$ . As such, 1551 peaks lost mH2A1 (these are -2.34 to -9.53 in excel sheet) and 41 peaks gained mH2A1 (these are +2.42 to +6.47 in excel sheet).

For mH2A2: At FDR 5%, 5 peaks lost mH2A2 and 2 peaks gained mH2A2, as specified in the text. Of these, 2 peaks which lost mH2A2 and 2 peaks which gained mH2A2 were at 5 fold change or above

Software

For context, details are specified in the manuscript and in the GEO depository that contains our sequencing data. FastQC (v.0.11.2), Trim Galore (v.0.4.5), Cutadapt (v2.6), Bowtie2 (v2.3.4.2), [38]. multiBamSummary and plotCorrelation from deepTools, ngs.plot, DiffBind (v.2.10.0), R (v.3.5.0)

How the deposited data were processed for this re-analysis (not part of the article)

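RNA and chromatin of hippocampal area CA1 were measured in 81 samples of mice, 26 of RNA-seq and 55 of ChIP-seq, inputs included. The depletion experiment holds 9 RNA libraries (shScr, shH2afy and shH2afy2, 3 each). The training experiment holds 12 (shScr and shH2afy, untrained and trained, 3 each), and intact mice gave 5 (3 untrained and 2 trained). ChIP-seq of 30 min after training holds 15 samples, that of 1 h 20 and that of 6 h 20. Conditions were taken from the labels of the samples and the paper, and the antibody from the paper where the protocol text of the labels differs.

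The RNA values are raw counts per gene that the authors made by trimming the reads, aligning them to mm10 with STAR and counting with featureCounts. For the training experiment the authors depleted ribosomal RNA and counted reads over whole transcripts, introns included, so the counts of that experiment are not on the scale of the others. No value of this experiment was pooled with those of another. The ChIP-seq values come from the lists of broad domains that the authors called in each library against its input after alignment to mm10 with Bowtie2. The paper names epic2 as the caller and the labels name SICER. In each list as deposited, the counts of ChIP and input are the reads inside the domain as the caller counted them, with no further scaling. The log2 value of a domain, as deposited, is the log2 of ChIP over input after the caller scaled for library size. The p-value and FDR of a domain, as deposited, are those of the caller for ChIP against input, and each list holds domains under an FDR of 0.05. The score of a domain, as deposited, is 100 times its log2 value. These values belong to each domain and were used only within a list, to filter or rank its domains.

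RNA counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, where the authors used DESeq2 1.22.2. Domains were analysed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Only the groups compared entered each fit, except the interaction of training and virus, which used all 12 libraries. Genes were kept with filterByExpr (least count 10, least total 15), libraries were scaled by TMM, and the quasi-likelihood test of edgeR was used with Benjamini-Hochberg adjustment. Thresholds were those of the paper, an adjusted p under 0.01 with a fold change above 2 for depletion, under 0.05 with a fold change above 1.2 for training in virus-injected mice, and under 0.01 for training in intact mice. The interaction was tested at 0.05. A fold against a group with no counts was computed against a floor of 3 counts over the group and is given as a lower bound. Overlap of genes called by edgeR and covariance of fold changes between the depletions, which share the shScr libraries, were set beside simulated unchanged groups, and overlap with DESeq2 beside independent lists, which do not allow for shared libraries.

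The 35 lists of genes written in advance were immediate early genes, later activity-response genes, glucocorticoid-responsive genes, lysosome, homeostatic microglia, activated microglia and macrophages, B and plasma cells, T and NK cells, neutrophils and monocytes, interferon response, MHC class I presentation, MHC class II presentation, complement, reactive astrocytes, homeostatic astrocytes, oligodendrocytes, endothelium, mural cells with fibroblasts and meninges, and choroid plexus. The others were CA1 pyramidal neurons, dentate granule neurons, CA2 and CA3 pyramidal neurons, inhibitory neurons, thalamic neurons, blood, GABA-A receptor subunits, voltage-gated potassium channels, glutamate receptors and postsynaptic density, p53 targets, unfolded protein response, histone variants, cell cycle, and the dendritic genes, the secretory and synaptic genes and the memory genes that the paper names. Lists were tested with camera at its preset correlation of 0.01, and with an estimated correlation and with fry as alternatives. Members were counted at the adjusted p of the comparison without a fold threshold, over all genes tested and over the list alone. Some genes stand in several lists, such as the C1q genes in those of activated microglia and of complement, and Gbp2, Cxcl10 and H2-T23 in that of reactive astrocytes and in those of the interferon response or MHC class I.

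Genes were named by a rule. It takes every gene that the text, the legends or Supplementary Table 1 of the paper name for a comparison. It adds the 10 higher and the 10 lower genes with the largest absolute log2 fold change among those past the thresholds whose groups do not overlap and whose mean is at least 1 CPM, predicted genes left out. In each list described, up to 4 members with the smallest adjusted p may be named. For ChIP-seq the rule names Arc and the other immediate early genes of the paper. Values in the tables of the paper had been seen when the rule was written.

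Domains were laid on the genome in bins of 200 bp. A consensus domain lay in at least 2 untrained libraries, and overlap needed at least 1 bp. Promoters were the 2 kb upstream of the transcription start, and genes were grouped by mean counts in intact mice. A bin of 1 kb was lost when at least 50% of it was covered in every untrained and no trained library, and gained in the reverse case. Groups of libraries were compared with exact permutation tests, gene lists with 1000 random lists matched on expression, and genes with lost bins with an exact hypergeometric test against all expressed genes. The reads outside domains are not in the lists, so the DiffBind 2.10.0 test of the paper, which compares reads at fixed places, was not repeated. Narrow peaks, RT-qPCR, ChIP-qPCR and behaviour were not analysed here.

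Depth is given for each group with the experiments, as total counts per gene table for RNA and as reads inside domains for ChIP-seq. The numbers of replicates were tested as pairs from the correlation of deviations from group means. In shScr mice, trained and untrained libraries with the same number had correlations of 0.14 to 0.207, above 0.1 in 3 of 3 pairs, and these numbers were taken as pairs on that hint from the data, since neither labels nor paper state a shared litter or day. In no other comparison were all pairs above 0.1. Trained and untrained shScr libraries with different numbers had -0.193 to 0.018. Libraries of different numbers and viruses in the training experiment reached 0.386, so the hint is weak. Alternatives were DESeq2, RLE scaling, library size alone, TMM without the immune and glial lists, every gene with a count, all groups in a fit, no fold threshold, the replicate number as a block and each library left out in turn. For domains they were a stricter FDR of 0.001, overlap over 50% of a domain, presence in all untrained libraries, promoters of 500 bp and 1 kb, counts per kb, bins of 200 bp and 5 kb, lists reduced to equal covered bases, and the genes that the paper lists. These alternatives, the tests, the gene lists and the naming rule were chosen before the counts and domains were examined. Values in the tables of the paper, made on the same libraries, had been seen by then. Supplementary Table 1 names members of the interferon list, such as Ifit1, Oasl2, Rsad2 and Bst2, as higher in both depletions. Counts over that list in the depletion experiment are therefore not independent of the paper's calls. For genes with lost bins, however, equal covered bases were an added setting. Tests chosen later are named as such. The comparisons of gene counts between groups and the count of lost bins were tested on simulated data with planted changes.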

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

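The tests of immune cells and activated glia, of the loss of H2afy RNA, of fewer CA1 neurons and of spread between mice, and the reasons for which the values of H2afy RNA and of equal covered bases decide nothing, were chosen only after the result was seen.

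The comparisons of shH2afy with shScr libraries in the training experiment are data that the paper does not report on, and 2163 genes passed in untrained and 1571 in trained mice. In the depletion experiment, members of gene lists outside those that the paper discusses were higher in shH2afy than in the shScr control libraries. Camera with an estimated correlation called 0 of the 35 lists. Past an adjusted p under 0.01 from edgeR were 10 members of the list of homeostatic microglia, 19 of activated microglia and macrophages, 7 of neutrophils and monocytes, 32 of the interferon response, 14 of MHC class I presentation, 6 of MHC class II presentation, 13 of complement, 22 of reactive astrocytes and 15 of the cell cycle. After training in shScr mice, 15 glucocorticoid-responsive genes, which the paper does not discuss, were higher when adjusted over the list alone. With the replicate number as a block, this list did not pass adjustment with an estimated correlation. A library far from the others of its group was sought only in groups of at least 4, the untrained and trained mice at 6 h, and in 12 measures (number, mean length, covered bases, median log2 value, covered share of chromosome X and median ChIP over input of the domains in each group) 0 were found, while the RNA groups are too small for this test.

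Genes higher in libraries labelled shH2afy form the first pattern weighed. A fall of H2afy RNA stays open, since H2afy had a log2 fold change of -0.37 (standard error 0.10) in the depletion experiment. The change was 0.13 in untrained mice of the training experiment, whose counts include introns and may not show a loss of spliced RNA. RT-qPCR in the paper gave less H2afy RNA after this shRNA, and the paper reports less mH2A1 protein. RNA from immune cells and activated glia stays open too, since the lowest of the median log2 fold changes of their 5 lists in the 2 experiments was 1.5 (11 of 11 genes of homeostatic microglia, 19 of 20 of activated microglia, 5 of 15 of neutrophils and monocytes, 3 of 19 of T and NK cells and 20 of 23 of reactive astrocytes are also measured in intact CA1, and in untrained mice Cd74 had 477 and 59.1 CPM and Lyz2 217 and 9.69 CPM in shH2afy and shScr). Loss of mH2A1 at the promoter of the gene itself also stays open, since promoters of higher genes lay under mH2A1 domains 12.2 percentage points more often than matched lists, but those of lower genes did so too (21.5 points). The values may come from any of these, H2afy RNA of other cells may mask a loss in neurons, the response to a virus or an off-target effect of the shRNA was not tested, and the 10 splits of each comparison are too few for a share under 0.05 (1885, 2163 and 1571 genes against 0, 0 and 0 in the highest other split, with 1 split as large in each).

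The smaller response of immediate early genes to training in libraries labelled shH2afy is the second pattern. Spread between mice is argued against only by the list of these genes (p = 0.0264 for the interaction with an estimated correlation, 28 of 31 genes negative, not past adjustment over the lists). No gene passed, and the replicate number, taken as pairs in shScr mice, was not a block in this test. Spread between mice therefore stays open. Fewer CA1 neurons also stay open, since the summed rise of these genes in shH2afy was 0.226 of that in shScr mice (118 and 520 CPM) where CA1 markers were at 0.361. The rise ratio was below the marker share in 12 of 12 fits that left out a library, but the ranges (0.0924 to 0.352 and 0.306 to 0.398) overlap. A smaller response of each neuron may be part of it and was not tested apart from these.

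More bins lost than gained for mH2A1 at 30 min after training is the third pattern (68.0% lost, and 68.7 to 74.7% without single untrained libraries, while leaving out a trained library lets a bin count as gained from 1 list and decides nothing). Fewer bases called in trained mice stay open, since at equal covered bases there were 0.822 lost bins per gained bin but 0.592 to 0.828 in the other splits, so that matching the lists in length keeps this ratio low for any grouping. Whether fewer bases come from less histone or from weaker libraries cannot be told from lists without reads outside domains. Removal at genes induced by training stays open, as Arc is the gene with a lost bin of 15 (p = 0.461, exact hypergeometric test, one-sided). Of the 353 higher genes of the paper 2.55% had a lost bin in the promoter against 4.03% of expressed genes. The p for fewer was 0.0921 (exact hypergeometric test, one-sided), and 0.00551 to 0.36 over the alternatives that keep both trained libraries. This lower share decides nothing, since their promoters were also covered less before training (20.6 against 30.1% of other genes). The 10 splits of the 5 libraries are too few for a share under 0.05, with 24534 lost bins in the real grouping, 16065 in the highest other and 1 split as large. At equal covered bases the lost bins were 13972 in the real grouping and 11868 in the highest other, again with 1 split as large.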

How the results depend on the processing

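The alternatives chosen only after the data were seen are DESeq2 with each library left out, the training effect averaged over both viruses, and the median of all genes under each scaling. Equal covered bases were also an added setting for genes with lost bins. Over 61 results and 536 values under alternatives, 310 stayed within the spread or the side of the threshold, 218 moved, 4 became weaker, 4 stronger and 0 reversed. Genes higher in shH2afy outnumbered lower ones in the depletion experiment under every alternative run (73.8 to 95.8%). The correlation of the fold changes of the 2 experiments stayed between 0.836 and 0.877 without single libraries, and the untrained comparison of the training experiment between 1788 and 2268 genes. Where values changed below, the cause was not tested, except where fewer libraries or a changed rule of counting is the change itself.

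With DESeq2, 127 genes were called for mH2A2 depletion, 211 for training in shScr, 44 in shH2afy and 464 in intact mice (78% higher), 89 in both depletions, and the share of higher genes for mH2A1 depletion was 84.9%. H2afy2 in shH2afy2 mice had an adjusted p under 0.01 with DESeq2, without the fold change of 2 (-0.95, adjusted p = 0.00664, against 0.0222 to 0.262 over the edgeR alternatives). With every gene that has a count, there were 327 genes for mH2A2 depletion, 2610 for the direct comparison, 51 in intact mice, 261 in both depletions, and 82.9% higher for mH2A1 depletion. That share was 95.8% with library size alone, 84.1% with all groups in the fit (6 genes for training in shScr), 88% with scaling without the immune and glial lists and 73.8% with no fold threshold. With no fold threshold 2699, 4988 and 4012 genes passed in the direct comparison and in untrained and trained mice of the training experiment. Library size alone moved the median log2 fold change of all genes by 0.16 for shH2afy against shScr and against shH2afy2 in the depletion experiment, and by 0.25 in untrained and in trained mice of the training experiment, so changes are given relative to TMM. The list of oligodendrocytes changed sign with it in the depletion experiment and in untrained mice of the training experiment, as did those of choroid plexus, dentate granule neurons and glucocorticoid-responsive genes in those untrained mice.

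Of the lists, camera with an estimated correlation called 0 for mH2A1 depletion, mH2A2 depletion, the direct comparison, training in shH2afy, shH2afy in untrained and in trained mice and the interaction, 1 for training in shScr and 2 in intact mice. With fry the lists were 21 for mH2A1 depletion, 20 for the direct comparison, 27 and 24 for shH2afy in untrained and in trained mice, 0 for mH2A2 depletion, training in shH2afy and the interaction and 2 for training in shScr and in intact mice. The preset correlation called 21, 14, 24, 11, 20, 22, 13, 15 and 7 in the order of the first sentence.

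The replicate number as a block gave 1146 genes for mH2A1 depletion (93.3% higher), 0 in trained mice of the training experiment and 0 in intact mice, and H2afy at -0.37 with an adjusted p of 0.0784 from edgeR (0.0259 to 0.0953 over all alternatives, the highest without shH2afy replicate 1). In these comparisons the samples share only a number, with correlations of -0.262 to -0.107 between shH2afy and shScr and of -0.304 to -0.2 in trained mice, so the block costs degrees of freedom with no pairing. For shScr mice, the numbers were taken as pairs on weak correlations alone. There the block left 0 genes and ended the call of the glucocorticoid list with an estimated correlation (adjusted 0.0056 before, 0.169 with it). With the block, fry called 1 list in place of 2 and the preset correlation 16 in place of 15. Since the pairing is not established, the block does not decide on that call. Splits of these 6 libraries that part all 3 pairs number 4, and DESeq2 called 0, 25 and 0 genes in the others against 211.

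Without single libraries, genes for mH2A1 depletion ranged from 947 to 2364 (86.7 to 95.8% higher), for mH2A2 depletion from 0 to 2, for the direct comparison from 2 to 2090, for training in shScr from 0 to 1, for shH2afy in trained mice from 519 to 1980, in intact mice from 1 to 416 (61.3 to 100% higher) and in both depletions from 0 to 2. DESeq2 ranged from 67 to 193 for mH2A2 depletion, from 1539 to 2508 for the direct comparison, from 73 to 442 for training in shScr, from 7 to 80 in shH2afy and from 69 to 1082 in intact mice. H2afy ranged from -0.48 to -0.31 in the depletion experiment and from 0.12 to 0.2 in trained mice, and H2afy2 in shH2afy2 mice from -1.25 to -0.8. Overlap ranged from 33.3 to 65.9% for mH2A1 in mH2A2 and from 51.3 to 78.0% in the reverse. Between times it ranged from 70.3 to 74.7% and 39.4 to 41.9% for mH2A1 and from 43.0 to 73.8% and 32.2 to 64.0% for mH2A2, 30 min in 1 h first. Lost and gained bins ranged from 43402 to 57264 and 18343 to 65176 for mH2A1 and from 35986 to 71549 and 14608 to 61171 for mH2A2 at 30 min, from 57577 to 105549 and 47260 to 114282 for mH2A1 and from 11563 to 24209 and 7198 to 13034 for mH2A2 at 1 h, and from 425 to 561 and 436 to 620 at 6 h. A bin must then hold in fewer libraries, which alone raises both the lost and the gained numbers.

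With domains under an FDR of 0.001, mH2A2 lists averaged 38096 domains, overlap was 46.9% for mH2A1 in mH2A2 and 65.6% in the reverse, agreement of 30 min in 1 h and of 1 h in 30 min was 68.9 and 44.7% for mH2A1 and 63.6 and 40.8% for mH2A2, low minus high promoters was 22.0 points for mH2A1 and 13.4 for mH2A2, and mH2A2 lost 16277 bins at 30 min. In the same order of the 6 shares of overlap and agreement, the values were 48.6, 60.6, 57.8, 41.5, 53.9 and 43.8% with at least 50% of a domain covered, and 40.7, 62.9, 77.1, 32.4, 46.2 and 39.5% for domains in all untrained libraries. Low minus high promoters for mH2A1 was 22.7 points with at least 50% of the promoter covered, and with counts per kb it was 23.9 for mH2A1 and 10.6 for mH2A2. With bins of 200 bp, lost and gained numbered 122346 and 57866 (mH2A1) and 124977 and 50097 (mH2A2) at 30 min, 146678 and 127464 (mH2A1) and 37352 and 15684 (mH2A2) at 1 h, and 1085 and 1342 at 6 h, and with bins of 5 kb 5020 and 2017, 5224 and 1716, 5609 and 4188, 1454 and 494, and 49.0 and 34.0. At equal covered bases, lost bins numbered 13972 for mH2A1 and 10253 for mH2A2 at 30 min and 3052 for mH2A2 at 1 h. With presence in at least 2 libraries of a group, lost bins numbered 95260 for mH2A1 and 106030 for mH2A2 at 30 min, and at 6 h 25806 were lost and 27162 gained. With the genes of the paper, 67.7% had a lost bin within 100 kb (p = 0.0245, exact hypergeometric test, one-sided).

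No value exists for the share of higher genes in mH2A2 depletion where edgeR calls 0 genes (3238 at an unadjusted p under 0.05, 127 with DESeq2), and no fold threshold was not run for intact mice and the interaction, which have none. No paired analysis was possible for the domains because a mouse was either trained or untrained and the numbers of the lists give no pairs across groups. On simulated counts at the depth of these libraries, edgeR recovered from 32.4 to 38.2% of changes of 2-fold at thresholds that ask for more than 2-fold, 85.3% for training in each virus and 91.2% in intact mice, and at 4-fold 83.3 to 100%. False calls numbered 0 to 20 with edgeR and 2 to 76 with DESeq2. In the data, Egr2 was 4.86-fold higher after training in shScr mice and did not pass (adjusted p = 0.277 from edgeR). Recovery on simulated counts therefore does not give the power in the data, and 0 calls do not show that no gene responded. The simulation recovered 300 of 300 planted lost bins. This checks the counting of bins in given lists and not how often the calling of domains would miss a loss.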

Differences from the paper's values

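None of the alternatives named in this part was chosen only after the result was seen. Thresholds are those that the paper states. For mH2A2 depletion the paper gives 127 genes and edgeR 0 (3238 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 gives 127, and RLE scaling, library size alone, the replicate block, all groups in the fit, scaling without immune and glial lists, no fold threshold and each library left out (0 to 2) and every gene with a count (327) do not come within the paper's value. For genes called in both depletions the paper gives 89 and edgeR 0, where DESeq2 gives 89, every gene with a count 261 and the other alternatives 0 to 2. For training in shScr mice the paper gives 169 and edgeR 0 (1382 at an unadjusted p under 0.05), where DESeq2 gives 211, all groups in the fit 6 and the other alternatives 0 to 1. For training in shH2afy mice the paper gives 44 and edgeR 0 (613 at an unadjusted p under 0.05), where DESeq2 gives 44 and the other alternatives 0. For training in intact mice the paper gives 467 and edgeR 15, where DESeq2 gives 464 and edgeR without untrained replicate 2 gives 416, while RLE scaling gives 13, library size alone 20, every gene with a count 51, the replicate block 0 and the other libraries left out 1 to 16.

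Of the genes in the paper's tables that were tested here, all have the paper's direction, namely 2233 for mH2A1 depletion, 121 for mH2A2 depletion, 168 and 44 for training in shScr and shH2afy mice and 466 in intact mice. Of these edgeR called 1846, 0, 0, 0 and 15, and DESeq2 2233, 121, 125, 24 and 462.

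Of 8 dendritic genes that the paper states as lower after mH2A1 depletion, 8 have negative fold changes, 4 pass an adjusted p under 0.01 from edgeR, 7 do so from DESeq2, and Gabrg1 (-0.39, adjusted p = 0.147 from edgeR, 0.136 from DESeq2) passes with neither tool. The paper states that Arc is not affected by training in shH2afy mice, and DESeq2 gives it an adjusted p of 0.0491 (log2 fold change 0.74) and edgeR 0.998. The paper reports depletion of the mH2A1 protein by its shRNA, which RNA-seq does not measure. From a measurement of mRNA in larger groups of mice it states that the shRNA lowers H2afy. The RNA-seq libraries here come from fewer mice and were judged at a stricter threshold. In the depletion experiment the statement holds in direction (-0.37) but not past an adjusted p of 0.01 (0.031 from edgeR and 0.027 from DESeq2, 0.0259 to 0.0953 over the alternatives). It does not hold in the training experiment, whose counts include introns, at 0.13 in untrained and 0.16 in trained mice. The paper states that training removes mH2A1 and hardly mH2A2 at 30 min by reads at fixed places. By the presence of domains 24534 bins were lost for mH2A1 and 25016 for mH2A2. The highest other split of the same lists gave 16065 lost bins for mH2A1 and 34523 for mH2A2. The numbers of the 2 histones are therefore not equal evidence of loss with training. It states that mH2A1 falls at promoters of higher genes, mH2A2 does not and random promoters do not, while the share of promoters under a domain changed by -10.8 points for mH2A1 and -10.5 for mH2A2 at the higher genes it lists, and by -10.5 for mH2A1 at other expressed genes. It states that loss of mH2A1 gathers at promoters of higher genes. Here 9 of 353 higher genes held a lost bin where 14.2 were expected, and 5 of 99 lower genes where 3.99 were expected. The expected numbers take all expressed genes, while promoters of the higher genes were covered less often before training than those of other genes. The counts also use the presence of domains and not reads, so they do not decide on the statement. At Arc, the gene it singles out, the domains were lost as it states, in 3 of 3 untrained mice present and in 2 of 2 trained mice absent. Mean length over all mH2A1 domains at 30 min was 4769 bp, below the average that the paper gives.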

Other observations

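The test of a rise of glucocorticoid-responsive genes and the redrawing of training within each virus for the interaction were chosen only after the result was seen. Genes of dividing cells, of the response to DNA damage and of antigen presentation were higher in libraries labelled shH2afy than in shScr. In the depletion experiment, past an adjusted p under 0.01 from edgeR, these were 15 of 19 cell cycle genes (19 adjusted over the list alone, median log2 fold change 2.54), 14 of 15 of MHC class I presentation (15, 4.78), 6 of 7 of MHC class II presentation (7, 8.77) and 7 of 7 of neutrophils and monocytes (7, 5.90). Of 17 p53 targets, 10 were higher and 1 lower (12 and 1 adjusted over the list alone, median 0.77). Mki67, a marker of dividing cells, had 3.30 (standard error 0.33) and Rrm2, a subunit of the ribonucleotide reductase, 2.92 (0.28). Eda2r and Trp53inp1, both induced by p53, had 3.80 (0.27) and 1.94 (0.15). Nlrc5 and Ciita, the transcription factors that switch on MHC class I and II, had 5.77 (0.59) and 5.04 (0.58). In untrained mice of the training experiment the lists had 14 of 19 (median 1.89), 15 of 15 (2.27) and 7 of 7 (3.20) higher for the cell cycle and MHC classes I and II, and 12 of 17 p53 targets (0.64). With an estimated correlation no list passed adjustment in either comparison.

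Of 31 immediate early genes in shH2afy mice of the depletion experiment, 4 were higher and 4 lower (6 and 6 adjusted over the list alone, median 0.11). Atf3, a factor induced by stress and injury, rose by a log2 fold change of 5.45 (standard error 0.27) and by 4.35 (0.14) in untrained mice of the training experiment, while Egr1 changed by -1.15 and -1.64. Of 15 later activity-response genes 5 were higher (5, median 0.70), among them Inhba, a subunit of activin (3.40, standard error 0.17). Of 15 genes of the unfolded protein response 3 were higher (7, 0.65), of 10 of T and NK cells 4 (7, 3.80) and of 4 of B and plasma cells 1 (2, 4.69). Of 8 dentate granule genes 1 was higher (1, 0.90), of 12 of endothelium 1 (1, 0.23), of 11 of mural cells, fibroblasts and meninges 2 (4, 1.14) and of 9 histone variants 1 (0, 0.05). Of 14 of homeostatic astrocytes 3 were higher and 2 lower (6 and 2, 0.20), of 20 glucocorticoid-responsive genes 3 and 2 (3 and 2, 0.10), and of 13 of oligodendrocytes 1 was higher (1, -0.12, which becomes 0.04 with library size alone). Of the lists of CA2 and CA3 neurons (8 genes, median 0.05), thalamic neurons (6, 0.54), choroid plexus (11, -0.38) and blood (5, -0.62), edgeR called 0 genes, with 1, 3, 0 and 0 at an unadjusted p under 0.05 and 1, 1, 0 and 0 called by DESeq2. Of 5 memory genes of the paper 1 was lower (1 higher and 1 lower adjusted over the list alone, -0.72).

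RNA of B and plasma cells varied between single mice of one group. Jchain, which joins antibody units, was at 117, 179 and 0.137 CPM in the 3 shH2afy mice of the depletion experiment, at 0.208, 36 and 0.173 in shH2afy2 mice and at 0.276, 0.127 and 0.306 in shScr mice. Ighm was at 813, 939 and 30.6 CPM in the shH2afy mice. Both genes were chosen after their values were seen.

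Promoters of genes higher in shH2afy mice of the depletion experiment lay under an mH2A1 domain of untrained mice at 46.1% (matched lists 34.0%) and those of lower genes at 41.1% (19.6%), and under mH2A2 domains at 40.7% (34.2%) and 45.0% (25.0%). In untrained mice of the training experiment the shares for mH2A1 were 52.2% (37.4%) and 35.4% (23.5%). Against the matched lists the permutation p of each was 0.000999, the smallest they can give. Of the 1691 higher genes 1605 were tested in the untrained mice of the training experiment. There 1600 had positive fold changes (99.7%), and 1561 of these had an adjusted p under 0.05 from edgeR. Of the 194 lower genes 169 were tested and 162 had negative fold changes (95.9%), 118 of these at an adjusted p under 0.05.

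A rise of glucocorticoid-responsive genes with training is a hypothesis from these data. The test asked for a p under 0.05 with an estimated correlation in shScr, shH2afy and intact mice, and the largest of the 3 was 0.0305, in intact mice, with 20, 19 and 18 of 20 genes positive. Handling and shock may both raise stress hormones, and untrained mice that were handled in the same way would be needed to part them. With the replicate number as a block the p was 0.00482, 0.0242 and 0.139 in the same order.

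For the other comparisons of 3 against 3 libraries, 10 splits are too few for a share under 0.05. Against shScr, edgeR called 0 genes for shH2afy2 (3238 at an unadjusted p under 0.05, 127 with DESeq2) and 0 in the highest other split. All 10 splits were as large, which a real count of 0 gives whatever the data, so this tally decides nothing. For shH2afy against shH2afy2 the counts were 1557 and 0, with 1 split as large. For training, edgeR called 0 genes in shScr mice (1382 unadjusted, 211 with DESeq2) and 0 in the highest other split. In shH2afy mice it called 0 (613 unadjusted, 44 with DESeq2) and 2 in the highest other. In each, 10 splits were as large for the same reason, which decides nothing. With DESeq2 the counts were 127 for shH2afy2 and 36 in the highest other split (1 as large), 211 for training in shScr and 395 (2 as large), and 44 for training in shH2afy and 788 (4 as large). The last of these splits calls several times the real count and puts trained replicates 1 and 3 with untrained replicate 3, as the highest split in shScr does, which points to a structure of the samples other than training. For the interaction of training and virus, edgeR called 0 genes (333 at an unadjusted p under 0.05, 0 with DESeq2). The highest of the other splits that redraw training within each virus gave 14. Of the drawn splits 100 of 100 were as large, which a real count of 0 gives whatever the data, so they cannot test chance. The first redrawing run, over both viruses, gave 3881 genes in the highest split and also 100 of 100 as large, and it was replaced after this was seen because it moves mice between viruses, whose libraries differ in many genes.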
